# Diverse feather shape evolution enabled by coupling anisotropic signalling modules with self-organizing branching programme

**DOI:** 10.1038/ncomms14139

**Published:** 2017-01-20

**Authors:** Ang Li, Seth Figueroa, Ting-Xin Jiang, Ping Wu, Randall Widelitz, Qing Nie, Cheng-Ming Chuong

## Abstract

Adaptation of feathered dinosaurs and Mesozoic birds to new ecological niches was potentiated by rapid diversification of feather vane shapes. The molecular mechanism driving this spectacular process remains unclear. Here, through morphology analysis, transcriptome profiling, functional perturbations and mathematical simulations, we find that mesenchyme-derived *GDF10* and *GREM1* are major controllers for the topologies of rachidial and barb generative zones (setting vane boundaries), respectively, by tuning the periodic-branching programme of epithelial progenitors. Their interactions with the anterior–posterior WNT gradient establish the bilateral-symmetric vane configuration. Additionally, combinatory effects of *CYP26B1*, *CRABP1* and *RALDH3* establish dynamic retinoic acid (RA) landscapes in feather mesenchyme, which modulate *GREM1* expression and epithelial cell shapes. Incremental changes of RA gradient slopes establish a continuum of asymmetric flight feathers along the wing, while switch-like modulation of RA signalling confers distinct vane shapes between feather tracts. Therefore, the co-option of anisotropic signalling modules introduced new dimensions of feather shape diversification.

## Abstract (web summary)

Asymmetric feather vane shape was a critical innovation in feather evolution and adaptation for flight. Here, Li and colleagues characterize the multi-module regulatory network that controls feather vane shape and underlies feather diversification.

Over the last two decades, spectacular palaeontological discoveries, mainly from China, have revolutionized our understanding in the origin and evolution of feathers^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^. Major novel functions of feathers that evolved include endothermy, communication, aerodynamic flight and so on. These are achieved through stepwise retrofitting of the original feather forms^1^,^2^,^3^,^7^,^8^.

The three major transformative events that occurred during feather shape evolution are: (i) singular cylindrical filaments to periodically branched feathers; (ii) radially symmetric feathers to bilaterally symmetric feathers by developing mirror-imaged vanes separated by a central shaft (rachis) and (iii) symmetric or asymmetric alterations of vane shapes, including the innovation of feathers specialized for flight. Previous comparative analysis of flight feather (remige) shapes in a variety of birds indicates a strong association between the level of vane asymmetry and flying ability^9^. These feathers serve as mini-airfoils that can generate lift. The co-localization of the centre of gravity and the centre of the lifting force in these feathers make the birds more stable in the air. These feathers also facilitate unidirectional pass-through of air during flapping. Additionally, they can separate from each other to minimize wind resistance^9^,^10^,^11^,^12^,^13^,^14^,^15^. Besides these major transformative events, other morphologic features that emerged during evolution include the deep follicles containing stem cells for cyclic regeneration^7^, the hooklets and curved flanges in barbules and the solid cortex and air-filled pith in rachis and ramus^16^. Together, these features enhanced feather mechanical strength, reduced weight, improved air-trapping efficiency and ensured renewability of feathers after damage.

In the past, efforts have been made to unveil the patterning rules and molecular circuitries generating different feather forms. For the previously mentioned transformative event (i), BMP and its antagonist, NOGGIN, were shown to regulate branching periodicity^17^. An activator/inhibitor periodic-branching (PB) model was further used to explain how branching morphogenesis occurs autonomously by interactions of diffusible morphogens in the epithelium^18^. For event (ii), feather stem cells were found to exhibit a ring configuration, horizontally placed in downy feathers but tilted downward anteriorly (rachis side) in bilaterally symmetric feathers^19^. An anterior–posterior *WNT3A* gradient was shown to convert radial to bilateral feather symmetry. Flattening of the gradient converted bilaterally to radially symmetric feathers^20^. Yet for event (iii), it remains unclear how feather vane shapes are altered in different body regions (for example, symmetric body plumes vs asymmetric remiges along the wing), at different growth phases (for example, primary remiges of large flying birds have naturally occurring emarginated notches, meaning different vane widths at different phases of feather growth). Understanding of feather polymorphism at different physiological developmental stages (for example, natal down and adult plumes) and across different genders (for example, sail-shaped remiges occur in male but not female mandarin ducks) is also lacking. We believe studying the complex feather vane shapes in Aves provides great opportunities to understand how systematic and environmental information are sensed and interpreted by skin appendage stem cells.

Here through anatomic and computational analysis we found two morphological parameters highly associated with feather vane shape diversity: the topology of the barb generative zone (BGZ) and the insertion angles of barbs into the rachis. The BGZ is where the regularly spaced barbs initiate and hence it has also been called the new barb locus^21^. Morphologically it is thinner than the neighbouring epithelial regions, containing irregularly spaced small branches. Eventually it disintegrates to allow vanes to separate and the feather cylinder to open up upon feather maturation.

Through transcriptome profiling and functional perturbations, we identify mesenchyme (pulp) derived *GDF10* and *GREM1* as key regulators for rachis and BGZ topology, respectively. They function by modulating BMP signalling in adjacent epithelium. The interaction between WNT signalling, *GDF10* and *GREM1* establishes the symmetric vane configuration. Additionally, differentially localized *CYP26B1*, *CRABP1* and *RALDH3* in the pulp establish anisotropic RA signalling. This modulates *GREM1* expression and epithelial cell shapes which then adjusts BGZ topology and the barb-rachis angle, resulting in alterations of vane width and symmetry. Thus the co-option of multi-scale mesenchymal signalling modules by feather epithelial progenitor cells likely drives vane shape diversification during feather evolution.

## Results

### Morphological traits affecting feather vane width/asymmetry

We started by analysing the morphology of rooster remiges with different asymmetry levels (primary and secondary remiges) and body plumes with different vane widths (dorsal and breast plumes) (Fig. 1). Before feather maturation, the pulp (considered to be the source of nutrition during growth) is enwrapped by epithelium. This, in turn, is wrapped inside the feather sheath which gives the feather primordium a cylinder conformation. Upon maturation the pulp retreats and the BGZ disintegrates, allowing the vanes to separate (Fig. 1a and Supplementary Movie 1). Before feather maturation, by cutting open the feather epithelial cylinder at the rachis side and removing the pulp, we find that the width of the BGZ is inversely correlated with the width of the vanes (*SHH* has enriched expression between barbs^22^ and hence was used as a vane marker). For asymmetric remiges, higher asymmetry levels are associated with a larger BGZ that expands toward the lateral side, restricting the epithelial area for lateral vane formation (Fig. 1b,c). For symmetric body plumes, narrower vanes are associated with a larger BGZ which expands in both lateral and medial directions. More interestingly, when we examine BGZ topology in remiges with emarginated vanes, we also find abrupt vane width changes associate with significant BGZ size alterations (Fig. 1d). In contrast, the feather cylinder diameter barely changes during the emergence of the emarginated notch (Supplementary Fig. 1a,b).

Another morphological parameter associated with vane shape variation is the barb-rachis angle. It is a combination of helical growth angle during feather branching morphogenesis and the expansion angle after feather maturation^23^ (Fig. 1a). The expansion angle is likely determined by the physical properties of barbs and barbules^21^. Our measurement shows narrower vanes have smaller helical growth angles and smaller barb-rachis angles (Fig. 1b,c, Supplementary Fig. 1c–f). As to barb length, notable differences are observed between the asymmetric vanes of primary remiges (Fig. 1c). However, the differences between dorsal and breast plumes are very minor (Fig. 1c), and the wider vane region in emarginated remiges even have slightly shorter barbs (Fig. 1e). Thus vane width and barb length are not always positively correlated with each other.

### Identifying crucial molecules for vane shape regulation

To screen for crucial molecules that regulate vane shapes, we performed RNA-seq to compare transcriptomes between the ‘narrow-vane' group (lateral side of primary remiges, dorsal plumes) and the ‘wide-vane' group (medial side of primary remiges, breast plumes) from roosters (Fig. 2a,b, Supplementary Fig. 2). 

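Growing feathers were compared in 8 groups, the epithelium and the pulp of the lateral and the medial side of primary remiges and of dorsal and breast plumes. Each group had 2 libraries, labelled batch I and batch II, which makes 16 libraries in all. Each remige library came from the proximal follicles of 3 primary remiges and each plume library from 25 follicles, with 4 μg of RNA and reads of 50 bp. The libraries had 42.2 to 45.8 M alignments (M for 1000000) in remige epithelium and 29.4 to 37.0 M in remige pulp. In plumes they had 32.6 to 37.7 M in epithelium and 23.4 to 26.1 M in pulp. The authors trimmed the reads, mapped them to the chicken genome galGal4 and deposited RPKM values for each gene and library, with 15512 genes listed in both feather types. These values are not counts, so tests that need counts were not run. For the values given here, the RPKM of each library were rescaled to TPM, the unit of the study's own minimum, and fold changes were taken on the log2(TPM + 1) scale. Between 10777 and 12449 genes reached 1 TPM in a library. Genes with a mean of at least 1 TPM in 1 of the 4 groups of a feather type were tested with limma, 12954 in remiges and 13246 in plumes. The p-values were adjusted by the Benjamini-Hochberg method. A gene is called changed at an adjusted p under 0.05. The 2 batches are biological replicates. The paper's methods state that remige follicles were cut into a lateral and a medial part. The lateral and medial libraries of a batch may thus be pairs from the same follicles. The batch differences of these sides correlated across genes with r = 0.731 in pulp and 0.805 in epithelium. The main fit leaves out such pairing, so a remige gene that misses its threshold may still differ within batches. Calls were also made with the batch as a block in the model, which compares the groups within a batch. Recovery was simulated with 1 spread per gene, pooled over the 8 libraries of a feather type, epithelium included. In simulated lateral and medial pulp 55% of the genes given a 2-fold change and 90.5% of those given a 4-fold change were recovered without the block. In simulated dorsal and breast pulp 90% and 100% were recovered. These changes were given only to genes with a mean above 25 TPM in both feather types, so the shares do not cover genes at lower levels. Remige pulp replicates correlated less closely (r = 0.973 and 0.975) than epithelium replicates (0.983), so recovery in pulp may be lower. With the block, 82 of 12216 unchanged genes were called in simulated lateral against medial pulp, against 4 without it. These 82 were a larger share of the calls with the block than the threshold of 0.05 allows.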

Feather epithelium and pulp were separated during preparation for tissue-to-tissue comparisons. 

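In both feather types many genes differed between epithelium and pulp, among them structural genes of keratinocytes and of connective tissue. In remige pulp, PENK, which encodes the opioid precursor proenkephalin, was at 3815 ± 486 TPM (SD, n = 4 libraries) against 6.47 ± 2.46 TPM in remige epithelium. The collagen gene COL1A2 was at 3078 ± 486 TPM in remige pulp and 6.58 ± 4.17 TPM in epithelium. VIMENTIN, an intermediate filament of mesenchymal cells, was at 5312 ± 226.2 and 18.7 ± 3.14 TPM. TGM3, a transglutaminase of the cornified layer, was at 239 ± 20.8 TPM in remige epithelium and 3.37 ± 3.15 TPM in remige pulp. In plumes, KRT9 was at 965 ± 267 TPM in epithelium and 9.51 ± 10.8 TPM in pulp. The tight junction gene CLDN1 was at 499.9 ± 47.9 and 12.5 ± 12.0 TPM, and ASIP, an antagonist of the melanocortin receptor, at 9.30 ± 6.14 and 2387 ± 1470 TPM. Each of these changes passed limma's test, with log2 fold changes from -9.04 (PENK in remiges, adjusted p = 2.09e-07) to 6.94 (KRT9 in plumes, adjusted p = 2.92e-07) for epithelium against pulp. Of 37 keratinocyte markers tested, 31 were higher in remige epithelium and 1 in remige pulp. In plumes 33 were higher in epithelium and 2 in pulp. Of 26 fibroblast markers, 25 were lower in remige epithelium and all 26 in plume epithelium, with median log2 fold changes of -6.47 and -6.43. The endothelial markers were lower in epithelium in 17 of 17 cases in remiges and 18 of 18 in plumes, and the leukocyte markers in 20 of 21 in both. Of 32 genes of extracellular matrix remodelling, 28 were lower and 3 higher in remige epithelium. Of 34 in plumes, 29 were lower and 4 higher. In remige epithelium 12 of 14 genes of keratinocyte differentiation, 13 of 15 alpha keratins and all 4 feather keratins were higher. In plume epithelium it was 12 of 13, 11 of 15 and all 4. The feather keratins belong to a multi-copy family, so their values are uncertain. The basal keratins KRT5 and KRT14 were nevertheless read in pulp, at 539 ± 4.75 and 696 ± 172 TPM in lateral pulp, against 2065 ± 0.384 and 1510 ± 54.8 TPM in lateral epithelium. Over all genes, 2417 were higher and 5822 lower in remige epithelium than in remige pulp, and 4001 and 6226 in plumes. With quantile normalization the numbers were 4816 and 3530 in remiges and 6125 and 4562 in plumes. That scaling moved the median of all genes from -0.35 to 0.17 in remiges and from -0.18 to 0.15 in plumes, so the split between the directions depends on it.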

We also performed Histone 3 Lysine 4 tri-methylation ChIP-seq to confirm the differential expression revealed by RNA-seq, as H3K4me3 is an epigenetic marker of actively transcribed genes^24^ (Supplementary Fig. 3). 

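SLC14A2, a urea transporter, was at 68.3 ± 20.0 TPM (SD, n = 2 libraries) in lateral and 8.37 ± 1.26 TPM in medial remige pulp. RTN1, a reticulon of the endoplasmic reticulum, was at 30.1 ± 4.72 and 92.3 ± 15.5 TPM. Their log2 fold changes were 2.86 (standard error 0.25, adjusted p = 0.0797 from limma) and -1.58 (standard error 0.21, adjusted p = 0.134). With the batch as a block SLC14A2 passed the test (adjusted p = 0.0232) and RTN1 did not (adjusted p = 0.0505). In plume pulp, the gene of the secreted cytokine-like protein CYTL1 rose from 19.2 ± 2.86 TPM in breast to 1933 ± 181 TPM in dorsal plumes. AKR, an aldo-keto reductase, rose from 89.8 ± 4.38 TPM in breast to 3662 ± 918 TPM in dorsal plumes. In the same pulp THRSPB, a regulator of lipid synthesis, was at 20.4 ± 5.86 TPM in dorsal and 574 ± 25.0 TPM in breast plumes. The Norrin gene NDP, which encodes a ligand of Frizzled receptors, was at 7.06 ± 2.17 and 177 ± 12.2 TPM. Both fell (-4.78 and -4.49 on the log2 scale, adjusted p = 8.35e-06 and 8.23e-06). In all, limma called 0 of 12954 genes changed between lateral and medial pulp, where 468 had an unadjusted p under 0.05. With the batch as a block, which compares the sides within a batch, it called 22 higher and 14 lower. In plumes it called 1718 genes higher and 2017 lower in dorsal than in breast pulp. Between lateral and medial epithelium it called 1 gene lower, with 424 at an unadjusted p under 0.05 and 6 changed with the block. That 1 call was lost when any 1 of the 8 remige libraries was left out. Between dorsal and breast epithelium it called 1132 higher and 1205 lower. The split moved to 725 higher and 1304 lower without dorsal epithelium replicate 1 and to 1222 and 696 without replicate 2. Without breast epithelium replicate 1 there were 852 calls, and without replicate 2 there were 829. In dorsal against breast pulp, leaving out 1 library gave 2084 to 4189 calls. The group means on the log2(TPM + 1) scale correlated across genes with r = 0.993 for lateral and medial pulp and 0.964 for dorsal and breast pulp. In epithelium r was 0.995 and 0.981. Genes are not independent replicates, and such an r over genes that span a wide range of levels leaves room for single genes that differ several-fold. Whatever their p, 190 genes in remige pulp and 1313 in plume pulp had a log2 fold change of at least 1 in size.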

Because transcriptome profiles showed high similarity between samples of the same tissue type (for example, linear correlation coefficient *r*=0.99 for lateral vs medial pulp samples, Fig. 2a) we applied the following conditions for candidate screening rather than the statistical test provided by analysis of variance: minimum fold change >1.8; minimum transcripts per kilobase million of the group with higher gene expression >25; the direction of change is identical for both members of the same group (Supplementary Tables 1–4).

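The study's thresholds (a ratio of group means above 1.8 in the same direction in both feather types, and above 25 TPM in the higher group) kept a small set of genes in each tissue. In pulp 16 genes were higher with narrow vanes in both remiges and plumes, among them the BMP antagonist genes GREM1 and FST, CYP26B1 and the transcriptional coactivator gene EYA2. In pulp 26 genes were lower with narrow vanes. Among them were GDF10, CRABP1 (listed as CRABP-I), the growth factor gene FGF10 and the laminin chain gene LAMC3, all higher in pulp than in epithelium. At least 10 others, such as CSTA, FABP5, DSP and KRT8, were higher in epithelium than in pulp. The count of 26 became 14 without replicate 1 of every group and 14 without replicate 2. It was 18 with geometric means, 16 with both libraries of 1 side above both of the other, and 4 with the ratio taken within each batch. In epithelium 36 genes were lower, among them the tumour necrosis factor receptor family member TNFRSF19, the thioredoxin reductase TXNRD1 and the WNT inhibitor WIF1, and 2 were higher, the apolipoprotein gene APOA1 and the synuclein gene SNCB. The 36 became 27 without replicate 1, 32 without replicate 2 and 23 with the ratio within each batch. Chance would give 1.33 genes higher and 1.57 lower in pulp (one-sided Fisher's exact test, p = 1.77e-14 and 3.76e-29), and 0.0502 higher and 1.08 lower in epithelium (p = 9.13e-04 and 2.21e-53). The remige and plume comparisons share no library, but genes that vary together are not independent, so these p-values are too small. More epithelial RNA in the wide-vane pulp of both feather types would also raise the overlap of the lower pulp genes. Of the listed genes, limma called 14 of the 16, 24 of the 26, 30 of the 36 and both of the 2 changed in plumes. In remiges it called none of them, and 7, 4, 0 and 0 with the batch as a block. The genes were kept for their ratios in these same libraries, so their calls in plumes follow in part from that choice. Over all genes, limma called 3735 of 13246 in plume pulp and 2337 of 13246 in plume epithelium. Across all 12634 genes tested in both feather types, the fold changes of the 2 feather types correlated with r = 0.231 (Spearman's rho 0.171) in pulp and r = 0.404 (rho 0.322) in epithelium. In pulp r was 0.0949 without replicate 1 of every group and 0.184 without replicate 2.

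**Figure D1:**
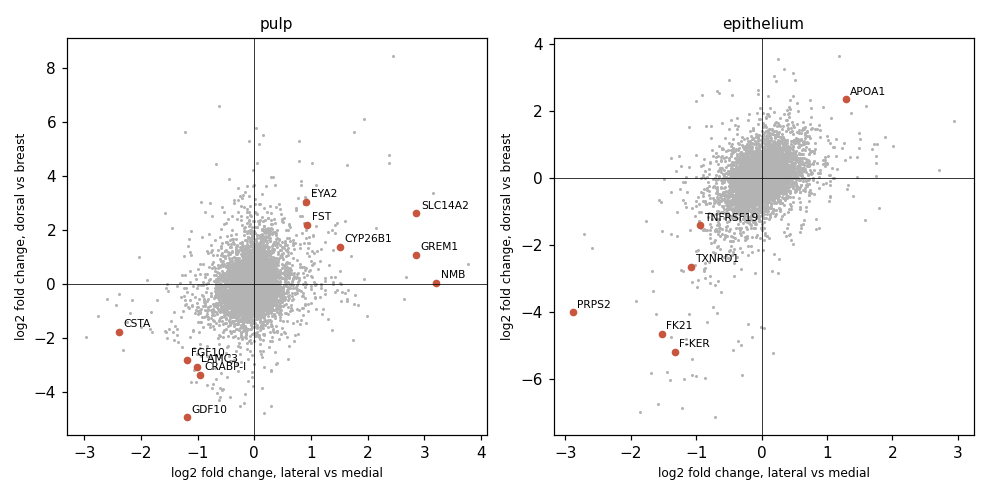
Log2 fold changes of 12634 genes in lateral against medial remiges (x axis) and dorsal against breast plumes (y axis), in pulp (left) and epithelium (right), on the log2(TPM + 1) scale, with 1 point per gene and named genes in red. GREM1 lies at 2.85 and 1.10 and GDF10 at -1.19 and -4.92 in pulp, and F-KER at -1.33 and -5.18 in epithelium.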

From this screening, we chose crucial morphogenetic signalling molecules for further characterization by *in situ* hybridization, so we can observe the spatial distribution of these molecules. For example, RNA-seq analysis indicated that *GDF10*, a BMP family member, is downregulated in the pulp of lateral side primary remiges (2.15-fold) and dorsal plumes (37.1-fold) (Fig. 2a,b, Supplementary Table 1). 

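GDF10, which encodes a secreted ligand of the TGF-β superfamily, was read at lower levels in the pulp of both narrow-vane groups. In remiges it was at 35.5 ± 18.6 TPM (SD, n = 2 libraries) in lateral and 76.3 ± 4.96 TPM in medial pulp, 2.15 times as high on the medial side. In batch I the lateral and medial values were 48.6 and 72.8 TPM, and in batch II 22.3 and 79.9 TPM. The log2 fold change of -1.19 (standard error 0.34) did not pass limma's test in remiges (adjusted p = 0.690, or 0.303 with the batch as a block). In plumes GDF10 was at 4.53 ± 0.120 TPM in dorsal and 168 ± 32.4 TPM in breast pulp, 37.1 times as high in the breast. It fell by 4.92 on the log2 scale (standard error 0.19, adjusted p = 2.96e-06). The epithelium held little of it, 0.521 TPM on average in remiges and 0.344 TPM in plumes. Of the other BMP and GDF ligands in dorsal against breast pulp, BMP4 was at 27.4 ± 2.33 and 65.6 ± 1.99 TPM. DSL1, the chicken dorsalin gene, was at 0.824 ± 0.354 and 21.0 ± 2.40 TPM. Both fell (adjusted p = 4.73e-04 and 5.87e-06). BMP2 rose in dorsal pulp, from 13.6 ± 1.40 to 22.6 ± 3.14 TPM (adjusted p = 0.00399). Among 10 tested ligands, 2 rose, 5 fell and 3 did not pass in plume pulp (3 and 5 when adjusted over the list alone). In remige pulp none of 9 passed, and their median log2 fold change was -0.17 (camera, adjusted p = 0.0277, but 0.0931 with the batch as a block, 0.226 with an estimated correlation and 0.156 without GDF10). From the lower level in both narrow-vane groups, the paper takes GDF10 as a candidate regulator and examines where it is expressed.

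**Figure D2:**
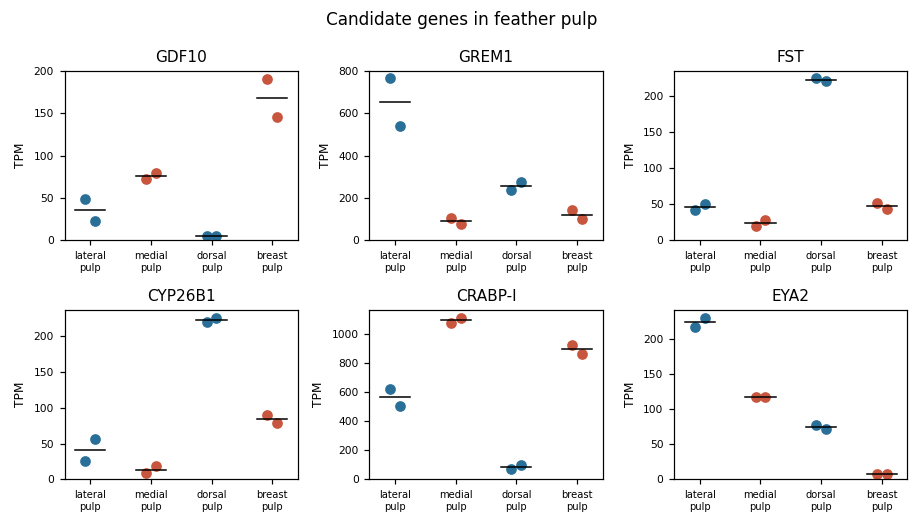
TPM of 6 candidate genes in the 4 pulp groups, with 1 point per library (2 per group), a bar at the group mean, narrow-vane groups in blue and wide-vane groups in red. The dorsal libraries lie near 4.53 TPM for GDF10 and the breast libraries at 145 and 191 TPM.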

*In situ* hybridization unveiled highly localized *GDF10* expression in the pulp adjacent to the rachis (Fig. 2c). 

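GREM1 encodes gremlin 1, a secreted protein that binds BMPs, and FST encodes follistatin, which binds activins and BMPs. In lateral remige pulp GREM1 was at 655 ± 159.8 TPM (SD, n = 2 libraries) against 89.7 ± 20.8 TPM in medial pulp, 7.30 times as high. Both lateral libraries lay above both medial ones. Its log2 fold change of 2.85 (standard error 0.28) missed limma's threshold without a block (adjusted p = 0.111) and passed with the batch as a block (adjusted p = 0.0353). In plumes GREM1 was at 257 ± 28.1 TPM in dorsal and 121 ± 30.9 TPM in breast pulp, 2.12 times as high, a log2 fold change of 1.10 (standard error 0.41, adjusted p = 0.0817). Over 18 alternatives of the processing the adjusted p for GREM1 in plume pulp ranged from 0.00338 to 0.484, and it was under 0.05 in 4 of them. FST was at 46.1 ± 5.17 TPM in lateral and 23.9 ± 5.85 TPM in medial pulp, a log2 fold change of 0.93 that did not pass (adjusted p = 0.395). It rose from 47.5 ± 6.31 TPM in breast pulp to 224.2 and 219.9 TPM in the 2 dorsal pulp libraries (log2 fold change 2.21, adjusted p = 1.59e-05). HTRA1, a protease that binds TGF-β family ligands, was at 603 ± 82.9 TPM in lateral and 332 ± 17.0 TPM in medial pulp (adjusted p = 0.191). None of 14 BMP antagonists passed in remige pulp over all genes, 4 were higher when adjusted over the list alone, and 11 of the 14 had a positive log2 fold change. GREM1 and FST, which the study picked from these libraries, are 2 members of that list. Its median was 0.28 (camera, adjusted p = 1.19e-06, and 0.202 with an estimated correlation). Without the 2, a test chosen after the values were seen, 9 of 12 were above 0 with a median of 0.21 (adjusted p = 0.00371, and 0.498 with an estimated correlation). The BMP response genes went the other way in lateral pulp, with 9 of 10 below 0 and a median of -0.26 (adjusted p = 1.15e-05, and 0.188 with an estimated correlation). Without MSX2, which the study also picked, their median was -0.19 (adjusted p = 4.73e-04, and 0.201 with an estimated correlation). The 6 members not at least 2 times higher in epithelium than in pulp had a median of -0.13. Endothelial markers were lower there as well, with 16 of 17 below 0 and a median of -0.26 (adjusted p = 0.00384, and 0.728 with an estimated correlation). MSX2, a homeobox gene that responds to BMPs, was at 21.8 ± 2.91 TPM in lateral and 42.2 ± 7.95 TPM in medial pulp and passed with the block (adjusted p = 0.0232). Its mean in remige epithelium was 213 TPM. The keratinocyte markers went the same way in lateral pulp, with none of 37 past the test over all genes (2 lower with the block), 10 lower and 1 higher when adjusted over the list alone, and a median of -0.32 (camera, adjusted p = 6.72e-12, and 0.188 with an estimated correlation).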

RNA-seq also indicated that the BMP antagonists, *GREM1* and *FST,* are upregulated in the pulp of lateral side primary remiges (7.30-fold, 1.93-fold) and dorsal plumes (2.12-fold, 4.68-fold) (Fig. 2a,b, Supplementary Table 2). *In situ* hybridization demonstrated localized *GREM1* expression in the pulp adjacent to the BGZ (Fig. 2c). *FST* does not display such a localized pattern (Supplementary Fig. 4). Similar expression patterns of *GDF10* and *GREM1* were also seen in zebra finch and Japanese quail remiges (Supplementary Fig. 5).

Furthermore, two genes along the RA pathway: *CYP26B1*, which degrades RA (ref. 25), is upregulated in the pulp of lateral side primary remiges (2.98-fold) and dorsal plumes (2.64-fold), while *CRABP1*, which shuttles RA either to the nuclear receptors (RARs) or degrading enzymes^26^, is downregulated in the pulp of lateral side primary remiges (10.22-fold) and dorsal plumes (1.93-fold) (Fig. 2a,b, Supplementary Tables 1 and 2). 

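CYP26B1, an enzyme that breaks down retinoic acid, was at 41.3 ± 21.2 TPM (SD, n = 2 libraries) in lateral and 13.9 ± 7.75 TPM in medial remige pulp. In plume pulp it was at 222.6 ± 4.07 TPM in dorsal and 84.4 ± 7.97 TPM in breast plumes. CRABP1, a cellular retinoic acid binding protein listed as CRABP-I, was at 564 ± 81.8 TPM in lateral and 1090 ± 28.3 TPM in medial pulp, 1.93 times as high on the medial side. In plumes it was at 87.3 ± 19.3 TPM in dorsal and 892 ± 40.8 TPM in breast pulp, 10.2 times as high in the breast. In plumes CYP26B1 rose by 1.39 on the log2 scale (standard error 0.11, adjusted p = 5.98e-05 from limma) and CRABP1 fell by 3.35 (standard error 0.16, adjusted p = 5.19e-06). In remiges the log2 fold changes were 1.51 for CYP26B1 (adjusted p = 0.961) and -0.96 for CRABP1 (adjusted p = 0.134), and neither passed without a block. With the batch as a block both passed (adjusted p = 0.0371 and 0.0474). Of 18 genes of retinoic acid synthesis, binding and degradation tested in plume pulp, 3 rose, 8 fell and 7 did not pass (3 and 10 when adjusted over the list alone). ALDH1A1, another enzyme that makes retinoic acid, rose from 0.920 ± 0.0739 TPM in breast to 16.0 ± 2.95 TPM in dorsal pulp (adjusted p = 8.23e-06). RBP3, a retinoid binding protein, fell from 4.45 ± 0.720 to 0.365 ± 0.0634 TPM (adjusted p = 5.29e-05). In remige pulp none of 15 of these genes passed, 1 was lower when adjusted over the list alone, and the median was -0.05 (camera, adjusted p = 0.976). In epithelium none of the 15 passed in remiges, and 1 rose and 2 fell of 18 in plumes. From CRABP1 protein in the nuclei of pulp cells, the paper proposes that CRABP1 promotes retinoic acid signalling there and that remiges hold a gradient of it from the lateral to the medial side.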

*In situ* hybridization also demonstrated complementary expression patterns of *CYP26B1* and *CRABP1* (Fig. 2c). *CRABP1* is colocalized with the RA synthetase, *RALDH3,* in breast plumes but no differential expression of RA receptors was detected (Supplementary Fig. 4). 

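RALDH3, which makes retinoic acid from retinal and is listed as ALDH6, was at 115 ± 17.8 TPM (SD, n = 2 libraries) in breast and 11.1 ± 3.41 TPM in dorsal plume pulp. It fell in dorsal pulp by 3.29 on the log2 scale (standard error 0.22, adjusted p = 2.18e-05 from limma). In remige pulp ALDH6 was at 21.7 ± 14.8 TPM on the lateral and 32.5 ± 20.6 TPM on the medial side (adjusted p = 1.00). By batch, the lateral and medial values were 32.2 and 47.0, then 11.3 and 17.9 TPM. The receptor gene RARA was at 84.6 ± 10.1 TPM in dorsal and 79.9 ± 3.22 TPM in breast pulp, a log2 fold change of 0.08 (adjusted p = 0.667). In lateral and medial pulp it was at 61.2 ± 2.28 and 73.8 ± 2.34 TPM (-0.27, adjusted p = 1.00). RARB was at 16.1 ± 0.628 and 13.3 ± 1.54 TPM in dorsal and breast pulp (adjusted p = 0.275). Its values were 26.9 ± 1.32 and 17.5 ± 1.35 TPM in lateral and medial pulp (0.60, adjusted p = 0.579), where it was higher when adjusted over the list of receptors alone. RXRA was at 29.3 ± 4.96 TPM in dorsal and 31.3 ± 0.886 TPM in breast pulp. Of the 4 receptor genes tested, none passed in the pulp of either feather type without or with the batch as a block, with medians of 0.01 in remiges and 0.04 in plumes (camera, adjusted p = 0.764 and 0.709). In plume epithelium RXRG rose from 0.599 ± 0.344 TPM in breast to 3.06 ± 0.442 TPM in dorsal plumes (log2 fold change 1.36, adjusted p = 0.00276), at a low level in both. In simulated lateral against medial pulp, 11.5% of the genes given a 1.5-fold change were recovered without the block and 75.5% with it. Those genes had a mean above 25 TPM, so the shares do not cover genes at lower levels. The block also called 82 of 12216 unchanged genes there, against 4 without it.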

Immunostaining revealed nuclear-enrichment of CRABP1 protein in pulp cells (Supplementary Fig. 6). Nuclear CRABP1 implies its potential role in trans-activating nuclear RA receptors^27^. Therefore, CRABP1 protein likely promotes RA signalling in the pulp and this also implicates the presence of a lateral–medial RA signalling gradient in primary remiges.

Interestingly, quantitative PCR (qPCR) for *CYP26B1* and *CRABP1* in the pulp of primary remiges along the wing (lateral-to-medial: X, XI, VII, V, III) demonstrated gradually decreasing *CYP26B1* expression (0.96-fold, 1.68-fold, 2.41-fold, 2.59-fold compared with that of X) and increasing *CRABP1* expression (1.45-fold, 1.38-fold, 1.81-fold, 3.2-fold compared with that of X), implying position-dependent, gradual alteration of RA gradient slope in primary remiges. Meanwhile dorsal plumes have more prominently elevated *CYP26B1* (13.34-fold) and downregulated *CRABP1* expression (215.77-fold) compared with the breast plumes (Fig. 2d), implicating switch-like regulation of RA signalling regulation between these two feather tracts.

### *GDF10* is a crucial modulator of rachis topology

Due to the high correlation between the *GDF10* expression pattern and the rachis topology in different feather types, we investigated whether there is a cause and effect relationship between the two. Our attempts to clone full length chicken *GDF10* were unsuccessful. This made us speculate that the transcripts might be spliced. Hence we did a 5′-RACE experiment (Rapid amplification of 5′ cDNA ends) and found the majority of *GDF10* transcripts are spliced at Exon 2, which matched the spliced ESTs reported on the UCSC Genome Browser (Supplementary Fig. 7). We cloned the 3′ part of the spliced transcript into the replication competent avian sarcoma (RCAS) viral vector and infected embryonic chicken limbs. Three out of five of the neonatal primary remiges developed more prominent rachises (Fig. 3a). We previously found that *BMP2* mis-expression caused an enhancement of rachis formation^17^. Therefore, we examined BMP signalling activity in the *GDF10* mis-expressing follicles. Indeed, we observed an increased number of nuclear phosphorylated (p)-Smad1/5/8 positive cells, indicating active BMP signalling (Fig. 3a).

Previous studies also indicated that WNT signalling plays a crucial role for the formation of bilaterally symmetric feather vanes^20^, so we also examined the potential crosstalk between *GDF10* and WNT signalling. Neonatal primary remiges infected with virus mis-expressing constitutively active β-Catenin developed expanded rachises without significant upregulation of *GDF10* expression (Fig. 3b). It is worth noting that unlike adult chicken primary remiges, neonatal primary remiges have very thin rachises and barely detectable endogenous *GDF10* expression. On the other hand, in normal feathers we observe abundant nuclear β-Catenin positive cells in the pulp adjacent to the rachis and vanes, but not in the BGZ region. This regional difference potentially results from the anterior–posterior epithelial WNT gradient, because in body plumes with after-feathers (secondary rachis and vanes forming at the original BGZ region) upregulated *WNT3A* expression and increased numbers of nuclear β-Catenin positive pulp cells are observed in the original BGZ region (Supplementary Fig. 8a). Interestingly, in neonatal primary remiges infected with RCAS-GDF10, the number of nuclear β-Catenin positive pulp cells also seems to increase (Fig. 3c). Therefore, beside BMP signalling, *GDF10* may potentially modulate the spatial activity of WNT signalling. But WNT signalling itself can function without upregulation of *GDF10*.

### *GREM1* specifies BGZ topology

Due to the high correlation between the *GREM1* expression pattern and the BGZ topology in different feather types we investigated whether there is a cause and effect relationship between the two. The antagonistic property of *GREM1* on BMP signalling also makes it a key candidate molecule for BGZ specification because a previous mathematical model depicting feather shaping highlighted a crucial role for BMP inhibition in the initiation of barb formation^18^.

To evaluate the functional role of *GREM1*, we injected RCAS viral vectors carrying *GREM1* (ref. 28) or control (GFP) into follicles of plucked primary remiges. Ten out of fifteen regenerated feathers showed altered degrees of asymmetry and mild decreases in the barb-rachis angle, while barb length barely changed (Fig. 4a,b). Sectioning the proximal follicle of feathers with phenotypic changes before maturation revealed expansion of the BGZ range compared with controls (Fig. 4a, Supplementary Fig. 9a). Furthermore, two out of three neonatal chicken remiges infected with RCAS-GREM1 developed not only a notably expanded BGZ, but also branched rachises (Fig. 4c). Hence *GREM1* promotes the feather epithelial progenitors to adopt the BGZ fate and antagonizes the rachis fate.

To confirm *GREM1* functions through antagonizing epithelial BMP signalling, we inserted GREM1 protein coated beads (1 mg ml^−1^) into the pulp next to the vane region in growing body plumes. Three out of four samples demonstrated a BGZ-like phenotype (Supplementary Fig. 9d) and decreased nuclear pSMAD1/5/8 positive cells in the adjacent epithelium (Fig. 4d). We also examined the distribution of nuclear p-Smad1/5/8 positive cells in normal body plumes. These cells are present in the rachis and vane epithelium, but not in the BGZ epithelium, which is adjacent to the *GREM1* positive zone (Supplementary Fig. 10a). Thus *GREM1* does antagonize BMP signalling in feather epithelium.

Because the BGZ region is usually thinner than other epithelial regions during feather growth, we speculate that *GREM1*'s impact on feather epithelium includes changing the cell proliferation rate. Through PCNA staining, we indeed observe decreased epithelial cell proliferation in *GREM1* mis-expressed feather follicles compared with controls (Supplementary Fig. 9b,c). Consistent with this, we observe fewer proliferating cells in BGZ epithelium compared with other epithelial regions in most of the feather forms we examined (Supplementary Fig. 10b). Breast plumes are an exception, potentially because their endogenous *GREM1* expression is very low, or because the BGZ is so narrow that parts of the vane region were included in the region of interest used to count the number of proliferating cells.

We also investigated the potential crosstalk between *GREM1* and WNT signalling. Inserting WNT3A protein (100 μg ml^−1^) soaked beads into the BGZ pulp of growing dorsal plumes downregulated *GREM1* expression (*n*=3, Supplementary Fig. 11a). Consistently, RCAS-β-Catenin infected neonatal remiges also demonstrate decreasing *GREM1* expression (Supplementary Fig. 11b). Thus WNT signalling plays an inhibitory role on *GREM1* expression.

### Anisotropic RA signalling modulates vane width and symmetry

The differential localization of RA related factors in asymmetric remiges implies a potential link between the RA gradient and vane asymmetry. When we mis-express a dominant negative form of chicken RARβ (to block wild-type RAR function^29^) in primary remiges we observe decreases in feather vane widths and significantly sharper barb-rachis angles. Meanwhile the barb length barely changes (Fig. 5a,b) (12/12). Interestingly, epithelial cells (especially those in BGZ regions) in growing remiges mis-expressing DNRARβ have a more elongated appearance (in the proximal–distal direction) than the controls (Fig. 5c,d). A similar situation is also seen in feather epithelial cells exposed to different endogenous RA levels. For example, dorsal plumes and lateral side primary remiges have upregulated *CYP26B1* in the pulp adjacent to epithelium. 

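CYP26B1 was higher on the lateral side in both batches of remige pulp, at 26.3 TPM against 8.39 TPM in batch I and 56.3 against 19.4 TPM in batch II. The 2 dorsal pulp libraries were at 219.8 and 225.5 TPM and the 2 breast pulp libraries at 90.0 and 78.8 TPM. The epithelium also contained CYP26B1 RNA, 47.9 ± 18.1 TPM (SD, n = 2) in lateral and 45.2 ± 11.4 TPM in medial remige epithelium. Plume epithelium had 29.9 ± 4.10 TPM in dorsal and 35.4 ± 1.49 TPM in breast libraries. These epithelial differences did not pass limma's test (log2 fold changes of 0.05 and -0.24, adjusted p = 1.00 and 0.181). Whole pulp was sequenced, so these values do not show where in the pulp the RNA lies.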

Their BGZ epithelial cells are more elongated than those in breast plumes and the medial side of primary remiges, which have upregulated *CRABP1* (Fig. 5c,d). 

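CRABP1 was higher in the wide-vane pulp in every batch: 1070 TPM against 622 TPM and 1110 against 506 TPM in remiges. In plumes the values were 921 against 73.7 TPM and 864 against 101 TPM. The epithelium held less CRABP1 (listed as CRABP-I), 84.1 ± 4.76 TPM (SD, n = 2) in lateral and 138 ± 6.12 TPM in medial epithelium, a log2 fold change of -0.71 (adjusted p = 0.740 from limma). In plume epithelium CRABP1 fell from 30.0 ± 2.46 TPM in the breast to 5.64 ± 1.04 TPM in dorsal plumes (-2.23 on the log2 scale, standard error 0.16, adjusted p = 1.17e-04).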

Through mathematical modelling, we identify two potential mechanisms through which cell shapes can affect the helical growth angle, which is a part of the barb-rachis angle. First, we found helical growth angle is an arctangent function of the feather elongation rate divided by the travelling speed of the activator for feather branching (Supplementary Fig. 12a). Since cell shape elongation increases the feather elongation rate, it would reduce the helical growth angle (Supplementary Fig. 12b). Second, elongated cell shape increases tissue tortuosity (Supplementary Fig. 12c,d), which can decrease the activator/inhibitor diffusivity if the diffusion occurs mainly through the epithelial cellular plane. The slower travelling wave-speed of the branching activator produces a sharper helical growth angle (Supplementary Fig. 12d). But altering the travelling wave-speed of the inhibitor barely has any effects (Supplementary Fig. 12e). These modelling results indicate that activator diffusivity and feather elongation rate, both of which are influenced by cell shape, can control helical growth angles.

Previously the *in situ* hybridization of RA related factors in different types of feathers implies an association between increased RA levels and decreased *GREM1* expression (Fig. 2c). Consistent with this, in body plumes with after-feathers, the decrease of *GREM1* at the original BGZ coincides with increased *RALDH3* and *CRABP1* (promoting RA signalling, Supplementary Fig. 8b). Meanwhile in primary remiges with emarginated notches, the reduction of *GREM1* expression (after the abrupt expansion of vane width) coincides with a decrease of *CYP26B1* (degrading RA) expression on the lateral side (Supplementary Fig. 13). Furthermore, the remiges infected with RCAS-DNRARβ have relatively wider *GREM1* positive zone while those infected with RCAS-GREM1 have not changed *CYP26B1* expression patterns (Fig. 5a, Supplementary Fig. 9a). Therefore, we hypothesize RA signalling works upstream to inhibit *GREM1* expression.

To evaluate this possibility, we insert RA soaked beads (1 mg ml^−1^) into the BGZ pulp of growing dorsal plumes that indeed decreases *GREM1* expression compared with the control (*n*=4, Fig. 6a). Next we isolated BGZ pulp cells from different types of feathers and treated them with different concentrations of RA or a RAR antagonist. qPCR revealed a RA dose-dependent decrease in *GREM1* expression and upregulation of *GREM1* upon RAR antagonist treatment (Fig. 6b, Supplementary Fig. 14). However, cells from breast plumes behave differently, potentially due to their low endogenous *GREM1* expression (Fig. 2c). A similar trend of expression changes was also observed for *GDF10* in cultured rachis pulp cells, but the fold change is less significant (Supplementary Fig. 14).

To further examine if RA acts on *GREM1* directly, we searched for RA response elements (RAREs) close to the *GREM1* genomic locus conserved in chicken, turkey and zebra finch (Supplementary Tables 5 and 6). Using a dual luciferase assay, we show that a direct repeat 1 (DR1) type of RARE in the *GREM1* promoter region repressed reporter transcription upon RA treatment (Fig. 6c,d), consistent with previous reports of DR1 RARE's inhibitory role on gene expression upon RA binding^30^. Meanwhile the positive control with trimeric DR5 RARE demonstrated significantly increased promoter activity upon RA treatment. Hence RA signalling can directly modulate *GREM1* expression.

### A multi-module regulatory model for feather diversification

The strength of the PB model proposed by Prum is in its adoption of the activator–inhibitor concept^18^. Here we integrate the new findings on *GDF10*, *GREM1*, RA and WNT signalling and established a multi-module regulatory feather (MRF) model (Fig. 7a) that provides a molecular basis for the diverse feather forms.

In this model, RA signalling is the lateral–medial regulatory module, which is mainly controlled by *CYP26B1* and *CRABP1*. The lateral–medial module then acts on the anterior–posterior regulatory module, which consists of *GDF10*, *GREM1* and WNT signalling. These two layers of regulatory modules then act together on BMP signalling, an inhibitor of barb branching^17^,^18^, leading to changes of the activator's spatial–temporal dynamics and feather branching patterns.

Mathematically, the MRF model consists of the original PB model by Prum^18^, plus 4 new reaction–diffusion equations for extracellular RA, WNT, GDF10 and GREM1. To model extracellular RA we incorporated a previous model^26^ which includes Crabp1 and Cyp26 (see ‘Methods': Model construction and simulations). We first simulate the MRF model with and without the lateral–medial regulatory module. The simulation indicates that the anterior–posterior module alone is able to produce rachis and BGZ at opposite sides of the feather cylinder. When a symmetric lateral–medial module is introduced, the feather vanes can enlarge or shrink based on the level of RA, which is modulated by *CYP26B1* and *CRABP1* (Fig. 7b). The MRF model can also simulate bilateral asymmetric feathers by establishing opposing gradients of *CYP26B1* and *CRABP1* in the lateral–medial direction. Through incrementally changing their expression in the opposite direction, which changes the slope of the RA gradient, a continuum of asymmetry levels could be produced (Fig. 7c). Such a continuum of asymmetry is commonly observed in a row of remiges along the alar tract on the bird wing (Fig. 2d, Supplementary Fig. 5)

## Discussion

Organ shaping is a fundamental issue in development and critical in tissue engineering. In many cases organ shapes are influenced by signals arising both within and outside the organ. We believe the diverse feather vane shapes in modern birds provide a great opportunity to decipher the principles of morphogenesis and understand how stem cells can alter their behaviours in response to different environmental information.

Here we established a multi-module regulatory model revealing that the feather mesenchyme provides micro-environmental signals to tune the self-organized branching programme of feather epithelial progenitors. First, branching of the feather epithelial cylinder requires interactions between activators and inhibitors. *BMP* signalling appears to be the major inhibitor^17^,^18^*. SHH*, *NOGGIN* and *SPRY4* have been considered as the candidate activators^17^,^18^,^31^. However, there has not been any evidence showing enforced expression of *SHH* can induce ectopic feather branching. *NOGGIN* and *SPRY4* could enhance feather branching but their spatial distribution does not fit the prediction from the PB model. Therefore, the molecular identity of the activator may remain to be revealed. Second, *GDF10* and *GREM1* acted on BMP signalling to tune the branching process, leading to the establishment of Rachis and BGZ topology, respectively. Third, a WNT gradient coordinated the position of the rachis and BGZ through interactions with *GDF10* and *GREM1*, which established the bilateral-symmetric vane configuration. Fourth, the anisotropic RA landscape, shaped by differential levels of *CYP26B1*, *RALDH3* and *CRABP1* over different body regions and time, introduced a new dimension of vane shape variations through crosstalk with *GREM1* to adjust the BGZ topology (and potentially *GDF10* to adjust rachis topology) and barb-rachis angles.

Differential RA signalling activities have been implicated as a key regulator of region-specific phenotypes. For example, *RALDH2*^*−/−*^ mouse embryos have been reported to show bilaterally asymmetric somitogenesis due to left–right desynchronization of segmentation clock oscillations^32^. Previous analyses of naked neck chickens revealed elevated RA in the neck potentiates BMP signalling, which inhibits feather formation^33^. Our findings here indicate *GREM1* as a potential candidate to explain the potentiation effect of RA on BMP signalling. During limb development, RA forms a gradient for proximal–distal limb patterning^25^, which is in the same direction as those in primary remiges. Therefore, it is possible that the limb RA gradient is somehow imprinted within the remige pulp cells and the steepness of the limb RA gradient is used to establish a continuum of asymmetry levels in remiges along the wing.

Beside the gradual changes of RA gradient, we also observed switch-like regulation of RA signalling in breast vs dorsal plumes. This may result in the differential expression of Homeobox genes or T-box genes, which are body axis organizers that can potentially regulate *GREM1* expression^34^,^35^,^36^. Additionally, RA signalling can be swiftly modulated during feather growth to give rise to abrupt vane shape changes like emarginated notches.

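Dorsal and breast plume pulp carried different sets of T-box and homeobox genes. TBX4, a T-box gene of the hindlimb field, was at 42.9 ± 1.64 TPM (SD, n = 2 libraries) in dorsal and 0.180 ± 0.0456 TPM in breast pulp (log2 fold change 5.22, standard error 0.15, adjusted p = 9.18e-07 from limma). Its paralog TBX5, of the forelimb field, was at 0.0304 ± 0.0430 and 6.15 ± 0.164 TPM (-2.79, adjusted p = 6.03e-06). EOMES rose from 3.85 ± 0.115 TPM in breast to 45.8 ± 1.98 TPM in dorsal pulp, and TBX20 from 1.23 ± 0.213 to 13.1 ± 0.401 TPM. The homeobox gene MSX1, listed as GHOX-7, rose from 6.63 ± 1.47 to 94.7 ± 5.77 TPM in dorsal pulp (3.66, adjusted p = 4.63e-06). HOXC10, HOXC9 and HOXB9, which pattern the posterior trunk, were at 174 ± 22.0, 12.0 ± 0.0651 and 12.2 ± 0.915 TPM in dorsal pulp. In breast pulp they were at 26.2 ± 2.33, 0.779 ± 0.198 and 0.0766 ± 0.108 TPM, and each rose in dorsal pulp (adjusted p = 8.23e-06, 2.00e-05 and 4.13e-06). HOXB4, a more anterior gene, was at 33.6 ± 2.98 TPM in dorsal and 133 ± 2.04 TPM in breast pulp and fell (-1.95, adjusted p = 0.0250). That call held in 9 of 18 alternatives, over which the adjusted p went up to 0.165. Of 22 HOX genes tested in plume pulp, 4 rose, 10 fell and 8 did not pass (4 and 14 when adjusted over the list alone), and of 11 T-box genes, 4 rose and 4 fell. In plume epithelium 3 HOX genes rose and 6 fell, among them HOXB5 from 33.5 ± 0.675 TPM in breast to 0.573 ± 0.420 TPM in dorsal plumes (adjusted p = 1.30e-05). There 3 of 11 T-box genes fell, among them TBX3 from 9.97 ± 1.21 to 1.04 ± 0.0410 TPM. In remiges no HOX or T-box gene passed in either tissue. In pulp the HOX genes had a median of -0.20 in lateral against medial (camera, adjusted p = 0.0155, and 0.202 with an estimated correlation). Chosen after their values were seen, the homeobox genes EN1 and ALX1 also separated the tracts. EN1 was at 22.8 ± 0.164 TPM in dorsal and 0.0912 ± 0.0405 TPM in breast pulp (adjusted p = 1.39e-06). ALX1 was listed at 0 in both dorsal pulp libraries and at 20.2 ± 1.92 TPM in breast pulp (adjusted p = 1.39e-06). The tracts come from different body regions, and the values do not show which of these genes, if any, acts on GREM1.

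**Figure D3:**
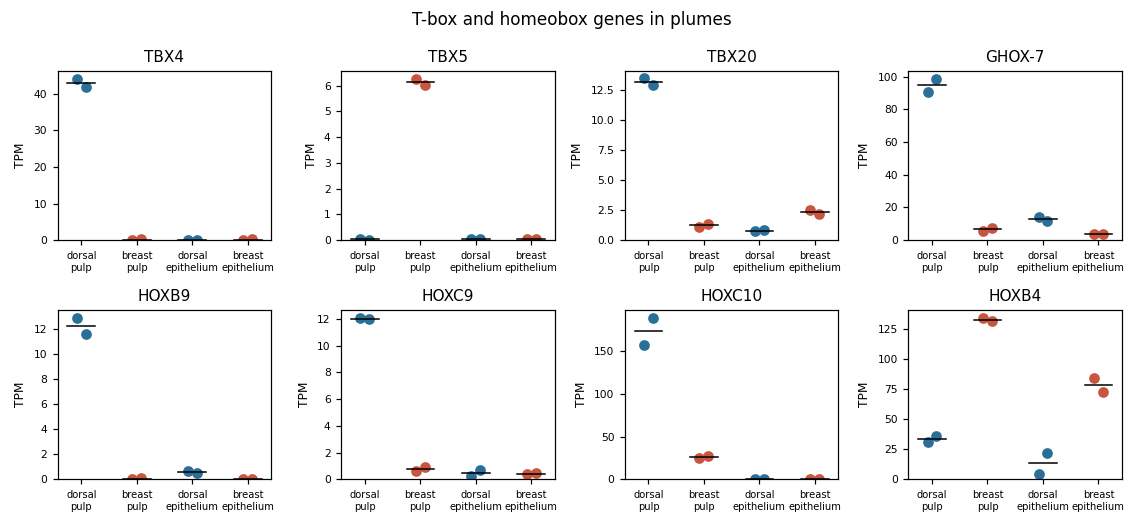
TPM of 8 T-box and homeobox genes in the 4 plume groups, with 1 point per library (2 per group), a bar at the group mean, dorsal in blue and breast in red. TBX4, TBX20, GHOX-7, HOXB9, HOXC9 and HOXC10 are higher in dorsal pulp and TBX5 and HOXB4 in breast pulp.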

Besides its effect on BGZ topology, RA signalling also modulates barb-rachis angles, which may further contribute to the diversification of vane shapes. A recent publication indicates the emergence of asymmetric remige vanes and the differential barb-rachis angles between vanes occurred at different times during evolution, and it is the differential barb length that determines vane asymmetry^37^. In Mesozoic birds such as *Archaeopteryx and Confuciusornis,* the narrower lateral vanes of primary remiges have shorter barbs but comparable barb-rachis angle to the wider medial vanes. In our work, we found the feather vane width and barb length are not always correlated in chicken feathers (Fig. 1c,e). Therefore, it is possible that the differential barb-rachis angles were evolved after the Mesozoic period.

Then how could RA signalling modulate barb-rachis angles at the molecular level? We observe different feather epithelial cell shapes in feather vanes having different RA levels. Lower RA is associated with a more elongated cell shape in the proximal–distal direction (Fig. 5c). Through mathematical modelling we demonstrate two potential mechanisms through which cell shapes could affect helical growth angles (Supplementary Fig. 12), and the helical growth angle is part of the barb-rachis angle. Interestingly, in RCAS-GREM1 infected feathers we observed narrower vanes with negligible changes of barb length (Fig. 4b), which could be explained by a compensation effect from sharper helical growth angles (Fig. 7d). Since RA inhibits *GREM1* expression, the sharper helical growth angle and elongated cell shapes in RCAS-DNRARb infected feathers may also due to elevated *GREM1* level. Consistent with this, when we compare chicken dorsal and breast plumes, the dorsal plumes have higher *GREM1* expression accompanied by sharper barb-rachis angles and helical growth angles (Fig. 1c, Supplementary Fig. 1e,f), as well as more elongated epithelial cell shapes (Fig. 5c). It is also worth noticing that the barb length is only slightly different between dorsal and breast plumes (Fig. 1c). These results are also consistent with a previous report that the barb length is affected by both the relative position of the BGZ to the rachis and the helical growth angles^23^. 

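In dorsal plume pulp, the BMP response gene ID1, an inhibitor of basic helix-loop-helix factors, was at 42.7 ± 5.67 TPM (SD, n = 2 libraries) against 98.7 ± 3.22 TPM in breast pulp. It fell (-1.20 on the log2 scale, adjusted p = 1.18e-04 from limma). Other BMP antagonists fell where FST rose. CHRDL1, a chordin-like protein, was at 1.02 ± 0.132 TPM in dorsal and 16.1 ± 2.74 TPM in breast pulp. The crossveinless family member BMPER was at 2.09 ± 0.0959 and 12.1 ± 0.440 TPM, and the follistatin-like gene FSTL3 at 8.15 ± 2.12 and 34.3 ± 4.70 TPM (adjusted p = 1.43e-05, 1.02e-04 and 1.01e-04). Of 17 BMP antagonists tested in plume pulp, 3 rose, 7 fell and 7 did not pass (4 and 8 when adjusted over the list alone). Of 9 BMP response genes, 1 rose, 5 fell and 3 did not pass (1 and 6 when adjusted over the list alone), with a median of -0.56 (camera, adjusted p = 0.108). The 1 that rose was MSX1, listed as GHOX-7, and its log2 fold change was larger in size than that of ID1. Of 37 keratinocyte markers, 3 rose and 9 fell in dorsal pulp, with a median of -0.37. Of 18 endothelial markers 1 rose and 9 fell there (median -0.69), and of 21 leukocyte markers 5 fell (median -0.41). Both lists had an adjusted p of 0.0485, but of 0.0529 and 0.0538 with the batch as a block and 0.893 with an estimated correlation. In dorsal epithelium BMP2 was at 28.7 ± 0.265 TPM against 59.8 ± 1.98 TPM in the breast and fell (adjusted p = 0.00115). So did BMP6, from 6.35 ± 0.302 to 1.69 ± 0.0964 TPM. SOSTDC1, a secreted antagonist of BMP and WNT ligands, rose there from 13.7 ± 0.117 to 29.2 ± 4.10 TPM (adjusted p = 0.00147). The antagonist gene NOG was at 4.10 ± 0.965 TPM in breast epithelium and listed at 0 in both dorsal epithelium libraries (adjusted p = 0.00111). In plume epithelium 2 of 10 ligands rose and 3 fell, 4 of 17 antagonists rose and 4 fell, and 1 of 9 response genes rose and 3 fell. In remige epithelium none of the 9 ligands, 14 antagonists and 10 response genes passed. The response genes had a median of -0.31 (camera, adjusted p = 0.00338, and 0.262 with an estimated correlation).

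**Figure D4:**
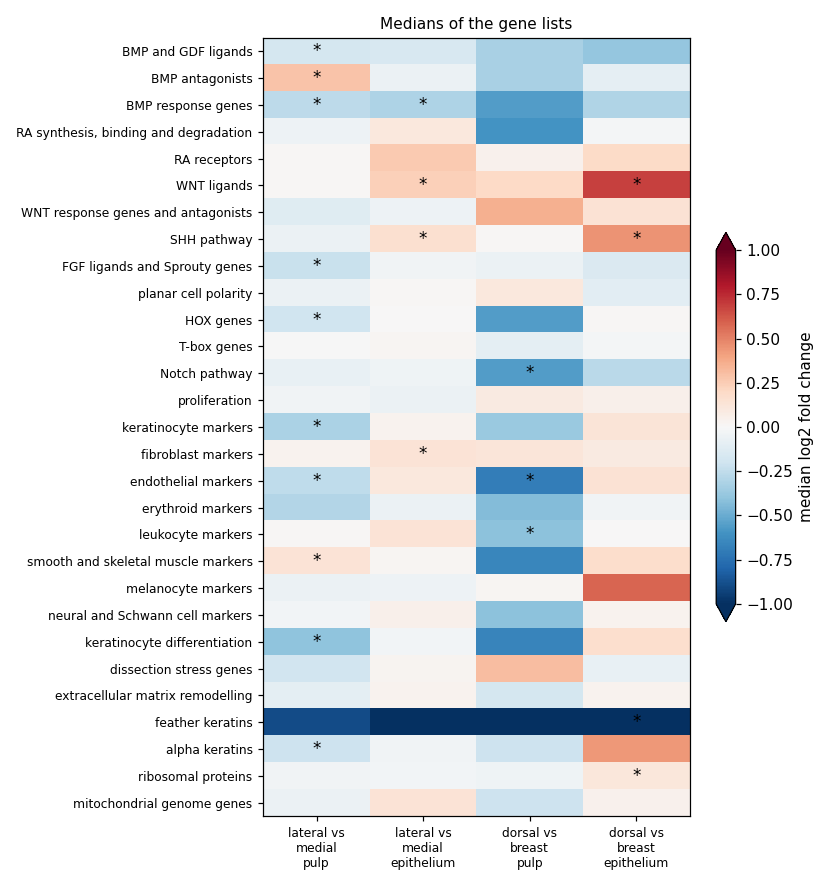
Median log2 fold change of each of 29 gene lists (vertical axis) in 4 comparisons (horizontal axis), narrow-vane against wide-vane, as a colour scale capped at -1 and 1, with a star where camera with its preset correlation gave an adjusted p under 0.05. The BMP antagonists have a positive median in lateral pulp (0.28) and the BMP response genes a negative one (-0.26), and no star remains with an estimated correlation.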

In other systems, RA signalling also has been shown to influence cell shape/polarity^38^,^39^. Cell shape polarization is usually related to planar cell polarity (PCP) signalling^40^,^41^. Meanwhile the non-canonical WNT/PCP pathway has also been implicated in establishing body bilateral asymmetry by regulating the distribution and movement of cilia^42^. 

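In lateral and medial remige pulp, the polarity receptor gene PTK7 was at 147 ± 53.6 and 133 ± 35.6 TPM (SD, n = 2 libraries). The ligand gene WNT5A was at 186 ± 16.2 and 168 ± 10.8 TPM. Of 24 genes of planar cell polarity (PCP) tested, limma called none changed between lateral and medial remiges in pulp or in epithelium. None passed when adjusted over the list alone or with the batch as a block. Their median log2 fold changes were -0.06 in pulp and 0.01 in epithelium (camera, adjusted p = 0.952 and 0.821). In plumes single PCP genes did change. In dorsal pulp the formin gene DAAM1 rose from 17.7 ± 1.29 to 50.7 ± 2.98 TPM (1.47, adjusted p = 6.03e-05). INTU, a planar polarity effector of cilia, rose from 14.0 ± 0.198 to 40.4 ± 0.158 TPM, and WNT11, a noncanonical WNT ligand, from 128 ± 17.1 to 816 ± 87.6 TPM. The cadherin gene CELSR3 fell from 7.78 ± 0.0307 to 3.46 ± 0.0671 TPM. In all 6 of the 24 rose and 1 fell in dorsal pulp (6 and 3 when adjusted over the list alone). In dorsal epithelium WDPCP rose from 2.02 ± 0.146 to 8.69 ± 1.66 TPM. ANKRD6, a relative of fly diego, fell from 43.8 ± 1.99 to 15.0 ± 1.87 TPM, and PRICKLE1 from 54.8 ± 0.799 to 33.4 ± 2.13 TPM (adjusted p = 5.02e-04 for WDPCP, 5.10e-04 for ANKRD6 and 0.00425 for PRICKLE1). There 2 of the 24 rose and 5 fell, with the same numbers when adjusted over the list alone. Over all genes, 3735 of 13246 were called in plume pulp, a share close to that of the PCP genes. In plume epithelium 2337 of 13246 were called. The list as a whole gave no call in plumes, with medians of 0.10 in pulp and -0.10 in epithelium (camera, adjusted p = 0.187 and 0.394). No PCP gene passed the screen with a ratio above 1.8 in both feather types.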

Key PCP pathway members were not highlighted by our RNA-seq analysis. However, PCP proteins endow cell polarity through their asymmetric localization within cells, which would not be detected by transcriptome analysis.

Besides the barb-rachis angle and the topology of the BGZ, there are other parameters that can modulate feather vane width such as the epithelial cylinder circumference during feather growth. We believe that the gradual change of the circumference does contribute to the production of the smoothly arced contour of feathers. However, the keratinized follicle and feather sheath and the tension from extra-follicular musculature may limit its contribution to abrupt vane width changes such as the formation of emarginated notch.

In summary, our study here reveals a multi-module regulatory network in feather mesenchyme that facilitates the diversification of feather vane shapes through regulating the branching morphogenesis of feather epithelial progenitors. Such interactions between organ stem cells and their microenvironment are also observed in the development and regeneration of other organs^43^. It would be intriguing to investigate how these microenvironment signals crosstalk with systematic signals, such as differential hormone levels in different genders, seasons and physiological developmental stages.

## Methods

### Animals

Animal care and experiments were conducted according to the guidelines established by the USC Institutional Animal Care and Use Committee. Pathogen free Charles River (Connecticut, USA) white leghorn chickens were used for virus injection and feather follicle collection.

### Measurements of feather anatomic parameters

For normal remiges and body plumes, the measurements of barb-rachis angle, barb length and vane width were done in the vane area 3 cm and 2 cm below the distal tip, respectively. For RCAS virus injected adult chicken remiges, the measurements were done 1–2 cm below the tip. To collect growing feathers proximal and distal to the emargination notch, we carefully measured the distance of the notch to the feather tip for primary remige VI–VIII for each chicken and collect the regenerating feather at least 1 cm shorter than that distance. The sample proximal to the notch is the regenerating feather ≥1 cm longer than the distance.

### RNA-seq and ChIP-seq sample preparation and analysis

For RNA-seq we cut the proximal follicles of three primary remiges from Spafas white leghorn chickens into the lateral and medial halves and separated the epithelium from the mesenchyme in 2xCMF solution. For dorsal plumes and breast plumes, 25 proximal follicles were used, respectively. Total RNA was extracted using Trizol reagent. A total of 4 μg RNA was used for library construction by TruSeq RNA Sample Prep Kit Version2 (Illumina). Two biological replicates were sent for sequencing (50 bp, single end) with Illumina HiSeq 2000 in the USC Epigenome Center. FastQ files were trimmed and mapped to the chicken genome (galGal4) using Partek Flow. Further analysis was done in Partek Genomic Suite. For ChIP-seq, 15 primary remige follicles were collected and processed similar to those used for RNA-seq. The mesenchymal cells were dissociated by 0.35% Collagenase digestion before formaldehyde cross-linking. The ChIP experiments were performed as described previously^44^, including the formaldehyde cross-linking of cells for 14 min at room temperature followed by sonication for 20 min (30 s on/off cycle). Immunoprecipitation with H3K4me3 antibodies were performed at 4 °C overnight. After cross-link reversal, DNA from two biological replicates were sent for library preparation and sequencing by the USC Epigenome Center. Reads were trimmed and aligned to galGal4 in Partek Flow. Peak calling was done with MACS. Results were viewed in the Integrative Genomics Viewer.

### Whole-Mount and section RNA *in situ* hybridization

Whole-Mount *in situ* hybridization was performed as in Jiang *et al*.^45^. Briefly, samples were fixed in 4% paraformaldehyde for 2 days, followed by PBS washing, dehydration, and rehydration. Hybridization with digoxigenin labelled probes took place in a 65 °C water bath overnight. The samples were washed and incubated with anti-digoxigenen-AP antibodies at 4 °C overnight. Colour development was implemented with Promega NBT/BCIP substrate. Proximal feather follicles were cut open at the rachis side and the mesenchyme was removed in 2xCMF solution to expose the inner side of the epithelial cylinder. Samples were kept flat during probe hybridization in chambers with narrow gaps. Section *in situ* hybridization was done as described^46^. Samples were fixed and washed following Whole-Mount protocols. After dehydration, the tissue was then embedded in paraffin and sectioned at 8 μm. Sections were rehydrated, acetylated before hybridization with digoxigenen labelled probes overnight at 65 °C. Antibody incubation and colour development followed Whole-Mount protocols. The *SHH* and *KRT75* probe have already been described^22^,^47^. Primers for probe cloning are listed as follows: c-*RALDH3*: gcccatcaaggtgtgttctt and tgccaaagcatattcaccaa; c-*CRABP1* sense: acctggaagatgaggagcag and ggtcacatacaacaccgcatt; c-*CYP26B1*: cctgatagagagcggcaaag and gttggaatccagtccgaaga; c-*EYA2*: cattcccggcctaactgtgt and agcatgtaactgcagggtcc; c-*FGF10*: aatggtgcctcagcctttt and ccattggaagaaagtgagctg; *c-FST*: aggaggacgtcaacgacaac and atcgacctctgccaacctta; c-*GDF10*: tcccatactgaggctcaacc and tgttttcgccttgctttctt; c-*GREM1*: cgacagcagaagggagaaag and gcacttctcggcttagtcca; c-*KRT75*: atgtctcgccagtccaccg and ttagctcctgtaacttctcc; c-*RARα*: acggagtgctcggagagtta and tgcagtttgtccaccttgtc; c-*RARβ*: acttgttccaagccctcctt and tgcatctgagttcggttcag; *c-SHH*: ggaattcccag(ca)gitg(ct)aa(ag)ga(ag)(ca)(ag)i(gct)tia and tcattiatggaccca(ga)tc(ga)aaiccigc(tc)tc; zebra finch-*GDF10*: cgagctggagagctcattct and gacaatcttgggcattggaaa; zebra finch-*GREM1*: catcggtgccttgtttcttc and gacaccggcactccttaactc; zebra finch-*SHH*: tctcctctgggctgacttgt and cgccactgagttttctgctt; *In situ* hybridization in quail samples used chicken probes.

### RT-qPCR of cultured pulp cell RNAs

The pulp from the most proximal part (5 mm) of growing feathers was separated from epithelium by brief 2xCMF treatment, then either directly processed for RNA extraction or dissociated in 0.35% Type I Collagenase for culture. The cultured (48 h) pulp cells were with different drug treatments: RA (Sigma R2625), RAR antagonist (ER 50891 Tocris 3823). RNA was isolated with the Qiagen RNeasy Mini Kit and the concentration was measured with the NanoDrop 2000 spectrophotometer. Reverse transcription was done with Superscript III (Life Technologies). qPCR primers: *ACTB*: gctatgaactccctgatggtc and ggactccatacccaagaaaga; *CRABP1*: ccacggaaatcaacttcaaaa and ttgttttcattctcccaggtg; *CYP26B1*: tgcccctgtctttaaggatg and aggggaggtagtggaacctg; *GREM1*: tcttctgacgggatttctgc and aatcattgggctgatccttg. *GDF10*: tgtgctgagcttgattctgg and ttgcaaggtcattggcataa; Maxima SYBR Green/ROX qPCR Mix was from Thermo Scientific. The Ct values were measured by Agilent Mx3000P qPCR system. The relative quantification was done by pyQPCR v0.9 software. Each condition has at least two biological replicates and three technical replicates.

### Rapid amplification of 5′ cDNA ends and cloning

Rapid amplification of 5′ cDNA ends was done using the GeneRacer core kit and Superscript III RT module following the manual (Invitrogen). Overall, 2 μg primary remige pulp RNA was used as the starting material. The gene specific primer for *GDF10* is cggcaggcacaagtttcaactgacat. The PCR product was amplified using the GeneRacer 5′ Nested Primer and the gene specific primer was ligated with pDrive vector. We transformed DH5α cells with the ligation mixture and used blue/white screening for colonies with insert for sequencing.

### Identifying candidate RARE and Dual luciferase assay

Search of RARE close to the *GREM1* genomic locus was done in the Genomatix Software Suite. The two candidate DR1 type RA-response elements were cloned into pGL3-SV40 Promoter Vector (no enhancer). pRL-SV40 Vector (with enhancer) serves as the internal control. Both vectors are from P. C. Tang at National Chung Hsing University. pGL3-RARE-luciferase (Addgene #13458) was used as the positive control. Primary remige BGZ pulp cells were co-transfected with the pGL and pRL vectors for 6 h using Lipofectamine 2000 (Life Technologies) and then switched to media containing DMSO or RA for another 1.5 days. The cells were then processed with the Promega Dual-Luciferase Reporter Assay System and the luciferase intensity was read by Perkin Elmer EnVision Multilabel Plate Reader at the USC Translational Research Laboratory.

### Immunohistochemistry and immunofluorescence

*Antibodies*. pSMAD1/5/8 (Millipore, AB3848); β-Catenin (Sigma, C-2206); Phalloidin-FITC (Sigma,P-5282); CRABP1 (Abcam, ab2816); PCNA (DAKO, clone PC10); CldU (Abcam, ab6326). Immunostaining follows our published method^45^. All samples are fixed in paraformaldehyde for 2 days at 4 °C and washed. For phalloidin staining, samples were pre-blocked and incubated with Phalloidin-FITC for 1 h at room temperature. For Whole-Mount immunostaining, samples were dehydrated, rehydrated, pre-blocked and incubated with the primary antibody at 4 °C overnight. They were then incubated with a secondary antibody conjugated to Alexa Fluor 488 (green) or Alexa Fluor 594 (red) labelled for 6 h. For section immunostaining, antigen retrieval was carried out through citrate buffer in a 95 °C water bath. Primary antibody incubation is at 4 °C overnight and secondary antibody incubation is at room temperature for 3 h.

### CldU labelling and quantification

To show transient amplifying cells, chickens were injected with the BrdU homologue, CldU (Sigma) at 5 mg kg^−1^. Feathers were collected 2 h later. To quantify the CldU positive cell ratio, six circles (100 μm diameter) were drawn on the confocal image in different regions. CldU positive and DAPI stained nuclei within the circles were quantified using ImageJ.

### Virus injection and bead implantation

RCAS-GREM1 is a gift of J.-C. Belmonte, Salk Institute. The primers for cloning GDF10 isoforms are: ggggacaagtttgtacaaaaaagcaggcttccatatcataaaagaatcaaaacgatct and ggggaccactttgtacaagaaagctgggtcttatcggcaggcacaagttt. The primers for cloning RCAS-DNRARβ are: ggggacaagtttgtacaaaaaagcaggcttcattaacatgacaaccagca and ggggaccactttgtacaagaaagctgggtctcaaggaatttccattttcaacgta. The PCR products were cloned into RCAS using BP-LR reaction (Life Technologies). RCAS virus was produced by transfecting DF-1 cells with the corresponding plasmids. Supernatant was collected, ultra-centrifuged and injected as described^17^. For bead implantation, heparin bead soaked in PBS or recombinant human Gremlin protein (R&D Systems 5190-GR) for 1 h at room temperature were inserted into the peripheral pulp of growing phase contour feathers around the ramogenic zone level. The feathers were collected 24–48 h later. To achieve localized WNT signalling activation, Affi-Gel Blue beads soaked Mouse WNT3A (100 μg ml^−1^, PeproTech 315-20) were used. For delivery RA, Bio-Rad AG1X8 beads were soaked in 1 mg ml^−1^ retinoic acid (RA) for 20 min in dark.

### Confocal microscopy and image processing

A Zeiss LS510 confocal microscope was used to image the fluorescently labelled specimens. Background correction, *z*-stack compaction, image stitching and cell counting were done in Fiji ImageJ^48^,^49^.

### Statistical analysis

Two independent sample *T*-tests were done with Matlab.

### Model construction and simulations

All the simulation codes for solving the Partial Differential Equations along with analysis of tortuosity and estimation of the barb-rachis angle are developed using Matlab.

### Periodic-branching model

The PB model is based on a previous activator–inhibitor model^18^, where a diffusible self-regulating activator *A*, activates a diffusible inhibitor *B* and a non-diffusible inhibitor *C*. Both inhibitors *B* and *C* downregulate activator *A*. The GREM1 and GDF10 steady state profiles formed in the MRF model are incorporated in the PB model through inhibiting *B* downregulation of *A*, and upregulating basal production of *B*, respectively.

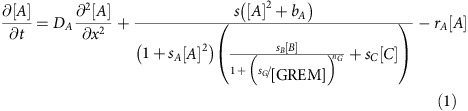

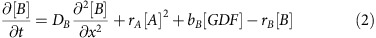

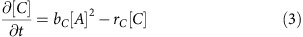

The concentration of activator *A* is represented by [*A*], inhibitors *B* and *C* by [*B*] and [*C*], Grem1 by [*GREM*] and GDF10 by [*GDF*]. Here, *D*_*A*_ and *D*_*B*_ are the diffusion coefficients of *A* and *B*, *r*_*A*_, *r*_*B*_ and *r*_*C*_ are decay rates of *A*, *B* and *C*. Parameter *s* modulates the maximum autocatalytic reaction of *A*, *s*_*A*_, *s*_*B*_, *s*_*C*_ and *s*_*G*_ are saturation coefficients, *b*_*A*_ and *b*_*B*_ are the basal production of *A* and *B*, while *b*_*C*_ modulates the maximum production of *C*. *n*_*G*_ is a Hill coefficient. Simulation parameters are listed in Supplementary Table 7.

### Prediction of helical growth angles and estimation of feather tortuosity

 

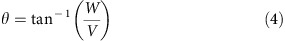

Predicted helical growth angle, *θ*, is equal to the inverse tangent of the propagating wave speed of the activator, *W*, divided by the feather elongation rate, *V*. Wave speed was estimated by calculating the product of the mean wavelength and frequency of the travelling activator waves. Wave speed can be thought of as the horizontal component of barb growth as shown in Supplementary Fig. 12a.

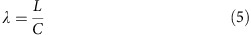

The tortuosity of the tissue, *λ*, is calculated as the length of the shortest path between two points, *L*, divided by the length of the chord connecting those two points, *C*. Supplementary Fig. 12c shows examples of calculating the path length between two points in a tissue. Mean tortuosity calculated for different feathers are shown in Supplementary Table 8.

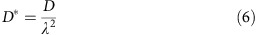

The apparent diffusivity coefficient, D*, of a molecule in a medium is equal to its free diffusivity, *D*, divided by the square of the tortuosity of the medium. Supplementary Table 8 shows the effect of tortuosity on diffusion coefficients in different feather tissues. A more tortuous medium leads to a lower apparent diffusion of a molecule.

### Multi-module regulatory feather model

In the MRF model the concentration of extracellular diffusible RA is represented by [*RA*_*o*_], diffusible WNT by [*WNT*], diffusible GDF10 by [*GDF*] and diffusible GREM1 by [*GREM*]. The concentrations of non-diffusible molecules are similarly represented, intracellular RA by [*RA*_*i*_], CRABP1 by [*BP*], CYP26B1 by [*CYP*] and RA receptors by [*R*]. [*RA*_*i*_] bound with [*R*] forms the complex [*RAR*], which we use as a RA signal, and [*RA*_i_] bound with [*BP*] forms the complex [*RABP*]. The interactions between *RA*_*o*_, *RA*_*i*_, *BP*, *CYP* and *R* are based on a previous model^26^, with the *WNT*, *GDF* and *GREM* interactions added based on our experimental result (parameters are listed in Supplementary Table 9).

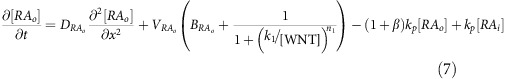

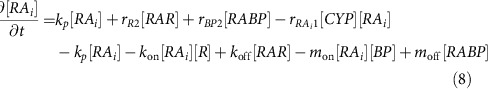

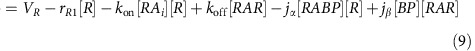

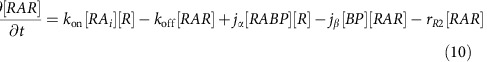

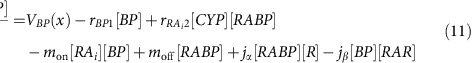

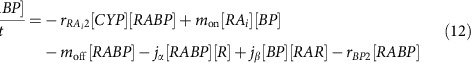

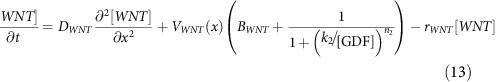

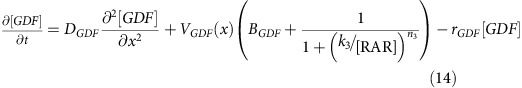

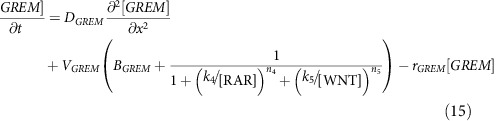

Here, *V*_*i*_, *B*_*i*_, *D*_*i*_ and *r*_*i*_ are the maximum production rates, basal production rates, diffusion coefficients and the decay rates of molecule type *i (=RA*_*o*_, *RA*_*i*,_ *R, RAR, BP, RABP, WNT*, *GDF, GREM),* respectively. In some cases, a molecule can decay when it is both unbound and bound in a complex. Therefore, two decay rates are given: *r*_*BP*1_ and *r*_*BP*2_ for CRABP1 unbound and bound to RA, *r*_*R*1_ and *r*_*R*2_ for the RA receptor unbound and bound to RA, and *r*_*RAi*1_ and *r*_*RAi*2_ for *RA*_*i*_ unbound and bound to CRABP1. *k*_on_, *k*_off_, *m*_on_ and *m*_off_, are on and off rates for complexes *RAR* and *RABP*. The rate at which RA in complex [*RAR*] unbinds and binds with CRABP1 to form [*RABP*] is *j*_*α*_, while the rate at which RA in complex [*RABP*] unbinds and binds to RA receptors to form [*RAR*] is *j*_*β*_. Diffusible extracellular RA is modelled as entering the cell at rate *k*_*p*_, and *β* is the proportion of RA lost from the system in this transition. Regulation of activation and inhibition between molecular species are regulated by Hill functions, where *k*_1_, *k*_2_, *k*_3_, *k*_4_ and *k*_5_ are dissociation constants and *n*_1_, *n*_2_, *n*_3_, *n*_4_ and *n*_5_ are Hill coefficients. Some maximum production rates, as well as the concentration of CYP26B1 are spatially dependent and are defined as follows:

Where *x*[0, 1)

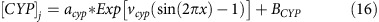

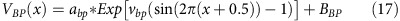

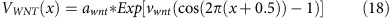

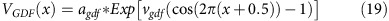

Here, *a*_*i*_ is a scaling coefficient and *v*_*i*_ defines the slope of the gradient formed.

We solved the system of partial differential equations using a second order finite difference scheme in space. For the temporal discretization, the MRF model uses a fourth order Runge–Kutta time integration method while the PB model uses a first order Euler method. The MRF model is run to steady state. Different spatial resolutions have been used to test the code for the order of accuracy of the numerical method, including *N*=200, 400 and 800, where *N* is the number of points for spatial discretization. Similarly, the temporal order of accuracy of the approximation has also been tested and studied.

### Data availability

The RNA-seq and ChIP-seq data that support the findings of this study have been deposited in NCBI GEO database with the accession number GSE86415.

## Additional information

**How to cite this article:** Li, A. *et al*. Diverse feather shape evolution enabled by coupling anisotropic signalling modules with self-organizing branching programme. *Nat. Commun.* **8,** 14139 doi: 10.1038/ncomms14139 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

Supplementary Movie 1 Simulation of body plume development and maturation process. The dynamics of branching activators are shown underneath the simulation.

## Figures and Tables

**Figure 1:**
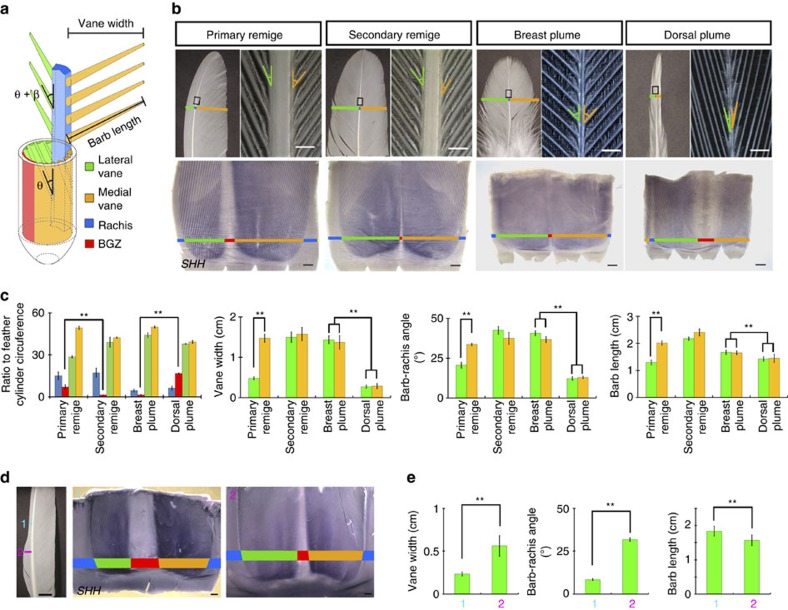
Feather vane shapes vary with differential BGZ topology and barb-rachis angles. (**a**) Schematic drawing of feather before and after maturation. The barb-rachis angle is a combination of the helical growth angle (θ) during branching morphogenesis and the expansion angle (β) after maturation. (**b**) Comparing morphologies of two types of chicken remiges with different asymmetry levels and two types of body plumes with different vane widths before and after maturation. Feather epithelial cylinder (before maturation) was cut open at the rachis side and *SHH in situ* hybridization was used to highlight vanes. Boxes indicate the regions magnified on the right. Vane widths and barb-rachis angles are highlighted by bars and angle symbols, respectively. Scale bars, 500 μm. (**c**) Quantification of the ratio of different feather epithelial regions before maturation (*n*=4); vane widths, barb-rachis angles and barb lengths after maturation (*n*=30). Error bars denote s.d. **P<0.01. (**d**) Emarginated primary remiges demonstrate abrupt change of vane width. Feathers growing to a point ∼1 cm distal to the emarginated notch position were collected and compared with those ∼1 cm proximal to the notch. A significant shrinkage of the BGZ was observed in those proximal to the notch. Scale bars, 500 μm. (**e**) Comparisons of vane widths (*n*=10), barb-rachis angles (*n*=16) and barb lengths (*n*=16) at positions ∼1 cm distal and proximal to the notch in mature feathers. Error bars denote s.d. **P<0.01.

**Figure 2:**
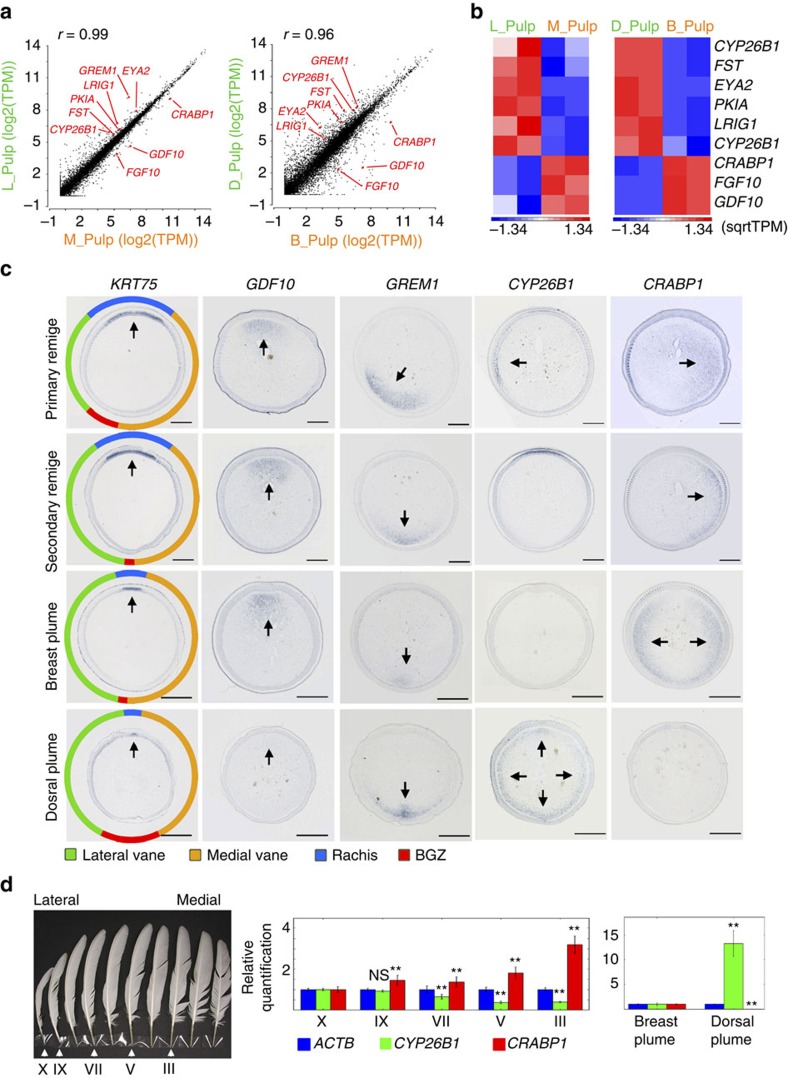
Identifying key molecular regulators of feather vane shapes. (**a**) Scatter plots depicting the transcriptomic comparisons between lateral and medial primary remige pulp, dorsal and breast plume pulp, respectively. Among the differentially expressed genes we picked out crucial signalling molecules (red) for further characterization. The linear correlation coefficient (*r*) is very close to 1, indicating highly similar transcriptome profile between samples. (**b**) The highlighted genes are clustered in two groups, one associated with narrower vanes and the other associated with wider vanes (L and M are the lateral side and medial side of primary remige; D, dorsal plume; B, breast plume, respectively. Two biological replicates are shown). (**c**) Candidate genes highlighted by RNA-seq analysis demonstrated differential localization in the pulp of growing feathers with different vane shapes (arrows). *KRT75* is highly expressed in the rachis epithelium and hence was used as a marker for position alignment between samples. Scale bars, 500 μm. (**d**) qPCR for *CYP26B1* and *CRABP1* in the pulp of primary remiges along the wing (lateral-to-medial: X, IX, VII, V, III, *n*=3 for each position) demonstrates gradually decreased *CYP26B1* expression and increased *CRABP1* expression. While dorsal plumes have more strikingly elevated *CYP26B1* and downregulated *CRABP1* expression compared with the breast plumes (*n*=3). Error bars denote s.d. **P<0.01, NS, not significant.

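The study's screen kept EYA2, PKIA, LRIG1 and FGF10 for a ratio in the same direction in remige and plume pulp of these libraries, so the shared direction follows from that choice. EYA2, a transcriptional coactivator and phosphatase, was at 223.5 ± 9.38 TPM (SD, n = 2 libraries) in lateral and 117 ± 0.617 TPM in medial pulp. In plumes it was at 74.5 ± 4.70 TPM in dorsal and 8.10 ± 0.104 TPM in breast pulp. It rose in dorsal pulp by 3.05 on the log2 scale (standard error 0.15, adjusted p = 5.19e-06 from limma). The log2 fold change of 0.92 in lateral pulp passed only with the batch as a block (adjusted p = 0.197 without and 0.0371 with the block). PKIA, an inhibitor of protein kinase A, rose from 38.4 ± 5.31 to 112 ± 10.2 TPM in dorsal pulp (adjusted p = 1.24e-04). It was at 72.0 ± 4.93 and 38.7 ± 2.04 TPM in lateral and medial pulp (adjusted p = 0.395). LRIG1, which restrains growth factor receptors, rose from 12.4 ± 1.20 to 32.0 ± 2.39 TPM in dorsal pulp (adjusted p = 2.74e-04). In remiges it was at 87.6 ± 18.8 and 38.0 ± 4.14 TPM in lateral and medial pulp (adjusted p = 0.388). FGF10, a growth factor made by mesenchyme, fell from 30.7 ± 2.48 to 3.50 ± 0.307 TPM in dorsal pulp (-2.82, adjusted p = 2.25e-05). Its remige values were 16.0 ± 4.19 and 37.7 ± 6.72 TPM in lateral and medial pulp (-1.19, adjusted p = 0.312).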

**Figure 3:**
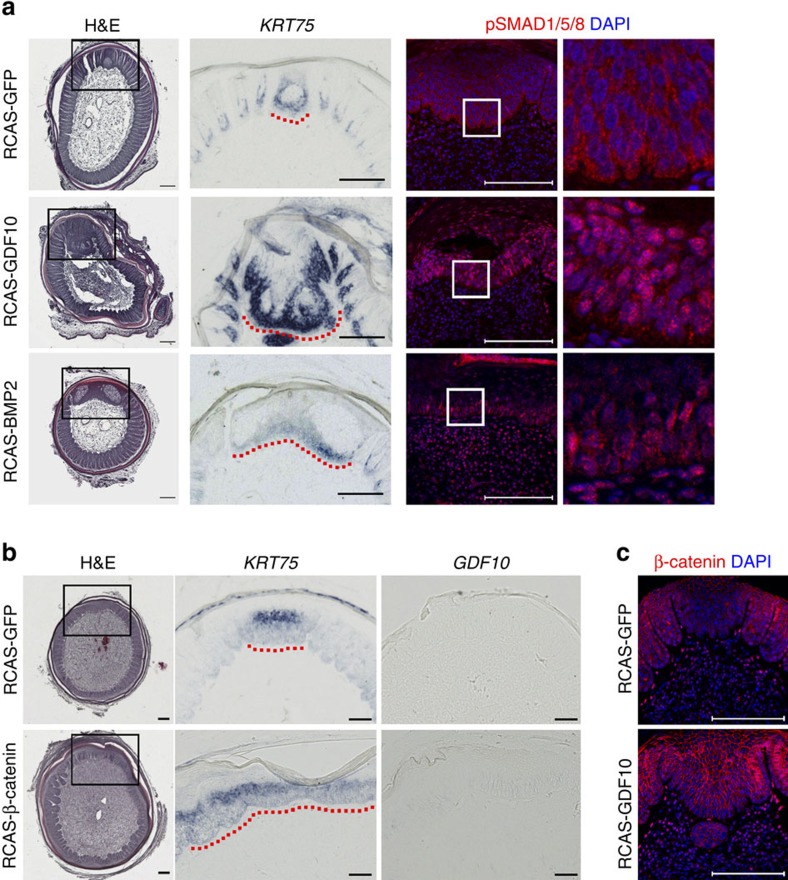
*GDF10* is a crucial modulator of rachis topology. (**a**) Compared with the RCAS-GFP (control) infected neonatal primary remiges, *GDF10* and *BMP2* mis-expressing feathers developed enlarged rachises as shown by Hematoxylin & Eosin (H&E) staining and *KRT75 in situ* hybridization. Nuclear pSMAD1/5/8 positive cells also increased in the rachis region. Dotted red lines highlight the rachis. Scale bar, 100 μm. (**b**) RCAS-β-Catenin infected neonatal remiges developed expanded rachis without notable upregulation of *GDF10* expression. Dotted red lines highlight the rachis. (**c**) RCAS-GDF10 infection increased nuclear β-Catenin positive cells in the pulp adjacent to the rachis. Scale bar, 100 μm.

**Figure 4:**
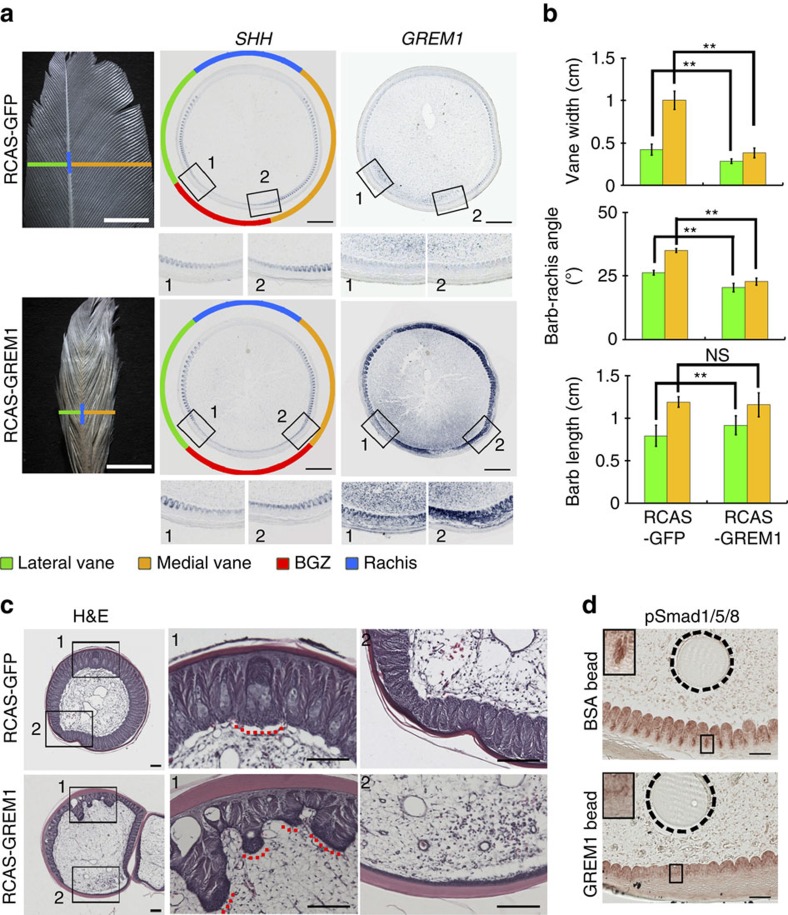
*GREM1* is a key regulator of BGZ topology. (**a**) Compared with the controls, *GREM1* mis-expressed adult chicken primary remiges have reduced vane width and increased BGZ width. Boxes indicate the vane boundaries between BGZ and vanes magnified below. Scale bars: 5 mm for the leftmost panel, 500 μm for the right two panels. (**b**) Comparing vane widths (*n*=4), barb-rachis angles and barb lengths (*n*=10) in control and *GREM1* mis-expressed feathers. Error bars denote s.d. **P<0.01, *P<0.05, NS, not significant. (**c**) RCAS-GREM1 infected neonatal remiges not only had an expanded BGZ but also a branched rachis. Boxed regions are magnified on the right. Dotted red lines highlight the rachis. Scale bar, 100 μm. (**d**) GREM1 soaked beads reduced nuclear pSMAD1/5/8 staining in the neighbouring epithelial cells. Boxed regions are magnified on the top-left corner. Dashed lines highlight the beads. Scale bar, 100 μm.

**Figure 5:**
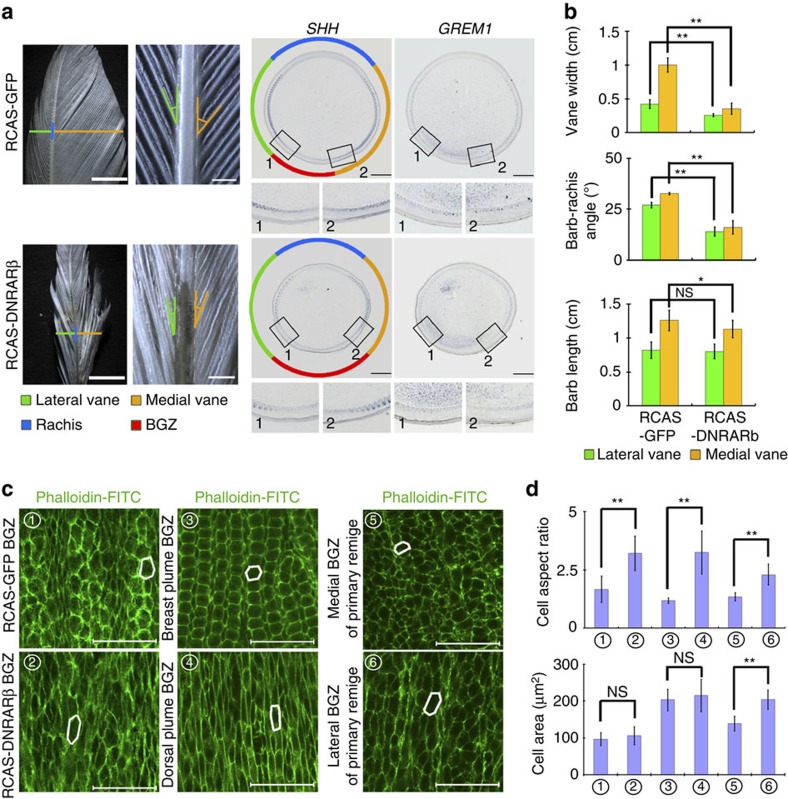
RA signalling modulates vane morphology and epithelial cell shapes. (**a**) Compared with the controls, RCAS-DNRARβ infected adult chicken primary remiges have significantly reduced vane width and barb-rachis angles, while BGZ width is increased. Boxes highlight vane boundaries. Scale bars: leftmost panel: 5 mm, right three panels: 500 μm. (**b**) Quantification of feather vane widths (*n*=4), barb-rachis angles and barb lengths (*n*=10) in control and DNRARβ infected remiges. Error bars denote s.d. **P<0.01, *P<0.05, NS, not significant. (**c**) BGZ epithelial cells have more elongated shape at epithelial regions exposed to lower RA levels. Phalloidin labels F-Actin that is mainly localized along epithelial cell boundaries. Scale bar, 50 μm. White lines highlight cell shape differences. (**d**) Quantification of cell aspect ratio and cell area in BGZ epithelial cells (*n*=30). Error bars denote s.d. **P<0.01, *P<0.05, NS, not significant.

**Figure 6:**
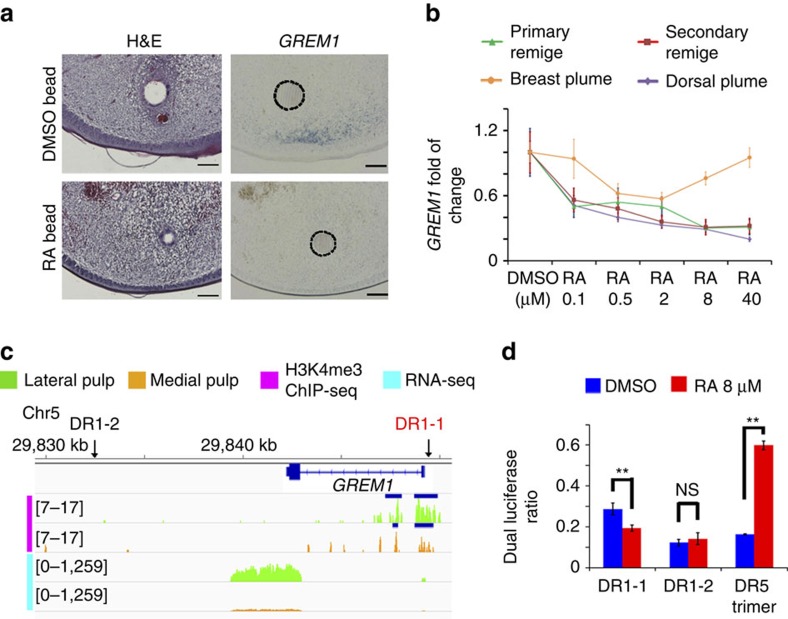
RA signalling can directly inhibit *GREM1* expression. (**a**) Insertion of AG1x8 beads soaked in 1 mg ml^−1^ RA into dorsal plumes' BGZ pulp significantly decreased *GREM1* expression compared with the DMSO treated controls. Dashed lines highlight the bead. Scale bar, 100 μm. (**b**) qPCR for *GREM1* in pulp cells from four types of feathers treated with different doses of RA (*n*=3). Error bars denote s.d. (**c**) Two conserved (chicken, turkey, zebra finch) DR1 type RAREs were identified close to the *GREM1* genomic locus. DR1-1 (highlighted in red) is in the active promoter region (H3K4me3 peak). The peak regions called by MACS are highlighted by blue bars. (**d**) DR1-1 downregulated its downstream gene expression upon RA treatment while a DR5 trimer had the opposite effect in dual luciferase assays (*n*=4). Error bars denote s.d. **P<0.01, NS, not significant.

**Figure 7:**
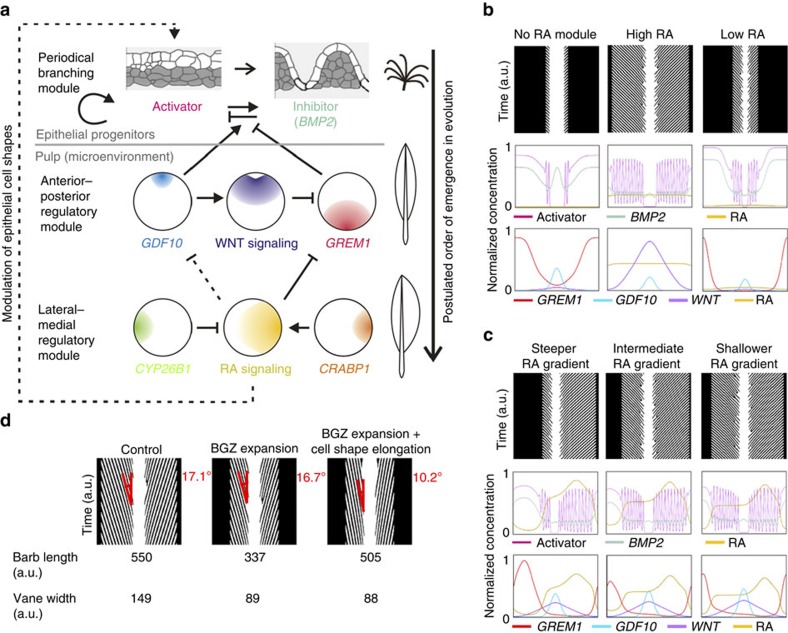
A multi-module regulatory model of feather diversification. (**a**) Schematic representation of the infrastructure of the multi-module regulatory feather (MRF) model and the corresponding transformative events of feather shapes in evolution. Dashed lines denote crosstalk relationships not fully confirmed. The differential equations for quantifying the crosstalk relationships are listed in the Methods. (**b**) Representative simulations of vane shape variations using the MRF model either without RA module, with high RA (*CRABP1* level set at 1.1, *CYP26B1* at 0.02, artificial unit), or with low RA (*CRABP1* at 0.005, *CYP26B1* at 0.2). (**c**) Representative simulations of feathers with different levels of vane asymmetry by changing the slope of RA gradient (*CRABP1* at 0.006, *CYP26B1* at 5 for the steeper RA gradient, *CRABP1* at 0.03, *CYP26B1* at 0.5 for the intermediate RA gradient, *CRABP1* at 0.06, *CYP26B1* at 0.3 for the shallower RA gradient), (**d**) Simulations of RCAS-GREM1 and RCAS-DNRARb infected feathers in which the BGZ expands without significantly shortening of barbs.

# Supplementary material for: Diverse feather shape evolution enabled by coupling anisotropic signalling modules with self-organizing branching programme
**Source:** Nat Commun. 2017 Jan 20;8:ncomms14139. doi: 10.1038/ncomms14139
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Tables

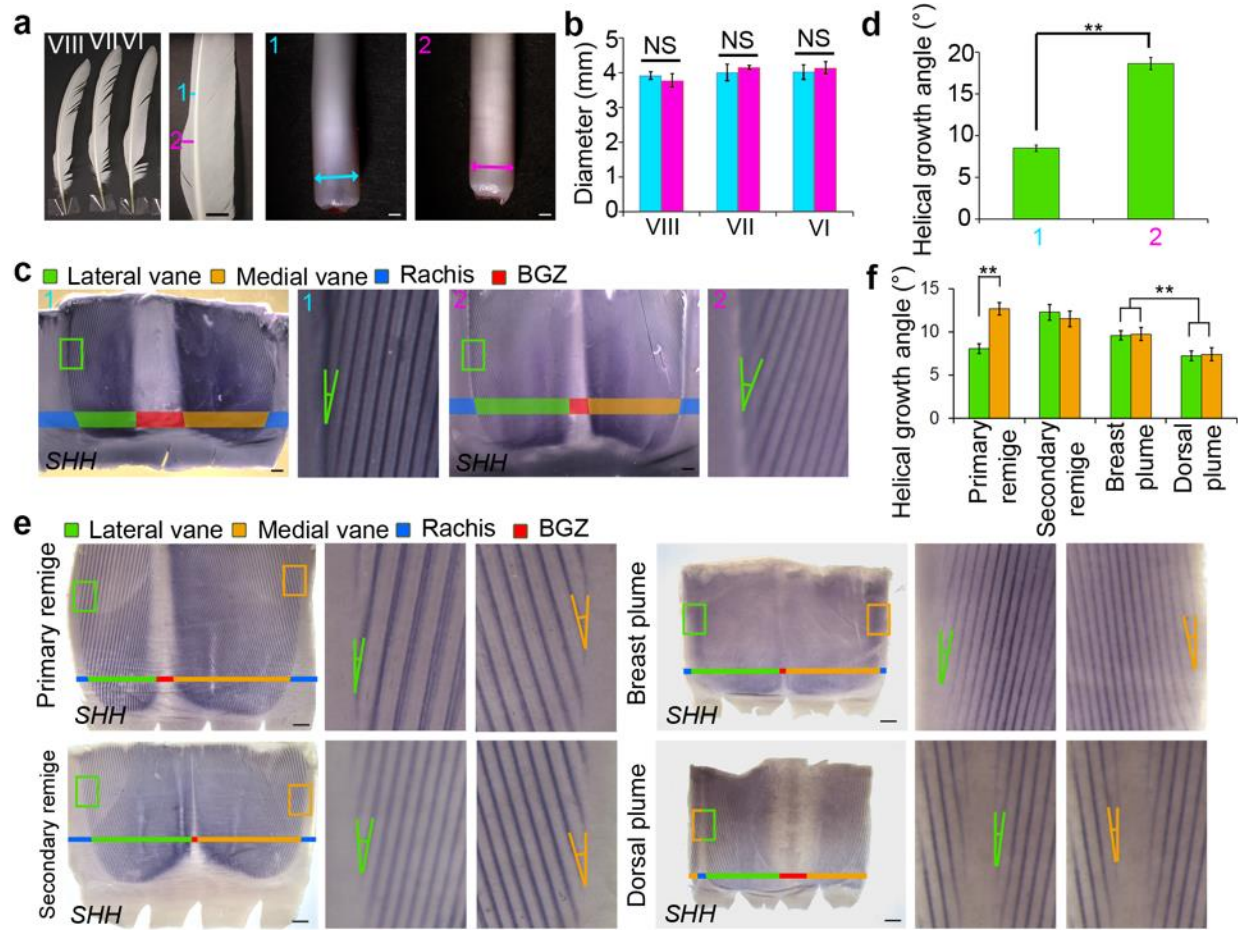

Supplementary Figure 1 | Measuring feather cylinder diameters and helical growth angles.

(a) Primary remiges VI-VIII have notable emargination notches and the feathers growing to a point ~1 cm distal to the emargination notch position were collected and compared to those ~1 cm proximal to the notch. Scale bars: 1cm for the left panel and 1 mm for the two right panels.

(b) Diameters of the feather cylinders barely changed ($n = 5$). Error bars denote SD. NS: not significant.

(c) The feather cylinders were cut open at the rachis side, with pulp removed and *SHH* in situ hybridization was done to highlight helical growth angles of barbs.

(d) Significant differences of helical growth angles were observed in the vane region ~1 cm distal and proximal to the emargination notch. Error bars denote SD. ** $p < 0.01$ ($n = 8$).

(e) Helical growth angles

for the lateral and medial barbs in the four different types of feathers before maturation. Scale bars: 500 μm . (f) Measurements of the helical growth angles ($n = 20$ for each region) demonstrated an association between sharper angles and smaller vanes. Error bars denote SD. ** $p < 0.01$.

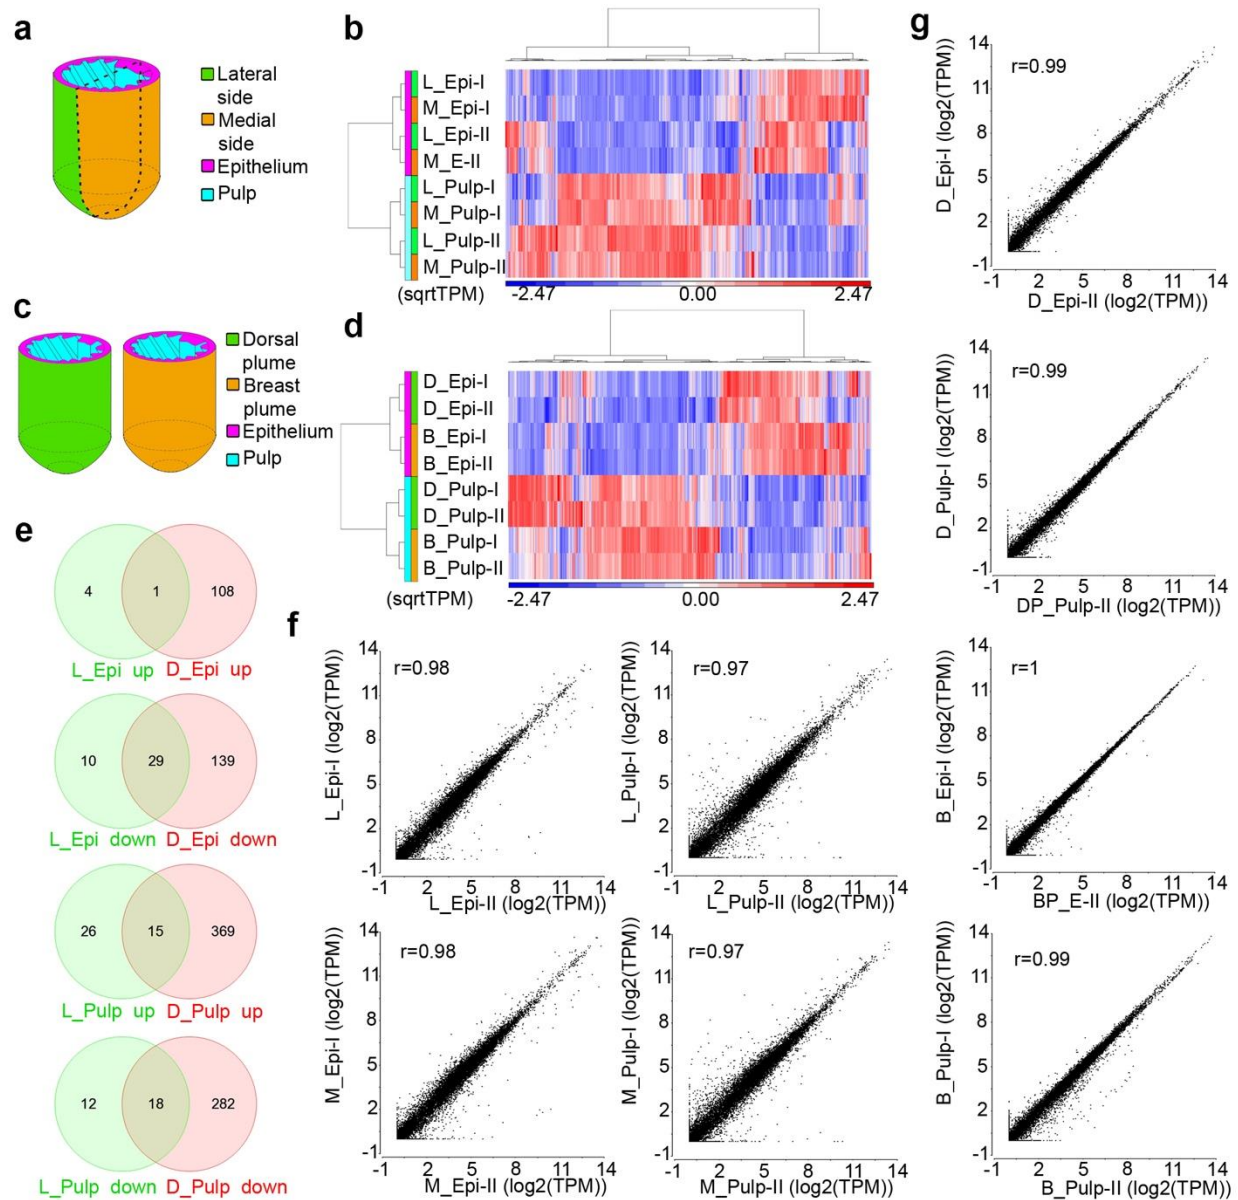

Supplementary Figure 2 | Transcriptome analyses of different feather forms. (a) Preparation of the lateral and medial side epithelium/pulp from primary remiges for RNA-seq. **(b)** Hierarchical clustering of remige samples and genes. L: lateral side, M: medial side, Epi: epithelium, I: Replicate-1, II: Replicate-2. TPM stands for Transcripts per Kilobase per Million. **(c-d)** Preparation of epithelium/pulp samples from dorsal and breast plumes for RNA-seq and the hierarchical clustering results. D: dorsal plume, B: breast plume. **(e)** Venn diagram of the

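The first principal component of the 8 remige libraries carried 88.7% of the variance and parted pulp, rich in COL1A2 and VIMENTIN, from epithelium, rich in FABP5 and CSTA. In the 8 plume libraries it carried 85.9%. FABP5, a fatty acid binding protein of keratinocytes, was at 13160 ± 2184 TPM (SD, n = 4 libraries) in remige epithelium and 628 ± 449 TPM in remige pulp. The protease inhibitor gene CSTA was at 13080 ± 3340 and 258 ± 256 TPM. In plumes the second component, with 7.56%, parted dorsal from breast libraries in both tissues. In remiges the second component, with 6.46%, parted batch I from batch II in all 4 groups, and lateral and medial libraries of a batch lay close together. The differences between the batches correlated across genes with r from 0.446 to 0.805 over the 6 pairs of remige groups and from 0.00429 to 0.117 in plumes. Breast pulp replicate 2 lay nearer to the epithelium than the other plume pulp libraries on the first component (80.6, against 100.3 to 103.8). Its FABP5 was at 292 TPM, against 127 TPM in breast pulp replicate 1.

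**Figure D5:**
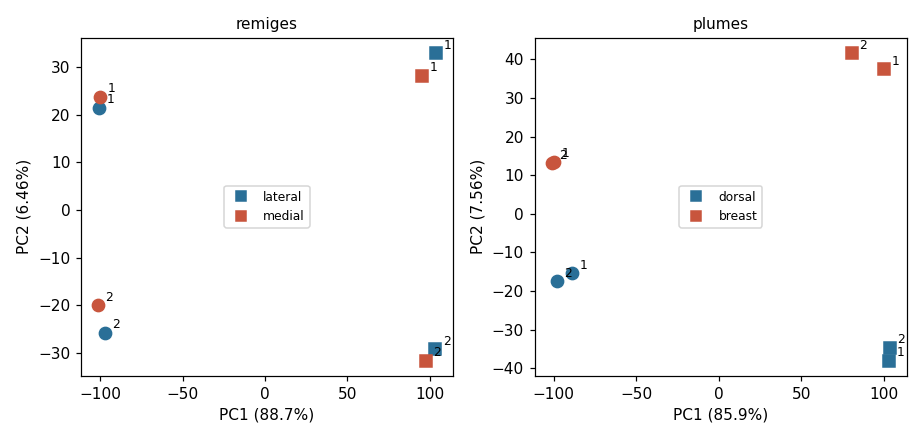
First (x axis) and second (y axis) principal component scores, with their shares of the variance, of the log2(TPM + 1) values of the 8 remige (left) and 8 plume (right) libraries, with epithelium as circles, pulp as squares, narrow-vane libraries in blue and wide-vane libraries in red, and the replicate number beside each point. Remige libraries part by batch on the second component, from 21.5 to 32.9 in batch I and from -31.6 to -19.9 in batch II.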

candidate genes associated with narrower vanes and wider vanes, respectively. **(f-g)** Scatter plots comparing gene expression over batches (biological replicates). 

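Single genes could still differ widely between replicates whose profiles correlated closely. In lateral remige pulp the defensin genes GAL7 and GAL1 were at 212 and 59.9 TPM in replicate 1 and at 4.54 and 2.57 TPM in replicate 2. The neuropeptide gene NMB was at 277 and 52.1 TPM. HBAA, an alpha globin gene of a multi-copy family that follows the blood in a sample, was at 529.7 ± 322 TPM (SD, n = 2) in lateral and 792 ± 465 TPM in medial pulp. On the log2(TPM + 1) scale, replicates correlated across genes with r = 0.983 in lateral and medial epithelium, 0.973 in lateral pulp and 0.975 in medial pulp. In plumes r was 0.993 in dorsal epithelium and in dorsal pulp, 0.995 in breast epithelium and 0.990 in breast pulp. The median residual SD of a gene was 0.226 in remiges and 0.138 in plumes on the log2 scale, and genes are not independent replicates.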

The high linear correlation coefficient indicates high reproducibility between biological replicates and hence the RNA-seq results are reliable.

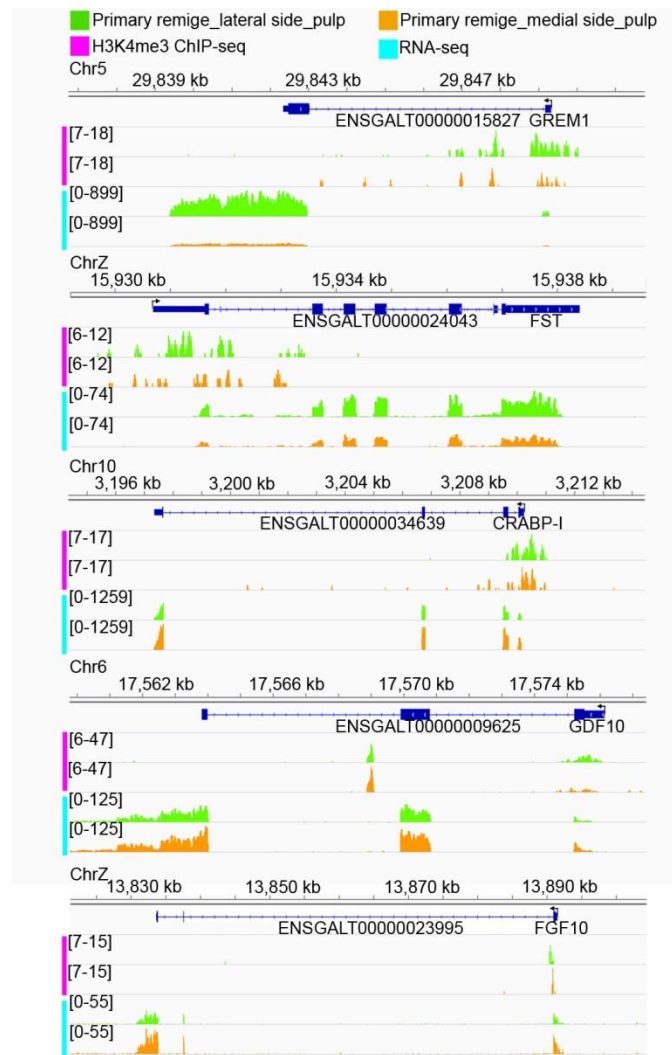

Supplementary Figure 3 | Histone3-Lysine4-trimethylation (H3K4me3) ChIP-seq analyses.

H3K4me3 is a marker of actively transcribing promoters. The ChIP-seq data and RNA-seq results are generally consistent as higher gene expression associates with more prominent peaks in the promoter region. Transcription start site and orientation are indicated by arrows. Only one of the two biological replicates is shown here.

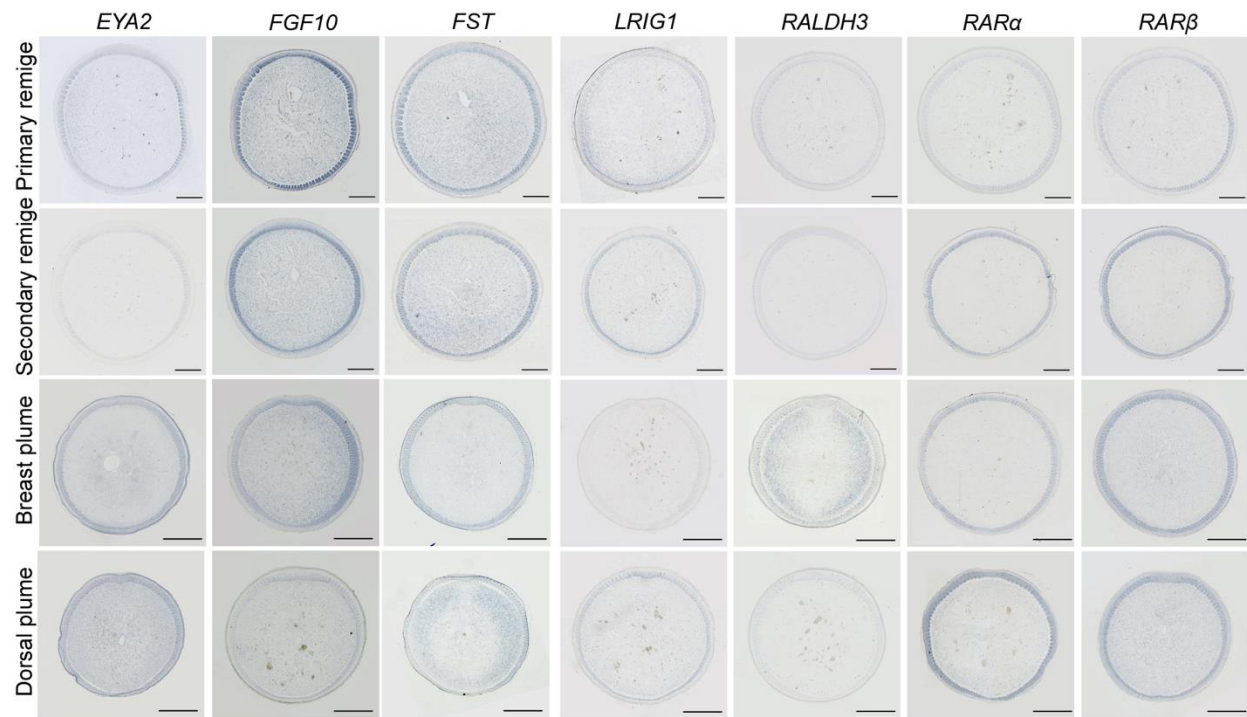

Supplementary Figure 4 | *In situ* hybridization of other candidate genes. *EYA2* and *LRIG1*

have mildly up-regulated expression in the lateral pulp of primary remiges. *FST* is highly expressed in the peripheral pulp of dorsal plumes (except in the pulp region adjacent to the rachis). *RALDH3* has similar expression pattern to *FST* in breast plumes but not dorsal plume. *FGF10*, *RARα* and *RARβ* have diffuse expression patterns. Scale bar: 500 μ m.

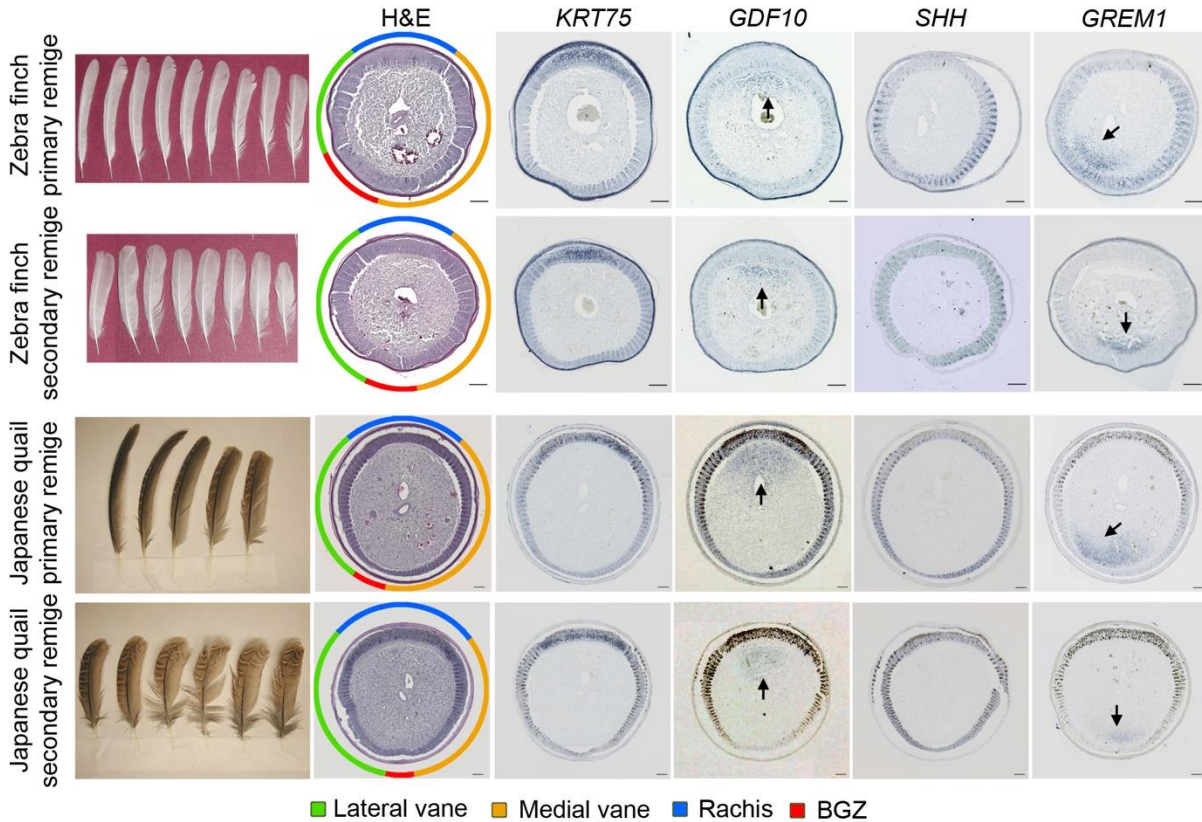

Supplementary Figure 5 | *GDF10* and *GREM1* in Japanese quail and zebra finch remiges.

Morphologies of primary and secondary remiges in Japanese quails and zebra finches, as well as the cross-sections of growing remiges with Hematoxylin & Eosin (H&E) staining, *GDF10* and *GREM1* in situ hybridization were shown. *GDF10* is localized in the pulp adjacent to the rachis and *GREM1* in the pulp adjacent to the BGZ. Scale bars: 100 μ m.

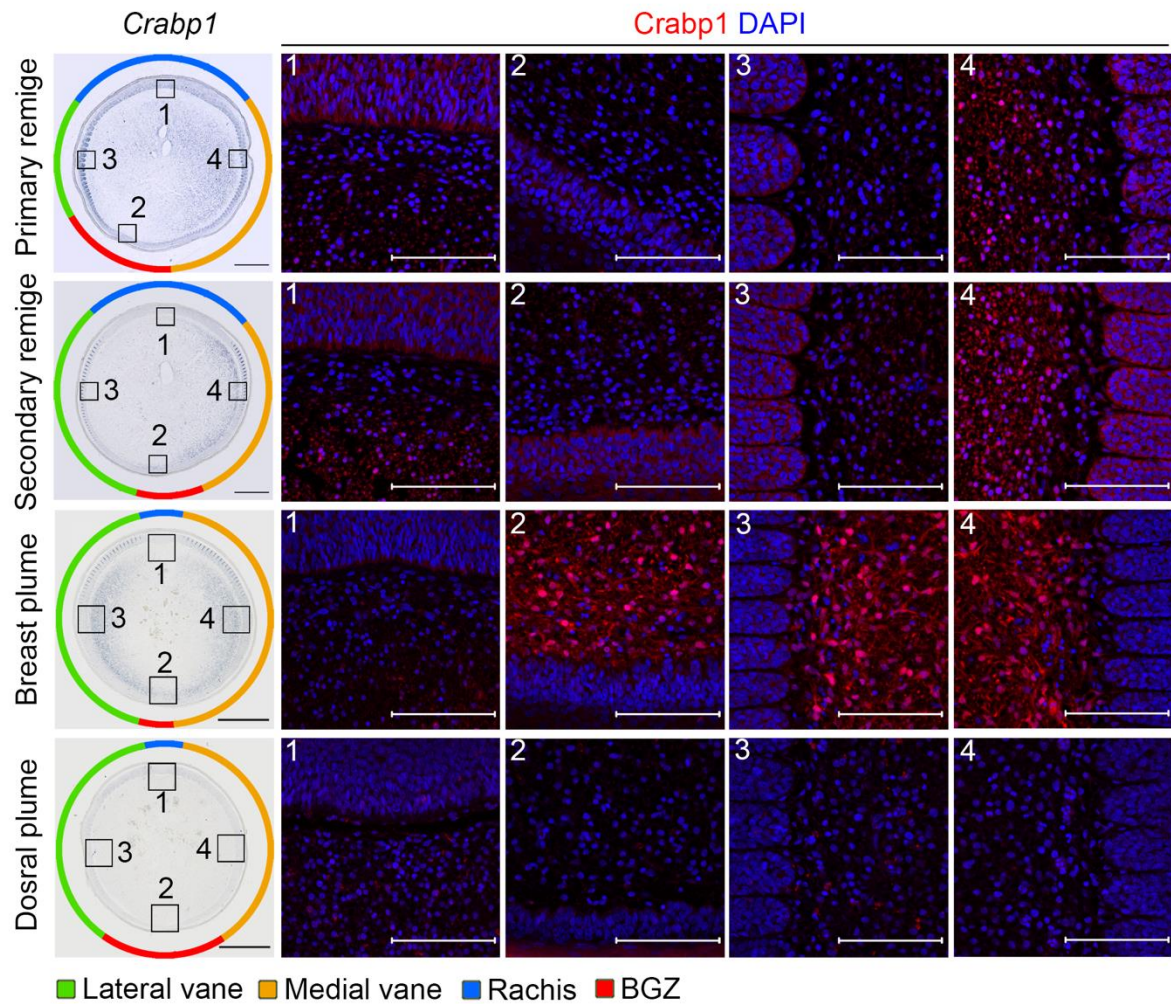

Supplementary Figure 6 | Spatial distribution of nuclear CRABP1 positive cells. Abundant nuclear CRABP1 positive cells exist in the pulp where *CRABP1* is highly expressed, such as the medial side pulp of remiges, the peripheral pulp of breast plumes (except the rachis region). Scale bar: 500 μ m (leftmost panels), 100 μ m (right four panels).

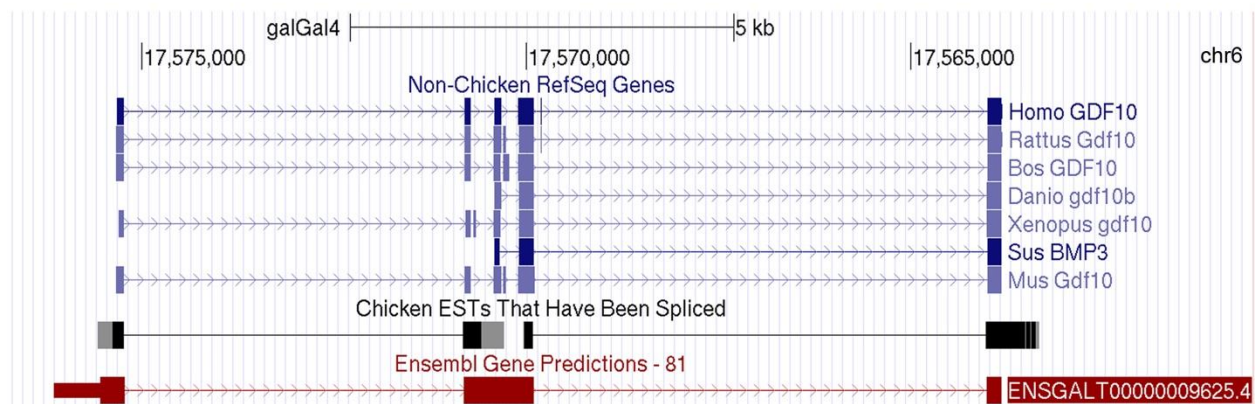

Supplementary Figure 7 | 5'-RACE of chicken GDF10 demonstrated transcript splicing.

Chicken GDF10 gene (predicted by Ensembl), the reported spliced ESTs, and homologs in other species are shown in the UCSC genome browser.

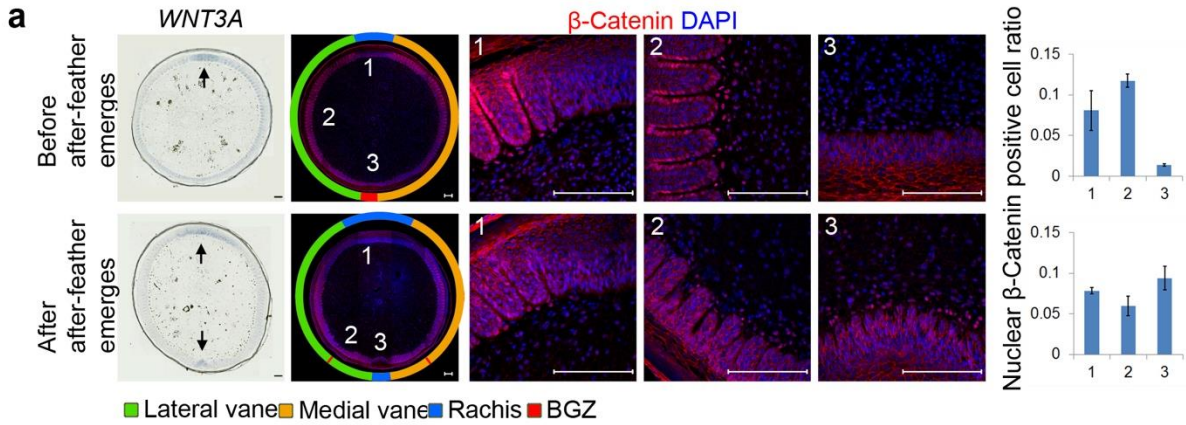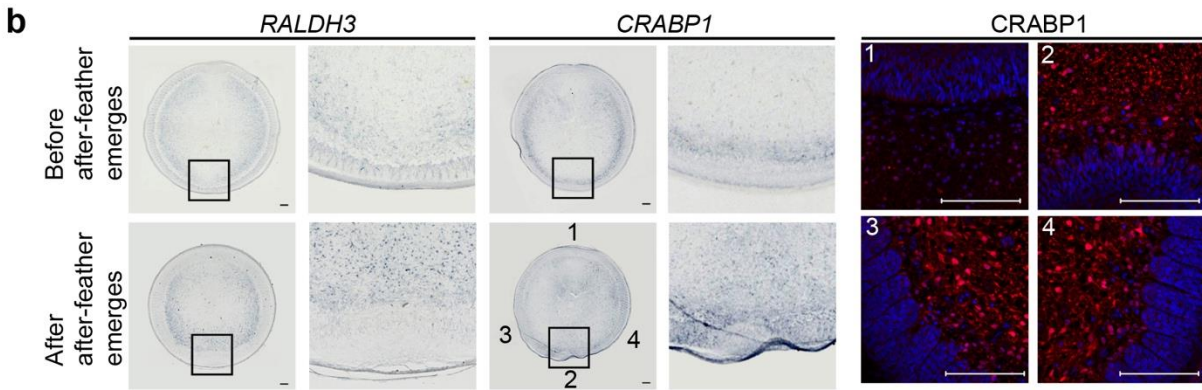

Supplementary Figure 8 | Upregulation of WNT and RA signaling in after-feathers. (a) In chicken breast plumes, before the after-feather emerges, *WNT3A* has enriched expression only in the rachis epithelium. Nuclear β -Catenin positive cells are present at the pulp adjacent to rachises (Zone 1), vanes (Zone 2) but not BGZ (Zone 3). After emergence of the after-feather, *WNT3A* appears in the rachis epithelium of the after-feather and the number of nuclear β -Catenin positive cells increases significantly in the neighboring pulp. The ratio of nuclear β -Catenin positive cells was calculated by dividing nuclear β -Catenin positive cell number by the number of DAPI positive cells in regions-of-interest (100 μ m diameter circles, $n = 6$ for each zone). Scale bar: 100 μ m. Error bars denote SD. **(b)** Expression of *RALDH3* and *CRABP1* increases in the pulp adjacent to the original BGZ region after the emergence of the after-feather. Nuclear *CRABP1*

positive cells are abundant in the pulp adjacent to after-feather rachis and vanes. Scale bar: 100 μm .

100 μm . **(c)** The ratio of PCNA positive cells was calculated by dividing nuclear PCNA positive cell number by the number of DAPI positive cells in regions-of-interest (100 μm diameter circles, $n = 6$ for each zone). $*p < 0.05$, $**p < 0.01$. **(d)** GREM1 soaked beads induced BGZ-like morphology (H&E staining). Scale bar: 500 μm .

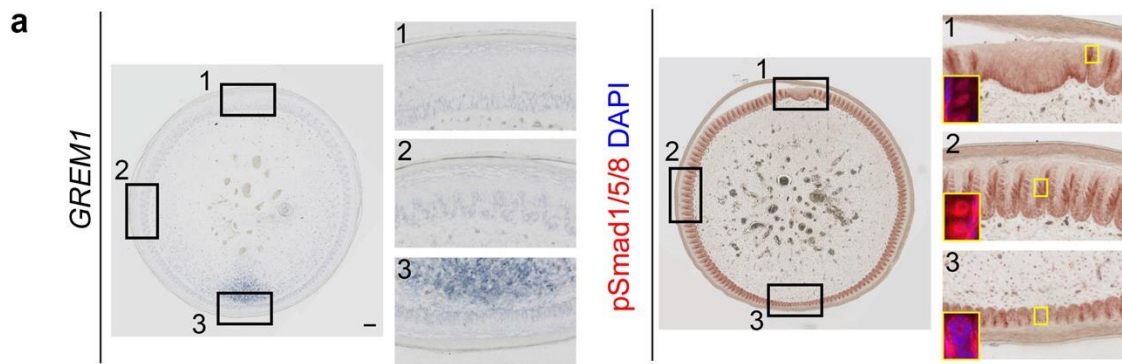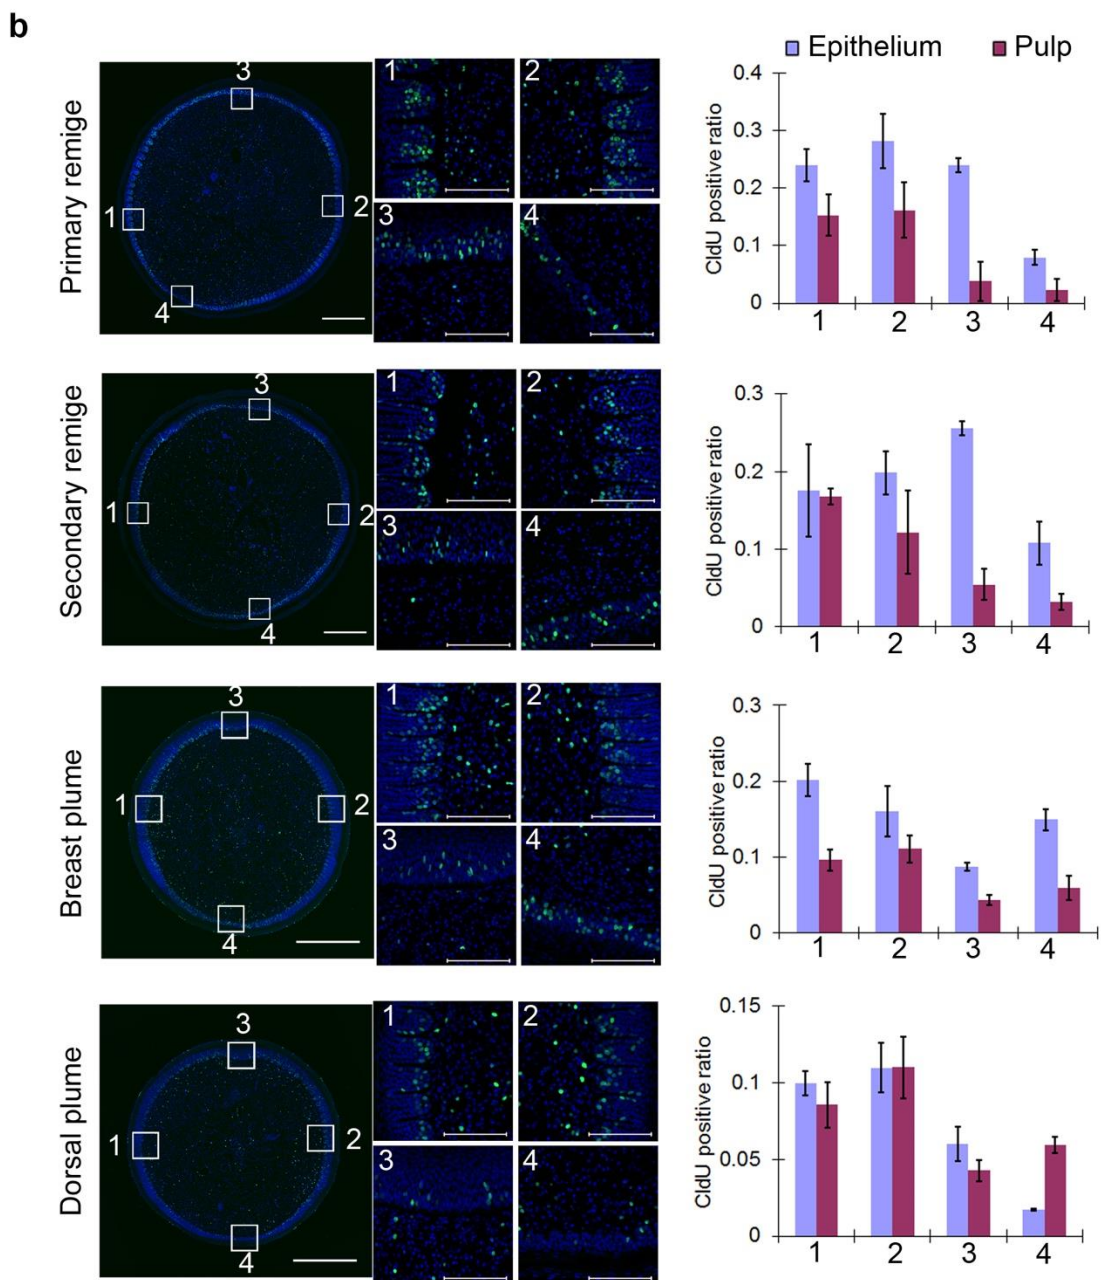

Supplementary Figure 10 | *GREM1* decreases nuclear pSMAD1/5/8 and cell division. (a)

GREM1 expression levels are highest in the pulp adjacent to the BGZ where the number of nuclear pSMAD1/5/8 positive cells is the lowest. Black boxes indicate magnified regions.

Golden boxes indicate regions magnified to show nuclear pSMAD1/5/8. Scale bar: 100 μ m. **(b)**

Quantification of proliferating cells (2 h CldU labeling) in the epithelium and pulp corresponding to the two vanes (Zone 1, 2), rachis (Zone 3) and BGZ (Zone 4). 6 Regions of interest (100 μ m diameter circles) for statistical analysis in each zone. Scale bar: 500 μ m for the leftmost panel, 100 μ m for the magnified zones. Error bars denote SD.

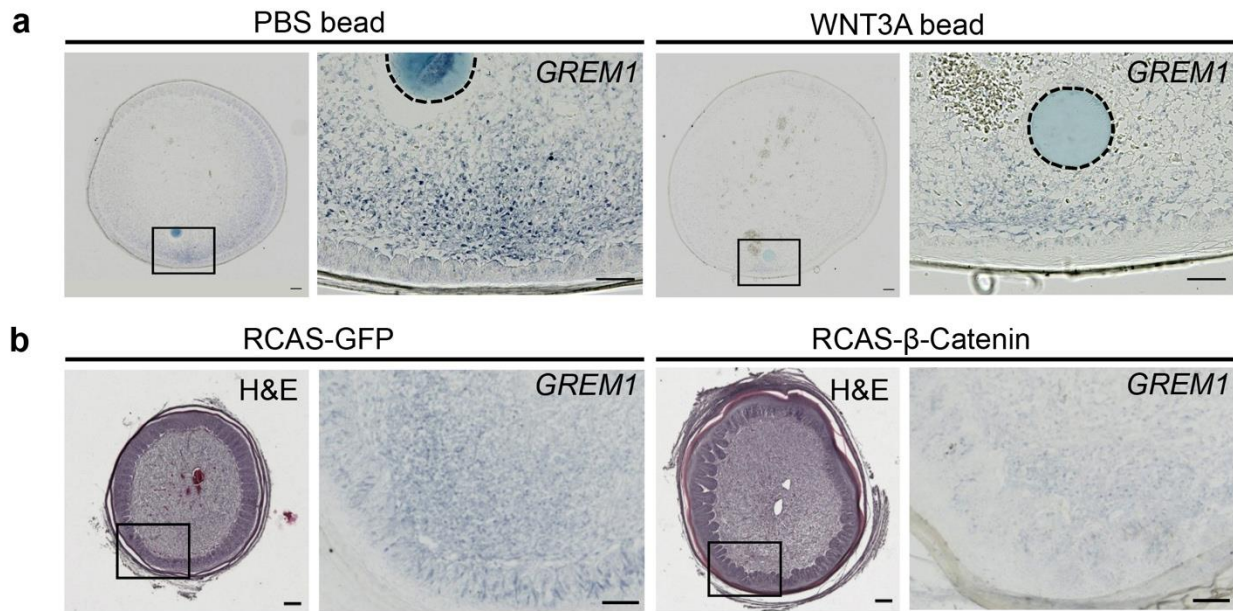

Supplementary Figure 11 | Active WNT signaling inhibits *GREM1* expression. (a)

Implanting WNT3a (100 $\mu\text{g/ml}$) soaked beads in the BGZ pulp of growing chicken dorsal plumes reduced *GREM1* expression compared to PBS soaked controls ($n = 2$, boxes indicate enlarged areas). Scale bar: 100 μm . **(b)** Mis-expressing constitutively active β -catenin downregulated *GREM1* expression compared to the controls ($n = 2$). Scale bar: 100 μm .

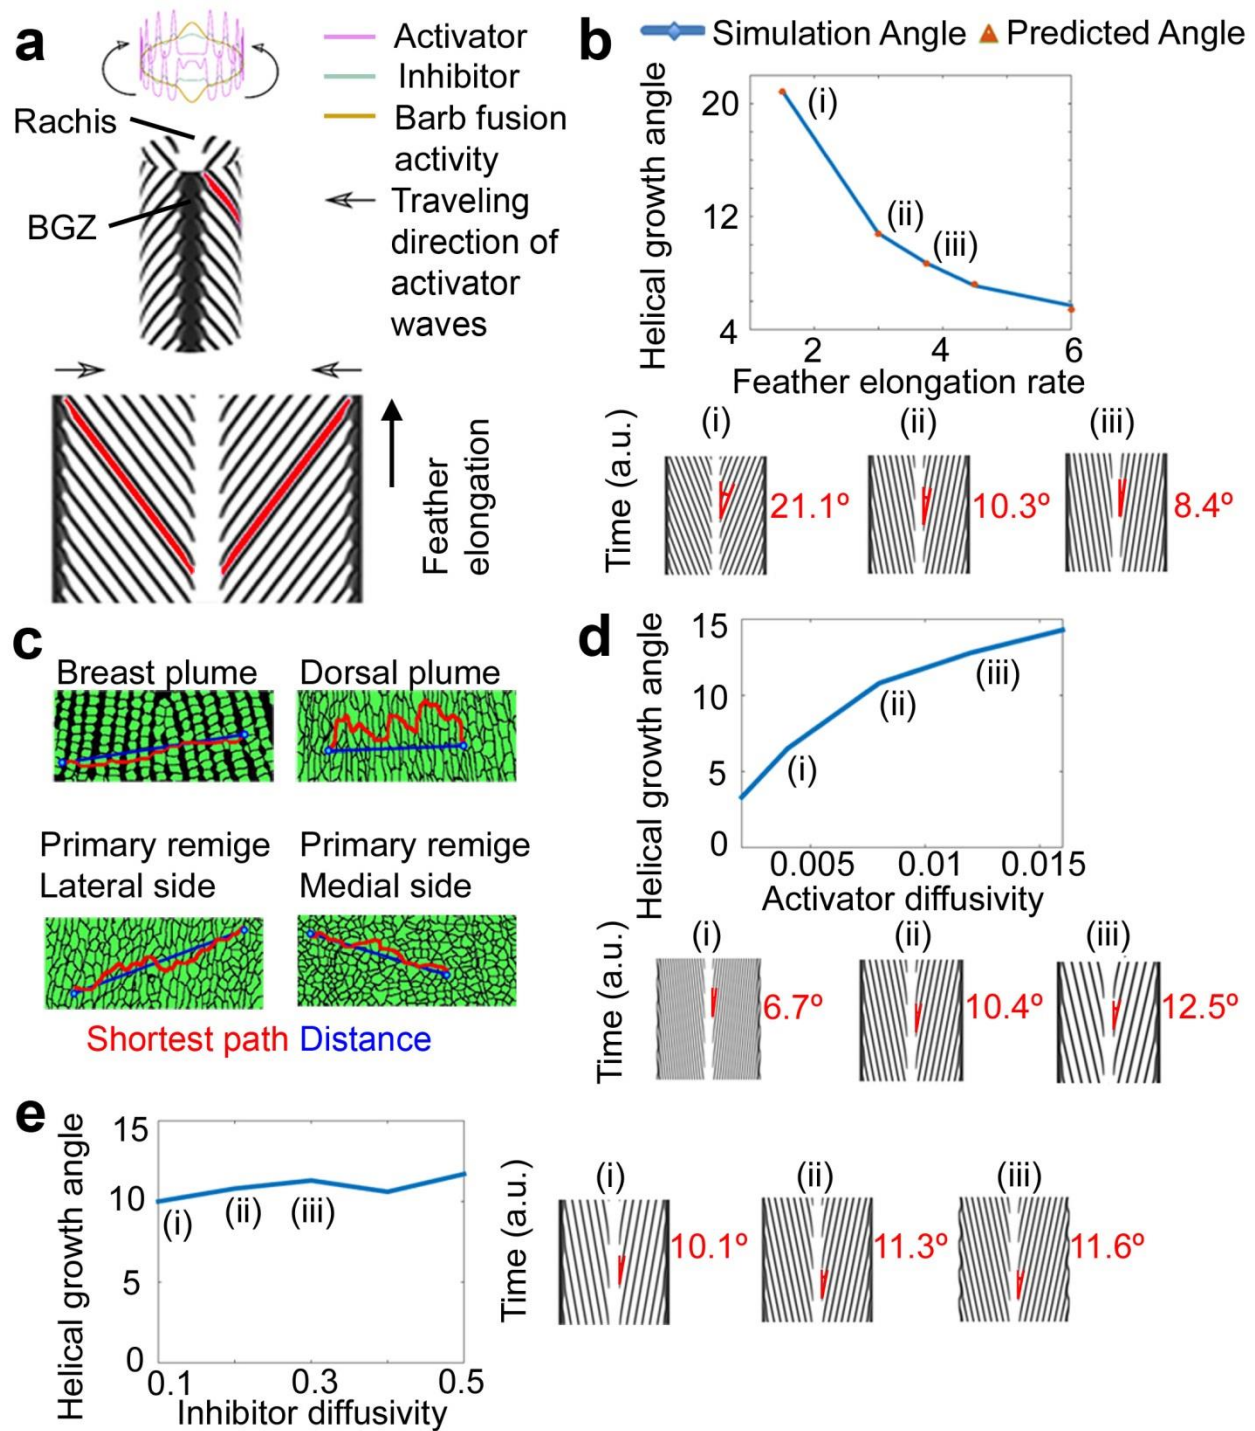

Supplementary Figure 12 | Modeling how epithelial cell shapes affect helical growth angles.

(a) Mathematical simulation of a bilateral symmetric feather formation in the cylinder view and flattened view (open up from the BGZ side) based on the previous activator-inhibitor model¹⁸.

The activator waves initialized at the BGZ propagate horizontally to the rachis. Feather elongation occurs along the proximal-distal (vertical) direction. The helical growth angle is an arctangent function of the feather elongation rate divided by the traveling speed of the activator waves. Barbs are highlighted in red. **(b)** Helical growth angle decreases with the increase of gross feather elongation rate. Feather simulations of selected data points are also shown. Simulation angles are simulated using the activator-inhibitor model; predicted angles are calculated by an arctangent function of feather elongation rate over the speed of activator waves (see Methods). **(c)** Differential epithelium tortuosity in different feathers (see Methods). Red lines: shortest path around the cells; blue lines: the distance between two points. Tissue tortuosity is inversely correlated with activator/inhibitor diffusivity. **(d)** Helical growth angle increases with the increase of activator's diffusivity. **(e)** Increasing the inhibitor's diffusivity can only trivially increase the helical growth angle.

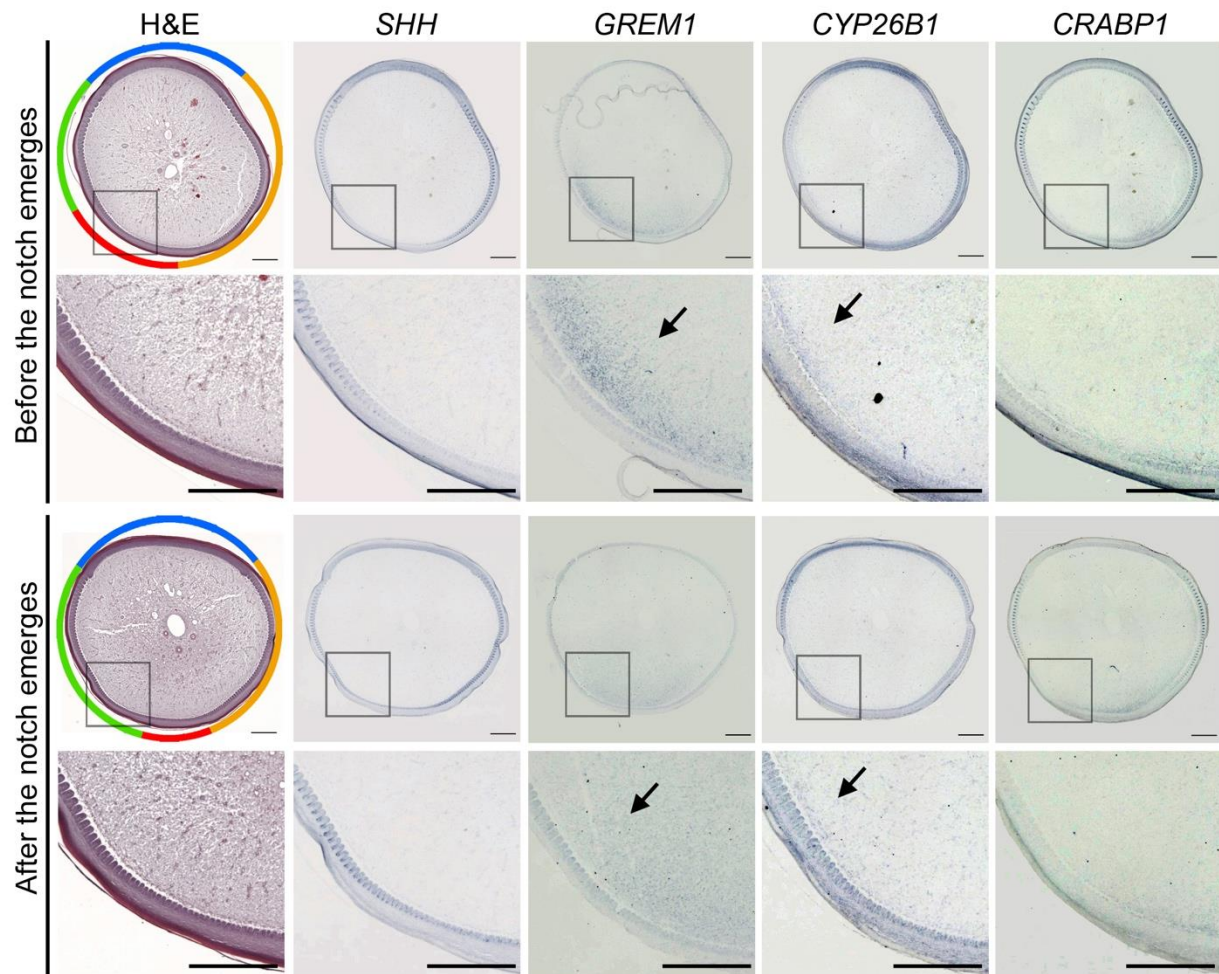

Supplementary Figure 13 | Expression of *GREM1* and *CYP26B1* in emarginated remiges.

H&E staining and *SHH* in situ hybridization demonstrate that part of the BGZ was converted to the lateral vane (the boxed region, which is magnified below) after the vane width increases.

During this process *GREM1* and *CYP26b1* expression decrease dramatically while the *CRABP1* expression pattern generally remains unchanged. Arrows indicate enriched *GREM1* and *CYP26b1* expression before the notch emerges which disappears afterward the notch emerges.

Scale bars: 500 μm .

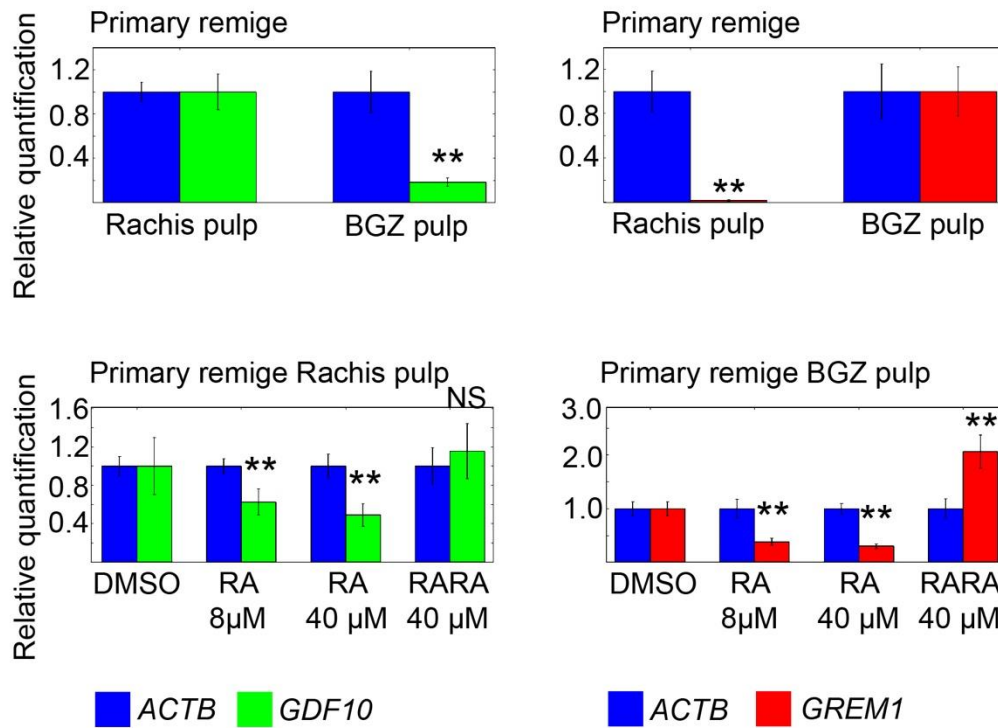

Supplementary Figure 14 | RA signaling downregulates *GDF10* and *GREM1* in pulp cells.

Upper panel: Cultured pulp cells from regions close to the rachis express higher levels of *GDF10* while those from the BGZ pulp express higher levels of *GREM1*. These results fit the *in situ* hybridization data and also indicate the cells can at least temporarily maintain their original gene expression profile *in vitro*. Lower panel: *GDF10* expression in cultured pulp cells from regions adjacent to the rachis and *GREM1* expression in cells from BGZ pulp both decreased in response to RA treatment and increased upon RAR antagonist (RARA: ER50891) treatment. However the increase of *GDF10* upon RAR antagonist treatment is not statistically significant. $n = 3$ for each condition. Error bars denote SD. ** $p < 0.01$, NS: not significant.

Supplementary Table 1 | Pulp genes negatively correlating with narrow vanes.

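The pulp genes lower with narrow vanes fell into 2 classes by the tissue that expresses them most. Higher in pulp than in epithelium were CRABP1, GDF10, FGF10, the laminin chain gene LAMC3, the protein C receptor gene PROCR, the kinase gene STK32A and the vitronectin gene VTN. LAMC3 was at 48.1 ± 5.96 TPM (SD, n = 2 libraries) in dorsal and 404 ± 54.6 TPM in breast pulp and fell by 3.04 on the log2 scale (adjusted p = 4.63e-06 from limma). VTN and PROCR fell by 2.65 and 1.58 (adjusted p = 2.62e-05 and 4.16e-04). In lateral against medial pulp LAMC3 was at 77.0 ± 55.04 and 144 ± 68.4 TPM (adjusted p = 1.00). Higher in epithelium were 10 genes, among them the desmosome genes DSP and PKP1, CSTA of the cornified layer, KRT8, FABP5 and MSX2. CSTA was at 76.4 ± 9.33 TPM in lateral and 439.8 ± 253 TPM in medial pulp, against means of 13080 TPM in remige and 5727 TPM in plume epithelium. It fell in dorsal pulp, from 94.1 ± 53.9 to 24.6 ± 0.683 TPM (adjusted p = 0.00396, not past without dorsal pulp replicate 1). KRT8 fell from 82.2 ± 19.9 to 41.5 ± 3.92 TPM (adjusted p = 0.00187). Epithelium-specific genes were taken as those above 100 TPM in epithelium and at least 10 times the mean in pulp. By that choice their mean in pulp cannot exceed the epithelial mean divided by 10. The shares below are bounded by it and do not measure how many cells were carried over. Their median share of the epithelial level was 0.887% and 2.68% in lateral pulp replicates 1 and 2, and 6.84% and 1.42% in the medial ones. In plumes it was 1.04% and 1.06% in dorsal and 1.88% and 7.59% in breast pulp. Gene by gene, 92 of the 96 were higher in medial than in lateral pulp in batch I and 66 in batch II, where the medians went the other way. Of the 119 in plumes, 102 and 115 were higher in breast than in dorsal pulp. The thresholds applied here kept 17 of the 18 genes of the table by name. The remaining one is printed as ENSGALG0000004747. ENSGALG00000004747 was kept with the same folds (2.463 in remiges and 2.565 in plumes), so with it all 18 were kept.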

Gene Symbol	p-value(Lateral Side vs. Medial Side)	p-value(dorsal plume vs. breast plume)	MeanRatio(Lateral Side vs. Medial Side)	MeanRatio(dorsal plume vs. breast plume)	FoldChange (Lateral Side vs. Medial Side)	FoldChange (dorsal plume vs. breast plume)	FoldChange (Lateral Side vs. Medial Side) (Description)	FoldChange (dorsal plume vs. breast plume) (Description)
CRABP-I	0.013257	0.001565	0.517303	0.097848	-1.9331	-10.22	Lateral Side down vs Medial Side	dorsal down vs breast
CSTA	0.179635	0.20982	0.173737	0.261235	-5.75583	-3.82796	Lateral Side down vs Medial Side	dorsal down vs breast
DSP	0.118802	0.246211	0.470314	0.449726	-2.12624	-2.22358	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG0000004747	0.026436	0.245977	0.405999	0.389917	-2.46306	-2.56465	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000017398	0.231916	0.21309	0.547702	0.486084	-1.82581	-2.05726	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000026754	0.362004	0.324221	0.522169	0.151299	-1.91509	-6.60942	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000028374	0.356533	0.23006	0.258447	0.276811	-3.86927	-3.61257	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000029144	0.123266	0.24257	0.193918	0.154143	-5.15681	-6.48749	Lateral Side down vs Medial Side	dorsal down vs breast
FABP5	0.242121	0.220834	0.361231	0.295303	-2.76831	-3.38636	Lateral Side down vs Medial Side	dorsal down vs breast
FGF10	0.060994	0.0042	0.425766	0.113957	-2.34871	-8.77526	Lateral Side down vs Medial Side	dorsal down vs breast
GDF10	0.095151	0.019027	0.464264	0.026961	-2.15395	-37.0908	Lateral Side down vs Medial Side	dorsal down vs breast
KRT8	0.087444	0.105137	0.526848	0.504467	-1.89808	-1.98229	Lateral Side down vs Medial Side	dorsal down vs breast
LAMC3	0.392246	0.011696	0.534043	0.118991	-1.87251	-8.40402	Lateral Side down vs Medial Side	dorsal down vs breast
MSX2	0.076114	0.246859	0.515468	0.395452	-1.93998	-2.52875	Lateral Side down vs Medial Side	dorsal down vs breast
PKP1	0.13455	0.27828	0.48228	0.427192	-2.07348	-2.34087	Lateral Side down vs Medial Side	dorsal down vs breast
PROCR	0.288164	0.006739	0.502317	0.315073	-1.99077	-3.17387	Lateral Side down vs Medial Side	dorsal down vs breast
STK32A	0.069882	0.058007	0.458529	0.543458	-2.18089	-1.84007	Lateral Side down vs Medial Side	dorsal down vs breast
VTN	0.013344	0.002659	0.549993	0.141826	-1.8182	-7.05087	Lateral Side down vs Medial Side	dorsal down vs breast

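Pulp genes higher with narrow vanes included SCG5, a secretory chaperone, at 58.8 ± 14.8 TPM (SD, n = 2 libraries) in lateral and 12.3 ± 1.24 TPM in medial pulp. ASIP was at 90.9 ± 16.4 and 40.6 ± 22.4 TPM there. SCG5 passed limma's test in lateral pulp only with the batch as a block (adjusted p = 0.111 without and 0.0310 with it). It rose in dorsal pulp, from 6.81 ± 2.80 to 30.9 ± 4.57 TPM (adjusted p = 5.49e-04). ASIP was at 3584 ± 866 TPM in dorsal and 1191 ± 72.2 TPM in breast pulp (log2 fold change 1.57, adjusted p = 0.0515, and 0.0300 with the block). The sodium-proton exchanger gene SLC9A7 rose in dorsal pulp from 28.2 ± 2.56 to 83.5 ± 0.655 TPM, and the elastic fibre gene FBLN5 from 23.0 ± 2.54 to 83.7 ± 16.2 TPM (adjusted p = 1.15e-04 and 3.05e-04). P37NB, a leucine-rich repeat protein gene, rose from 158 ± 14.5 to 708 ± 57.8 TPM in dorsal pulp (adjusted p = 0.0114, past in 12 of 18 alternatives, and up to 0.108 over them). In lateral against medial pulp these 3 genes had log2 fold changes of 0.96, 1.04 and 1.09 and did not pass (adjusted p = 0.889, 0.579 and 0.515). Of the 16 genes that the thresholds kept in both feather types, 12 also had a ratio above 1.8 within each batch, against 4 of the 26 pulp genes lower with narrow vanes. CYP26B1 and EYA2 were among the 12, and GREM1 and FST were not. FGF10 was among the 4, and GDF10 and CRABP1 were not.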

Supplementary Table 2 | Pulp genes positively correlating with narrow vanes.

Gene Symbol	p-value(Lateral Side vs. Medial Side)	p-value(dorsal plume vs. breast plume)	MeanRatio(Lateral Side vs. Medial Side)	MeanRatio(dorsal plume vs. breast plume)	FoldChange(Lateral Side vs. Medial Side)	FoldChange(dorsal plume vs. breast plume)	FoldChange(Lateral Side vs. Medial Side) (Description)	FoldChange(dorsal plume vs. breast plume) (Description)
ASIP	0.124132	0.06	2.24099	3.01047	2.24099	3.01047	Lateral Side up vs Medial Side	dorsal up vs breast
CYP26B1	0.228511	0.00209	2.97553	2.63736	2.97553	2.63736	Lateral Side up vs Medial Side	dorsal up vs breast
ENSGALG00000016251	0.001543	0.001368	2.5338	4.06433	2.5338	4.06433	Lateral Side up vs Medial Side	dorsal up vs breast
ENSGALG00000019852	0.017912	0.001801	4.14026	129.776	4.14026	129.776	Lateral Side up vs Medial Side	dorsal up vs breast
ENSGALG00000027770	0.019064	0.032245	5.7348	732154	5.7348	732154	Lateral Side up vs Medial Side	dorsal up vs breast
EYA2	0.003905	0.002502	1.90395	9.19384	1.90395	9.19384	Lateral Side up vs Medial Side	dorsal up vs breast
FBLN5	0.070538	0.034725	2.07429	3.64168	2.07429	3.64168	Lateral Side up vs Medial Side	dorsal up vs breast
FST	0.056628	0.000803	1.92726	4.67716	1.92726	4.67716	Lateral Side up vs Medial Side	dorsal up vs breast
GREM1	0.03835	0.04425	7.29995	2.12391	7.29995	2.12391	Lateral Side up vs Medial Side	dorsal up vs breast
LRIG1	0.067694	0.009156	2.30657	2.5807	2.30657	2.5807	Lateral Side up vs Medial Side	dorsal up vs breast
P37NB	0.13759	0.005831	2.12539	4.46892	2.12539	4.46892	Lateral Side up vs Medial Side	dorsal up vs breast
PKIA	0.0126	0.012188	1.86006	2.90837	1.86006	2.90837	Lateral Side up vs Medial Side	dorsal up vs breast
SCG5	0.047521	0.023776	4.78823	4.54587	4.78823	4.54587	Lateral Side up vs Medial Side	dorsal up vs breast
SLC9A7	0.204746	0.001142	2.00464	2.9594	2.00464	2.9594	Lateral Side up vs Medial Side	dorsal up vs breast
SMIM5	0.035731	0.045536	2.01817	2.13812	2.01817	2.13812	Lateral Side up vs Medial Side	dorsal up vs breast

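In epithelium TXNRD1, a thioredoxin reductase, was at 24.5 ± 4.28 TPM (SD, n = 2 libraries) in lateral and 53.4 ± 11.9 TPM in medial remiges. In plumes it was at 11.3 ± 3.22 TPM in dorsal and 74.9 ± 4.17 TPM in breast epithelium. TNFRSF19, a receptor of the tumour necrosis factor family, was at 230 ± 14.7 and 446 ± 75.4 TPM in remiges and 117 ± 7.74 and 312 ± 12.5 TPM in plumes. Both fell in dorsal epithelium, by 2.65 and 1.41 on the log2 scale (adjusted p = 6.07e-05 and 6.07e-05 from limma), and did not pass in remiges (adjusted p = 0.740 and 0.539). CA13, a carbonic anhydrase, and AP1S3, an adaptor of vesicle coats, fell by 2.69 and 2.71 in dorsal epithelium. The feather keratin gene F-KER was at 212 ± 2.83 TPM in lateral and 536 ± 98.7 TPM in medial epithelium. It fell from 1552 ± 29.9 TPM in breast to 48.7 ± 35.6 TPM in dorsal epithelium (adjusted p = 0.00772). That call was lost without breast epithelium replicate 1 or 2 or dorsal epithelium replicate 2, where the adjusted p went up to 0.0825. FK21 showed the same, with 4.23 ± 1.17 TPM in dorsal and 128 ± 7.91 TPM in breast epithelium (adjusted p = 0.00602, and up to 0.0648 over the alternatives). All 4 feather keratins fell in dorsal epithelium, with a median of -4.80 (camera, adjusted p = 9.41e-04, and 0.982 with an estimated correlation). None passed in lateral epithelium, with a median of -1.43. Feather keratin genes are near-identical copies, and reads shared between them make the level of each copy uncertain.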

Supplementary Table 3 | Epithelial genes negatively correlating with narrow vanes.

Gene Symbol	p-value(Lateral Side vs. Medial Side)	p-value(dorsal plume vs. breast plume)	MeanRatio(Lateral Side vs. Medial Side)	MeanRatio(dorsal plume vs. breast plume)	FoldChange (Lateral Side vs. Medial Side)	FoldChange (dorsal plume vs. breast plume)	FoldChange (Lateral Side vs. Medial Side) (Description)	FoldChange (dorsal plume vs. breast plume) (Description)
AP1S3	0.071522	0.00557	0.530709	0.124578	-1.88427	-8.02712	Lateral Side down vs Medial Side	dorsal down vs breast
CA13	0.293588	0.00059	0.555201	0.134941	-1.80115	-7.41066	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000006133	0.005429	0.000174	0.273434	0.006083	-3.65719	-164.384	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000024141	0.092004	0.000266	0.372151	0.017268	-2.68708	-57.9105	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000025726	0.214317	7.32E-06	0.403345	0.00391	-2.47927	-255.732	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000025863	0.288782	0.000862	0.326542	0.057756	-3.0624	-17.3143	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000025900	0.028151	0.000798	0.506569	0.022023	-1.97406	-45.4069	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000025985	0.516686	0.000168	0.428527	0.017591	-2.33358	-56.8474	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000026219	0.108547	0.001381	0.33462	0.009213	-2.98846	-108.547	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000026592	0.362851	0.440068	0.278414	0.532468	-3.59177	-1.87805	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000026660	0.394246	0.022736	0.282541	0.080784	-3.53931	-12.3788	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000026987	0.215335	0.000191	0.434367	0.036508	-2.3022	-27.391	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000027167	0.118545	0.000804	0.549109	0.016775	-1.82113	-59.6124	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000027679	0.012988	0.003446	0.505696	0.112649	-1.97747	-8.87711	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000027859	0.025731	0.000303	0.304379	0.00504	-3.28538	-198.409	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000028192	0.128874	0.000203	0.36141	0.021709	-2.76694	-46.0635	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000028211	0.170467	0.000238	0.376689	0.037407	-2.65471	-26.7328	Lateral Side down vs Medial Side	dorsal down vs breast
ENSGALG00000028287	0.141015	0.004354	0.331529	0.148906	-3.01633	-6.71564	Lateral Side down vs Medial Side	dorsal down vs breast

ENSGALG0000<br>0028366	0.34140<br>2	0.0026<br>62	0.396264	0.152326	-2.52357	-6.56487	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
ENSGALG0000<br>0028371	0.33884<br>6	0.4808<br>44	0.389958	0.552322	-2.56438	-1.81054	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
ENSGALG0000<br>0028843	0.03641<br>5	0.0016<br>86	0.448153	0.040031	-2.23138	-24.9808	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
F-KER	0.04329<br>1	0.0004<br>79	0.394476	0.031371	-2.53501	-31.8763	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
FK21	0.19526<br>8	0.0020<br>84	0.338759	0.033087	-2.95195	-30.2237	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
FK27	0.36728<br>7	0.0049<br>76	0.315145	0.090281	-3.17314	-11.0766	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
JAC	0.26184<br>7	0.0302<br>27	0.48121	0.39716	-2.07809	-2.51788	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
PADI1	0.04596<br>7	0.0013<br>81	0.457927	0.060391	-2.18375	-16.5589	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
SCEL	0.06208<br>7	0.0121<br>71	0.542305	0.351796	-1.84398	-2.84256	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
TNFRSF19	0.05770<br>3	0.0028<br>39	0.515489	0.375954	-1.93991	-2.6599	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast
TXNRD1	0.08435<br>3	0.0034<br>13	0.458893	0.1505	-2.17916	-6.64452	Lateral Side<br>down vs<br>Medial Side	dorsal down<br>vs breast

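APOA1, the main apolipoprotein of high density lipoprotein, was at 70.7 ± 30.7 TPM (SD, n = 2 libraries) in lateral and 29.6 ± 17.4 TPM in medial remige epithelium. Its log2 fold change of 1.28 did not pass limma's test (adjusted p = 1.00). It rose in dorsal epithelium, from 21.6 ± 2.06 TPM in breast to 114 ± 13.2 TPM (2.35 on the log2 scale, standard error 0.23, adjusted p = 4.17e-04). SNCB, which encodes beta-synuclein, was at 34.9 ± 2.33 and 19.1 ± 2.18 TPM in lateral and medial epithelium (adjusted p = 1.00). It rose from 9.10 ± 0.0993 TPM in breast to 27.1 ± 4.46 TPM in dorsal epithelium (1.47 on the log2 scale, adjusted p = 3.43e-04).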

Supplementary Table 4 | Epithelial genes positively correlating with narrow vanes.

Gene Symbol	p-value(Lateral Side vs. Medial Side)	p-value(dorsal plume vs. breast plume)	MeanRatio(Lateral Side vs. Medial Side)	MeanRatio(dorsal plume vs. breast plume)	FoldChange(Lateral Side vs. Medial Side)	FoldChange(dorsal plume vs. breast plume)	FoldChange(Lateral Side vs. Medial Side) (Description)	FoldChange(dorsal plume vs. breast plume) (Description)
APOA1	0.241196	0.010203	2.38605	5.28519	2.38605	5.28519	Lateral Side up vs Medial Side	dorsal up vs breast

Supplementary Table 5 | RARE within 13 kb region upstream of chicken *GREM1* locus.

DR1-1 in Fig. 6c is in the first row (highest conservativeness in chicken, turkey and zebra finch).

Detailed Matrix Information	Opt.	Start position	End position	Anchor position	Strand	Core sim.	Matrix sim.	Mat. sim. - opt.	conservativeness
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	261	285	273	+	1	0.811	0.031	96%
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	3269	3293	3281	+	1	0.821	0.041	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	3656	3680	3668	+	1	0.848	0.068	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	4286	4310	4298	-	1	0.912	0.072	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR5 sites	0.81	4337	4361	4349	+	0.86	0.854	0.044	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	7679	7703	7691	-	1	0.812	0.032	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	8991	9015	9003	+	1	0.857	0.017	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	9690	9714	9702	-	1	0.866	0.026	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR5 sites	0.81	9970	9994	9982	-	0.86	0.888	0.078	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	11417	11441	11429	-	1	0.915	0.075	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	12409	12433	12421	+	1	0.847	0.007	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	12540	12564	12552	+	1	0.852	0.012	no

Supplementary Table 6 | RARE within 13 kb region downstream of chicken *GREM1* locus.

DR1-2 in Fig. 6c is in the third row (highest conservativeness in chicken, turkey and zebra finch).

Detailed Matrix Information	Opt.	Start position	End position	Anchor position	Strand	Core sim.	Matrix sim.	Mat. sim. - opt.	Conservativeness
Retinoid X receptor homodimer, DR1 sites	0.78	767	791	779	+	0.889	0.784	0.004	92%
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	2752	2776	2764	-	1	0.852	0.012	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	3121	3145	3133	-	1	0.814	0.034	95%
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	3277	3301	3289	+	1	0.808	0.028	89%
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	4213	4237	4225	+	1	0.935	0.095	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	5010	5034	5022	+	1	0.809	0.029	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	5560	5584	5572	+	1	0.917	0.077	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR5 sites	0.81	6698	6722	6710	+	1	0.818	0.008	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	7325	7349	7337	+	1	0.795	0.015	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR1 sites	0.78	7377	7401	7389	-	1	0.793	0.013	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	7386	7410	7398	+	1	0.874	0.034	no
Retinoic acid receptor / retinoid X receptor heterodimer, DR5 sites	0.81	10650	10674	10662	-	1	0.827	0.017	no
Retinoic acid receptor gamma, homodimer DR2 binding site	0.84	11360	11384	11372	+	1	0.865	0.025	no

Supplementary Table 7. Parameters for the model of Periodic branching pattern.

**<u>Parameter</u>**	**<u>Value</u>**
D_A	[8e-3, 2e-2]
D_B	[0.2, 0.5]
r_A	0.01
r_B	0.015
r_C	3e-4
b_A	[0, 1e-3]
b_B	[0.15, 0.3]
b_C	5e-4
s	1e-2
s_A	1.8
s_B	1.8
s_C	0.35
s_G	1e-3
n_G	-2

Supplementary Table 8. Parameters for the estimation of tissue tortuosity.

**Feather**	**Mean Tortuosity<br>(a.u.)**	D : D* (a.u.)
Breast contour	1.13	1 : 0.78
Dorsal contour	1.61	1 : 0.39
Primary remige (lateral)	1.34	1 : 0.56
Primary remige (medial)	1.18	1 : 0.72

Supplementary Table 9. Parameters for MRF model.

**<u>Parameter</u>**	**<u>Value</u>**
D_{RAo}	[1e-2, 1e-1]
D_{WNT}	1e-2
D_{GDF}	1e-2
D_{GREM}	1e-2
V_{RAo}	[0, 1e-5]
V_R	2e-6
V_{GREM}	1e-6
B_{RAo}	1e-1
B_{WNT}	0.1
B_{GDF}	0
B_{GREM}	0
B_{CYP}	[0, 1e-1]
B_{BP}	[0, 1e-1]
r_{RAi1}	1
r_{R1}	1e-4
r_{R2}	1e-5
r_{BP1}	1e-4
r_{BP2}	1e-5
r_{RAi2}	1e-1
r_{WNT}	1e-4
r_{GDF}	1e-4
r_{GREM}	1e-4
k_{on}	1e-3
k_{off}	1e-6
m_{on}	1
m_{off}	1e-3
j_α	1
j_β	1e-3
k_p	5e-1
k_1	1e-2
k_2	1e-1
k_3	4e-3
k_4	5e-5
k_5	1e-1
n_1	2
n_2	1
n_3	-1
n_4, n_5	-2
β	[0, .5]
v_{cyp}	[1, 20]
v_{bp}	[1, 5]
v_{wnt}	[1, 5]

v_{gdf}	[1, 20]
a_{cyp}	[0, 15]
a_{bp}	[0, 1]
a_{wnt}	1
a_{gdf}	1

How the deposited data were processed for this re-analysis (not part of the article)

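The epithelium and the pulp of growing feathers were sequenced from 4 kinds of tissue: the lateral and the medial side of primary remiges, and dorsal and breast plumes. Each of the 8 groups had 2 libraries, batch I and batch II, which the study calls replicates. According to the submitters' notes, each remige library was made from 3 proximal follicles and each plume library from 25, with 4 μg of RNA and 50 bp single-end reads. The narrow-vane groups are lateral remiges and dorsal plumes, and the wide-vane groups are medial remiges and breast plumes.

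The RPKM values (reads scaled to gene length and library size) were made by the authors before the files were deposited. Their processing notes state that reads were trimmed, mapped to galGal4 and quantified in Partek software, and the labels also name TopHat2; no versions are given, and the annotation, the strand setting and the handling of reads that map to several places are not stated. There is 1 table for remiges and 1 for plumes, each with a row per library, a column of alignments and a column per gene. Of the gene columns, 88 per table were listed by name when the tables were described, and 15707 in the remige table and 15608 in the plume table hold the same measure. In all 15512 genes are in both tables, 283 only in the remige table and 184 only in the plume table. No gene is at 0 in every library. In each table 21 gene names had been turned into dates and were not matched to any list. The identifiers starting with ENSGALG (2940 and 2897) could not be matched to symbols, since 0 of 3020 occurred in the RefSeq annotation at hand, which was used for symbols and aliases. The row names of the batch I remige pulp libraries lack the barcode and lane that the others carry.

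Depth was 42.2 to 45.8 M alignments (M for 1000000) in remige epithelium, 29.4 to 37.0 M in remige pulp, 32.6 to 37.7 M in plume epithelium and 23.4 to 26.1 M in plume pulp. The values are not counts, so the counting error of a gene cannot be computed from them, and the precision of each value rests on the spread between the 2 libraries of a group.

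The RPKM of each library were rescaled to sum to 1000000 (TPM). Tests were run on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with 4 group means per table and thus 4 residual degrees of freedom, over genes with a mean of at least 1 TPM in 1 group: 12954 in remiges and 13246 in plumes. The comparisons were lateral against medial and dorsal against breast in each tissue, epithelium against pulp in each feather type, and the difference of the narrow-against-wide contrast between pulp and epithelium. The p-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Fold changes of named genes are differences of mean log2(TPM + 1), and ratios are ratios of mean TPM. The study's screen was repeated with its own thresholds, a ratio of group means above 1.8 in the same direction in both feather types and a mean above 25 TPM in the higher group. The overlap between feather types was tested with Fisher's exact test (one-sided) over genes above 25 TPM in each comparison. Gene lists were tested with camera (preset correlation 0.01, and with the correlation estimated from the data), adjusted over the lists of a comparison, and list members were also adjusted over the list alone. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

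The groups, the comparisons, 29 gene lists and their members, the alternatives and the rule for named genes were fixed before the data were examined. The rule names (a) every gene the paper names for these libraries and every gene of its Supplementary Tables 1 to 4, whose values in the paper had been seen, (b) the 8 largest changes per direction and comparison among genes with a symbol, a mean above 25 TPM, an adjusted p under 0.05 and no overlap between the libraries of the 2 sides, or the 5 largest by the same rule without the p where fewer than 3 pass, and (c) up to 4 members of each list past the test, or the 2 with the highest TPM. Genes outside the rule are marked where they are named as chosen after their values were seen. DSP, PKP1, CSTA, FABP5 and KRT8 were left out of the keratinocyte markers because the paper lists them. The patterns that defined 2 of the lists also caught other genes (kinases among the ribosomal proteins, COIL among the mitochondrial genes), and leaving these out, as well as the list members in Supplementary Tables 1 to 4, was added later.

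The alternatives were pseudocounts of 0.1 and 5 TPM, no filter, a minimum of 25 TPM, RPKM in place of TPM, equal upper quartiles, quantile normalization, robust eBayes, a fit with only the groups of the comparison, a block for the batch, and leaving out each library in turn; for the screen, other ratios and minimums, geometric means, both libraries of one side above both of the other, and the ratio within each batch. The batches were checked for pairing by correlating their differences between groups, which gave r from 0.446 to 0.805 over the 6 pairs of remige groups and from 0.00429 to 0.117 over the 6 pairs of plume groups. Tests on counts were not run because the tables hold none. The procedure was tested on simulated data with 200 genes raised or lowered by each of 3 folds: without a block, limma recovered 11.5%, 55% and 90.5% of genes changed 1.5-fold, 2-fold and 4-fold in simulated lateral against medial pulp and called 4 of 12216 unchanged genes, and recovered 67%, 90% and 100% in simulated dorsal against breast pulp and called 22 of 12325. With the block it recovered 75.5%, 94.5% and 98.5% in simulated lateral against medial pulp, with 82 unchanged genes called. The simulated screen recovered 1.5%, 62% and 93.5%. All genes given these folds had a mean above 25 TPM in both feather types, so the shares do not cover genes at lower levels. Noise was drawn with 1 spread per gene, pooled over the 8 libraries of a feather type, so it is not the spread of pulp alone. Other assays of the study (in situ hybridization, qPCR, virus infection and ChIP-seq) are not in these tables and were left out.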

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

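The tests of separate sequencing, of depth, of batch II alone and of the BMP response genes, and the correlation without epithelium-high genes, were chosen after the results they concern were seen, as were the 5.8S rRNA and the other library measures that were searched for libraries far from the rest. The medians of the keratinocyte markers had been seen before the epithelium-specific genes were tested.

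Each of 4 sets of 4 libraries was searched with 4 measures, which makes 16 tests. In 2 of these tests, both of 5.8S rRNA, 1 library stood far from the other 3. It was at 231.7 TPM in breast pulp replicate 2, against 55.7 to 70.0 TPM in the other plume pulp libraries. In breast epithelium replicate 2 it was at 1112 TPM, against 122.8 to 153 TPM in the other plume epithelium libraries. Chance alone would single out a library in about 1 in 20 such tests. The search looks for 1 library against 3 and cannot single out 2 against 2, as the batches of remige pulp lie in 5.8S rRNA.

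The dorsal-against-breast difference was not the same in pulp and epithelium, by a test of the difference itself in limma, for 3002 genes. Among the genes the paper names, the log2 difference in pulp minus that in epithelium was -4.45 for GDF10, 2.00 for FST, 1.64 for CYP26B1, -1.13 for CRABP1 (listed as CRABP-I), 2.82 for EYA2, 1.73 for PKIA, 0.66 for LRIG1, -2.67 for FGF10, -4.16 for RALDH3 (listed as ALDH6), -2.25 for WNT3A, 1.72 for BMP2 and 2.01 for NOG. GDF10 and FGF10 had means of only 0.344 and 0.1255 TPM in plume epithelium. A tract difference could hardly show there, so their values mostly repeat the change in pulp. WNT3A rose in dorsal epithelium, from 7.41 ± 0.404 to 44.8 ± 4.14 TPM (adjusted p = 1.31e-04), and was at 5.61 ± 1.01 and 4.79 ± 1.18 TPM in dorsal and breast pulp. Of the paper's other genes, GREM1 (0.37, adjusted p = 0.701), RARA (0.925), RARB (0.832), SHH (0.972), KRT75 (0.0659) and SPRY4 (0.0666) did not pass this test. In remiges no gene passed the same test (limma), with 451 genes at an unadjusted p under 0.05 and 6 genes past it with the batch as a block.

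Genes that the paper does not discuss also changed. In dorsal against breast pulp CYTL1 rose (log2 fold change 6.58) and THRSPB fell (-4.78), and in epithelium MSANTD1 rose (3.26, from 15.7 ± 0.171 to 159 ± 12.1 TPM) and the beta-keratin gene BKJ fell (-4.96, from 85.9 ± 25.9 to 1.76 ± 0.599 TPM). The gene past limma's test in lateral against medial epithelium, PRPS2, an enzyme of nucleotide synthesis, lies outside the rule for named genes and was chosen after its values were seen. It was at 1.03 ± 0.0535 TPM (SD, n = 2) in lateral and 14.1 ± 1.39 TPM in medial epithelium (-2.89, adjusted p = 0.0190), and at 0.0491 ± 0.0695 and 15.7 ± 1.01 TPM in dorsal and breast epithelium (-4.00, adjusted p = 1.30e-05). The call in remiges was lost when any 1 of the 8 remige libraries was left out, with quantile normalization, with a minimum of 25 TPM and with only the comparison's groups in the fit.

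Epidermal transcripts were lower in the pulp of both narrow-vane groups: 91 of 96 epithelium-specific genes (94.8%) were higher in medial than in lateral pulp and 116 of 119 (97.5%) were higher in breast than in dorsal pulp, as more epithelial cells left in the wide-vane pulp would give, but the median share of the epithelial level was higher in medial pulp in batch I and lower in batch II (6.84% and 1.42%, against 0.887% and 2.68% in lateral pulp), and in plumes 1 library held most of it (1.88% and 7.59% in breast, 1.04% and 1.06% in dorsal pulp). The epithelium-specific genes were chosen as at least 10 times higher in epithelium, which bounds their share in pulp, so the excess is not a measured amount of carry-over. Taking the median excess (2.16% in remiges and 3.00% in plumes) off the wide-vane pulp left the 10 epithelium-high genes of Supplementary Table 1 (100%) under the ratio of 1.8 in at least 1 feather type, but this does not settle their cause: KRT8 (1.90 to 1.77 in remiges) and MSX2 (1.94 to 1.73) started near it, CSTA (2.05), FABP5 (1.91) and ENSGALG00000029144 (2.09) stayed above it in remiges, and too much came off others (CSTA in plumes, -3.15). For the 7 pulp-high genes of that table (CRABP1, FGF10, GDF10, LAMC3, PROCR, STK32A and VTN) this cause has little room, since epithelium holds less of their RNA than pulp. The subtraction adds nothing to that, since genes chosen as higher in pulp cannot lose a large part by it. The smaller of each gene's parts in the 2 feather types had a median of 0.0186% of the difference. Left-over epithelial cells stay open as a cause for the BMP response genes in lateral pulp, since the 6 members not at least 2 times higher in epithelium had a median of -0.13. The same holds for the correlation of fold changes in pulp, of which 79.5% was kept without epithelium-high genes. Lower epidermal transcripts in the cells of lateral pulp themselves may also have a part, and cannot be told apart from carried-over cells, since the share was 95.8% in batch I and 68.8% in batch II, with 1 library per side.

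The remige libraries of a batch deviated together (r from 0.446 to 0.805 between the batch differences of 2 groups), and those of the plumes did not (at most 0.117). Separate sequencing of the batch I pulp libraries, which their row names leave possible, is argued against as the whole cause, since pulp and epithelium deviate together with an r of at least 0.446. The birds, the dissection and the library preparation of a batch cannot be told apart with 1 library per group and batch. No biological explanation was tested.

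Far more genes passed limma's test between plume tracts than between remige sides, 3735 against 0 in pulp (468 of the remige genes had an unadjusted p under 0.05, and 36 passed with the batch as a block). The wider spread between remige libraries is argued against as the whole cause, since 1129 of 12634 plume genes would still pass with the standard errors of the remiges. Depth is argued against as well, since the deepest plume pulp library has 26.1 M alignments and the shallowest remige pulp library 29.4 M. Dorsal and breast plumes grow in different regions of the body while the sides of a remige share a follicle, and this difference may contribute but was not tested.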

How the results depend on the processing

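Leaving out genes at least 2 times higher in epithelium, genes that a list's pattern caught, and list members in Supplementary Tables 1 to 4, were chosen after seeing the data. No named gene, gene list or correlation reversed a called direction under the alternatives run, but the split of the counts turned in several comparisons. Of the calls in dorsal against breast epithelium 48.4% were higher, against 63.7% without dorsal epithelium replicate 2, 35.7% without replicate 1, 59.2% with upper quartiles and 36.3% with RPKM. In dorsal against breast pulp 46.0% were higher, against 54.7% without dorsal pulp replicate 1. Of the counts, screens and correlations, 152 values stayed and 74 moved; of the gene lists, 677 stayed, 83 lost their call (60 of them with the correlation estimated) and 16 gained one; of the named genes, 15791 stayed, 606 lost and 105 gained a call. Tests on counts (edgeR, DESeq2) were not run, since the tables hold no counts. A group left with 1 library is assumed to vary like the others. The causes below were not tested, except that a minimum of 25 TPM tests fewer genes.

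The 0 genes in lateral against medial pulp became 10 (pseudocount 5), 2 (no filter), 4 (RPKM), 2 (quantile) and 36 (batch block), and 0 to 11 without 1 library: 11 without lateral pulp replicate 2 and 1 without medial pulp replicate 2. The 1 gene in epithelium became 4 (pseudocount 0.1), 4 (no filter), 0 (above 25 TPM), 2 (RPKM), 2 (upper quartiles), 0 (quantile), 6 (batch block), 0 (only the comparison's groups) and 0 to 0 without any 1 of the 8 libraries. Genes whose contrast was not the same in the 2 tissues went in remiges from 0 to 6 with the block and to 0 to 2 without 1 library (2 without lateral pulp replicate 2, 1 without medial pulp replicate 2). Dorsal against breast pulp went from 3735 to 2216 (above 25 TPM) and 2084 to 4189 without 1 library (2084 without dorsal pulp replicate 1), and epithelium from 2337 to 829 to 2125 (852 without breast epithelium replicate 1, 829 without replicate 2). Such genes in plumes went from 3002 to 1782 (above 25 TPM) and 1724 to 2917 (1749 and 1724 without breast epithelium replicate 1 or 2, 1867 without dorsal pulp replicate 1). Above 25 TPM the tissue comparisons gave 4567 and 6001 in place of 8239 and 10227. With quantile normalization 57.7% and 57.3% of the tissue calls were higher in epithelium, against 29.3% and 39.1%, as the median of all genes moved from -0.35 to 0.17 and from -0.18 to 0.15.

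Pulp genes higher in both screens went from 16 to 28 (ratio 1.5), 29 (TPM above 10), 7 (above 50) and 7 (RPKM), and 16 to 17 without a replicate. Pulp genes lower went from 26 to 41 (ratio 1.5), 16 (ratio 2), 50 (TPM above 10), 13 (above 50), 11 (RPKM), 16 (both libraries above both), 4 (within each batch) and 14 to 14 without replicate 1 or 2. Epithelium genes higher went from 2 to 8 (ratio 1.5), 1 (ratio 2), 4 (TPM above 10), 1 (above 50), 1 (RPKM), 1 (within each batch) and 2 to 3. Epithelium genes lower went from 36 to 55 (ratio 1.5), 23 (ratio 2), 23 (within each batch) and 27 to 32. The correlation of fold changes in pulp went from r = 0.231 to 0.349 (above 25 TPM) and 0.0949 to 0.184 (without replicate 1 and without replicate 2), and rho from 0.171 to 0.247, 0.127 (without epithelium-high genes) and 0.126 to 0.183. In epithelium r went from 0.404 to 0.452 (RPKM), 0.496 (above 25 TPM), 0.340 (without epithelium-high genes) and 0.277 to 0.338, and rho from 0.322 to 0.175 to 0.275. Between groups, r moved with a pseudocount of 0.1 to 0.987 (lateral and medial pulp), 0.955 (dorsal and breast pulp) and 0.974 (epithelium), and over genes of at least 1 TPM to 0.945 and 0.974.

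Without their members in Supplementary Tables 1 to 4, the BMP and GDF ligands, the FGF genes and the alpha keratins lost their call in lateral pulp (0.156, 0.145 and 0.0600). So did the retinoic acid genes in plume epithelium against pulp (0.0680), while they gained one in lateral epithelium (0.0270, but 0.0544 with the block as well). GREM1 in lateral pulp passed with the batch block, pseudocount 5 and RPKM, with an adjusted p from 0.0264 to 0.578 over 18 alternatives, and CYP26B1, CRABP1, EYA2 and MSX2 with the block. GAL1 and GAL7 passed only without lateral pulp replicate 2 (0.0155 and 0.00765). What depth (from 23.4 M alignments) limits could not be computed without counts, and genes near 1 TPM rest on the fewest reads.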

Differences from the paper's values

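In the paper's text CRABP1 is lower in lateral pulp 10.22-fold, and the value here is 1.93-fold (1.933). For dorsal pulp the paper's text gives 1.93-fold, and the value here is 10.22-fold. Of the alternatives set before the data were examined, all 4 differ from the text in both comparisons: geometric means gave 1.94 and 10.3, RPKM 1.93 and 10.37, leaving out replicate 1 2.19 and 8.55, and leaving out replicate 2 1.72 and 12.5. The paper's Supplementary Table 1 holds the values for the 2 comparisons in the order found here.

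For epithelium genes higher with narrow vanes in both feather types, the paper shows about 1 in Supplementary Fig. 2e (read by eye), and the same thresholds gave 2 here. A ratio above 2, TPM above 50, RPKM and the ratio within each batch gave 1, as in the paper, and geometric means (2), a ratio above 1.5 (8), TPM above 10 (4), both libraries above both (2), and leaving out replicate 1 (3) or replicate 2 (2) did not. The gene that the paper does not list is SNCB.

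For pulp genes lower with narrow vanes in remiges only, the paper shows about 12 in Supplementary Fig. 2e (read by eye), and the same thresholds gave 24 here. Geometric means (15), TPM above 50 (11), RPKM (9) and leaving out replicate 1 (16) fell within 1.5 times the paper's number, and a ratio above 1.5 (36), a ratio above 2 (20), TPM above 10 (39), both libraries above both (20), the ratio within each batch (20) and leaving out replicate 2 (54) did not.

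The paper lists genes as different in the pulp of both feather types by their ratio and level. By limma none of them passed in remiges without a block. That fit leaves out any pairing of the lateral and medial libraries of a batch. With the batch as a block some did, among them GREM1, CYP26B1, CRABP1, EYA2, SCG5 and MSX2, GREM1 also with a pseudocount of 5 TPM and with RPKM, while GDF10 (adjusted p = 0.303 with the block), FST (0.129) and FGF10 (0.0798) did not. In plume pulp limma called GDF10, FST, CYP26B1, CRABP1, EYA2, PKIA, LRIG1 and FGF10 in the paper's directions, and GREM1 missed the threshold (log2 fold change 1.10, adjusted p = 0.0817). It passed with a pseudocount of 5 TPM, with RPKM, with only the comparison's groups and without dorsal epithelium replicate 1. By name, the screen found 17 of the 18 genes of Supplementary Table 1 and all 15, 29 and 1 of Supplementary Tables 2 to 4. The remaining gene is printed as ENSGALG0000004747, and the screen found ENSGALG00000004747 with the same folds (2.463 and 2.565), so it found all 18. It also found names that those tables do not print: 9 in pulp lower (1 of them ENSGALG00000004747), 1 in pulp higher (PRLR, named after its values were seen), 7 in epithelium lower and 1 in epithelium higher.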

Other observations

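The leave-outs of epithelium-high genes, of extra list members and of list members that the study picked from these libraries, and the genes EN1, PITX1, LGR5 and CYP24A1, were chosen after their values were seen. WNT genes differed between the plume tracts, where over all genes limma called 3735 of 13246 in pulp and 2337 of 13246 in epithelium. WNT5B, a noncanonical ligand, fell in dorsal pulp from 342 ± 41.4 to 14.2 ± 2.95 TPM (SD, n = 2; log2 fold change -4.51, adjusted p = 2.10e-06 from limma), and WNT7A rose in dorsal epithelium from 3.65 ± 0.445 to 34.0 ± 2.33 TPM (2.91, adjusted p = 1.59e-04). Of 13 WNT ligands, 3 rose and 5 fell in dorsal pulp and 6 rose and 2 fell in dorsal epithelium (median 0.69, camera adjusted p = 0.0399, and adjusted p = 0.982 with an estimated correlation). None of 14 passed in remiges (median 0.24 in epithelium, adjusted p = 0.00338, and 0.262 with an estimated correlation). Of 24 WNT response genes and antagonists, 12 rose and 6 fell in dorsal pulp, and 5 rose and 4 fell in dorsal epithelium. None passed in remiges without a block, and LGR5 passed in lateral epithelium with it (limma, adjusted p = 0.0350). SHH itself was at 160.3 ± 7.43 and 153 ± 4.75 TPM in dorsal and breast epithelium (adjusted p = 0.938). Its target GLI1 rose in dorsal epithelium from 15.2 ± 0.514 to 34.2 ± 0.488 TPM and GLI2 from 7.00 ± 0.0867 to 15.0 ± 1.21 TPM. Of 12 genes of the SHH pathway, 3 rose and 1 fell there (8 and 1 when adjusted over the list alone, 5 and 1 with the batch as a block; median 0.45, adjusted p = 0.0199, and 0.982 with an estimated correlation), 1 rose and 2 fell in dorsal pulp, and none passed in remiges. In lateral epithelium 11 of the 12 were above 0 (median 0.16, adjusted p = 0.00461, and 0.691 with an estimated correlation).

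The Notch ligand gene DLL1 fell in dorsal pulp from 41.3 ± 8.25 to 17.7 ± 2.97 TPM (adjusted p = 0.00251). Of 13 Notch genes, 1 rose and 6 fell in dorsal pulp (median -0.56, adjusted p = 0.0485, but 0.0538 with the batch as a block and 0.893 with an estimated correlation) and 2 fell in dorsal epithelium. Of 17 FGF ligands and Sprouty genes, which include FGF10, 1 rose and 6 fell in dorsal pulp and 1 rose and 2 fell in dorsal epithelium. In remiges none of 13 and of 14 of these genes passed, and the FGF genes had a median of -0.22 in lateral pulp (adjusted p = 0.0250, but 0.103 with the batch as a block, 0.226 with an estimated correlation and 0.145 without FGF10). Dissection stress genes rose in 9 and fell in 3 of 23 cases in dorsal pulp, 3 and 7 in dorsal epithelium, and none passed in remiges. Of 30 proliferation genes, none passed in remiges, 1 rose in dorsal pulp, and 1 rose and 1 fell in dorsal epithelium. In remiges 21 of the 30 were lower in epithelium than in pulp, and in plumes 23 were lower and 1 higher.

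The melanocyte gene MLANA rose in dorsal epithelium from 18.6 ± 5.19 to 84.9 ± 7.57 TPM (adjusted p = 7.90e-04), and SLC45A2, a transporter of pigment cells, fell from 14.9 ± 0.00897 to 2.80 ± 0.516 TPM (adjusted p = 5.75e-04). Of 14 melanocyte markers 7 rose and 3 fell there, 1 fell in dorsal pulp, and 11 were higher and 1 lower in plume epithelium than in plume pulp. In remiges none of 8 passed between the sides, and 3 were higher and 1 lower in epithelium than in pulp. The basal keratin gene KRT15 rose in dorsal epithelium from 157 ± 9.01 to 532 ± 48.7 TPM. In dorsal pulp 6 of 26 fibroblast markers rose and 3 fell, 3 of 8 smooth and skeletal muscle markers fell, 2 of 13 erythroid markers rose and 2 fell, and 3 of 9 neural and Schwann cell markers rose and 4 fell. In dorsal epithelium 1 rose and 2 fell in each of the endothelial, leukocyte, erythroid, muscle and neural lists, and 3 rose and 1 fell in the fibroblast list. In remiges none of these passed in either tissue. Lateral pulp had a median of 0.14 for muscle markers (adjusted p = 0.0112, and 0.384 with an estimated correlation), and lateral epithelium one of 0.13 for fibroblast markers (adjusted p = 0.0143, and 0.940). Erythroid markers were lower in epithelium than in pulp in 9 of 12 cases in remiges and 12 of 13 in plumes, and muscle markers in 7 of 8 in both. Neural markers were lower in epithelium in 5 of 7 cases in remiges and 6 of 9 in plumes.

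The structural lists gave few calls between narrow and wide vanes in remiges, where no alpha keratin, keratinocyte differentiation, matrix, ribosomal protein or mitochondrial gene passed. Lateral pulp had medians of -0.20 for 15 alpha keratins (adjusted p = 0.0112, but 0.0600 without KRT8 and 0.384 with an estimated correlation) and -0.40 for 14 genes of keratinocyte differentiation (adjusted p = 2.36e-05, and 0.188). In dorsal pulp 3 alpha keratins rose and 4 fell, 2 of 13 differentiation genes rose and 5 fell, and 7 of 34 matrix genes rose and 9 fell; in dorsal epithelium the numbers were 4 and 5, 1 and 4, and 8 and 7. Of 4 feather keratins 2 fell in dorsal pulp. Of 37 keratinocyte markers 5 rose in dorsal epithelium. Without the other genes that the patterns caught, 1 of 64 ribosomal protein genes rose in dorsal pulp and 2 in dorsal epithelium (median 0.12 there, adjusted p = 0.00108; with those genes kept, 0.00498, and 0.982 with an estimated correlation). They were higher in epithelium than in pulp in 57 of 65 cases in remiges and 58 of 64 in plumes. Of 12 mitochondrial genes 1 fell in dorsal pulp and none passed in dorsal epithelium, and 12 were lower in epithelium than in pulp in remiges and 9 in plumes.

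LGR5, a receptor of WNT-enhancing R-spondins, was at 12.5 ± 0.876 TPM (SD, n = 2) in lateral and 1.07 ± 0.260 TPM in medial epithelium (log2 fold change 2.71, adjusted p = 0.0552 from limma, and 0.0350 with the batch as a block). In plumes it rose in dorsal pulp, from 16.3 ± 2.01 to 87.2 ± 11.6 TPM (2.35, adjusted p = 2.62e-05), and was at 51.1 ± 10.8 and 42.6 ± 2.88 TPM in dorsal and breast epithelium (adjusted p = 0.358). CYP24A1, which breaks down vitamin D, was at 30.6 ± 0.417 TPM in lateral and 10.8 ± 1.26 TPM in medial pulp (1.43, adjusted p = 0.111, and 0.0366 with the block) and at 6.51 ± 0.547 and 1.16 ± 0.0213 TPM in epithelium (1.80, adjusted p = 0.0907, and 0.0350 with the block). In plume epithelium CYP24A1 went the other way, at 2.10 ± 0.626 TPM in dorsal and 4.66 ± 0.462 TPM in breast plumes (-0.88, adjusted p = 0.00969). PITX1, a hindlimb homeobox gene, was at 4.53 ± 0.0656 TPM in dorsal and 0.0777 ± 8.48e-04 TPM in breast epithelium (2.36, adjusted p = 5.00e-05), and at 3.09 ± 0.0266 TPM in dorsal pulp, while it was listed at 0 in breast pulp. Of the 36 genes past the test in lateral against medial pulp with the batch as a block, 35 were tested in plume pulp, where 23 were called in the same direction and 1 in the opposite one. Over all genes, 3735 of 13246 were called in plume pulp. The 36 include genes of the epithelium such as EPCAM, CLDN1 and MSX2, so epithelial cells left in the wide-vane pulp may add to the agreement.

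For the tissue comparison, the number of calls was set against that of other splits of the 8 libraries into 2 equal groups. This cannot exclude chance, since no share under 1 of 35 is possible. Every other split also mixes epithelium with pulp, which widens the spread within a group and lowers the calls. With 2 group means, the split of the 8 remige libraries into epithelium and pulp gave 8750 genes and the highest of the other splits 247, and the real split was 1 of 35 with a result as large. In plumes it gave 8625 genes, the highest of the other splits 2, and again 1 of 35.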
